# Phosphatase protector alpha4 (α4) is involved in adipocyte maintenance and mitochondrial homeostasis through regulation of insulin signaling

**DOI:** 10.1038/s41467-022-33842-4

**Published:** 2022-10-14

**Authors:** Masaji Sakaguchi, Shota Okagawa, Yuma Okubo, Yuri Otsuka, Kazuki Fukuda, Motoyuki Igata, Tatsuya Kondo, Yoshifumi Sato, Tatsuya Yoshizawa, Takaichi Fukuda, Kazuya Yamagata, Weikang Cai, Yu-Hua Tseng, Nobuo Sakaguchi, C. Ronald Kahn, Eiichi Araki

**Keywords:** Type 2 diabetes, Protein-protein interaction networks, Metabolism

## Abstract

Insulin signaling is mediated via a network of protein phosphorylation. Dysregulation of this network is central to obesity, type 2 diabetes and metabolic syndrome. Here we investigate the role of phosphatase binding protein Alpha4 (α4) that is essential for the serine/threonine protein phosphatase 2A (PP2A) in insulin action/resistance in adipocytes. Unexpectedly, adipocyte-specific inactivation of α4 impairs insulin-induced Akt-mediated serine/threonine phosphorylation despite a decrease in the protein phosphatase 2A (PP2A) levels. Interestingly, loss of α4 also reduces insulin-induced insulin receptor tyrosine phosphorylation. This occurs through decreased association of α4 with Y-box protein 1, resulting in the enhancement of the tyrosine phosphatase protein tyrosine phosphatase 1B (PTP1B) expression. Moreover, adipocyte-specific knockout of α4 in male mice results in impaired adipogenesis and altered mitochondrial oxidation leading to increased inflammation, systemic insulin resistance, hepatosteatosis, islet hyperplasia, and impaired thermogenesis. Thus, the α4 /Y-box protein 1(YBX1)-mediated pathway of insulin receptor signaling is involved in maintaining insulin sensitivity, normal adipose tissue homeostasis and systemic metabolism.

## Abstract (web summary)

The insulin signalling cascade can be inhibited by phosphatases, including Ser/Thr protein phosphatase 2A (PP2A). Here the authors show that Alpha4, a regulator of the PP2A catalytic subunit, modulates insulin receptor tyrosine phosphorylation via the YBX-1/PTP1B pathway and is involved in maintenance of adipose tissue homeostasis and systemic metabolism.

## Introduction

Obesity, especially central obesity, results in whole-body insulin resistance and predisposes to development of a range of metabolic diseases, including type 2 diabetes mellitus, nonalcoholic fatty liver diseases (NAFLD), atherosclerotic cardiovascular diseases, and cancer^1,2^. Adipose tissue is functionally heterogeneous with white adipose tissues (WAT) being mainly responsible for storing energy as triglycerides (TGs), while beige and brown adipose tissues (BAT) burn energy through their high rates of mitochondrial respiration due to the presence of uncoupling protein 1 (UCP1)^3^. Several hormones, and particularly insulin, serve as important regulators of this energy balance. Indeed, insulin is an important regulator of brown and white adipogenesis and adipocyte survival^4^ and promotes energy storage by inhibiting lipolysis and promoting glucose uptake and its conversion into lipids^2^. Conversely, when caloric supply is limited, lower circulating insulin levels lead to disinhibition of lipolysis and mobilization of lipids to meet energy demand. Thus insulin sensitivity of adipose tissues plays a critical role in normal metabolic homeostasis^5^.

Insulin resistance is a central feature of many metabolic diseases. Insulin resistance can be the result of several pathogenic factors, including increases in inflammatory cytokines, altered levels of free fatty acids and other circulating metabolites, and ectopic lipid accumulation, all of which can lead to increases in inhibitory Ser/Thr phosphorylation of the insulin receptor and its substrates, changes in mitochondrial function and activation of the unfolded protein response (UPR) and oxidative stress^6–10^. In obesity, enhanced hydrolysis of adipocyte triglycerides (TGs) results in increased circulating levels of free fatty acids (FAs), diacylglycerols (DAGs), small dense low-density lipoproteins (sdLDLs) particles and ceramides, all of which may contribute to insulin resistance^11,12^. Increased visceral adipose tissues is also accompanied by the production of proinflammatory cytokines, such as TNFα, IL-1β, and IL-6, which induce monocyte infiltration and adipocyte apoptosis^13,14^. These inflammatory events can result in reduced insulin signaling in adipose tissue and other tissues via multiple mechanisms, including activation of C-Jun N-terminal kinase and TLR-4, and NLRP3 inflammasome-mediated IL-1β secretion^15–17^. These pathological pathways are often intertwined, highlighting the complex causes and effects of impaired insulin response in metabolic diseases.

The insulin receptor (IR) is a tetrameric membrane Tyr kinase composed of two extracellular α-subunits and two transmembrane β−subunits harboring the Tyr kinase domain^2^. Upon ligand binding, IR undergoes a conformational change, which induces the Tyr phosphorylation of its β-subunits, resulting in the recruitment of protein substrates, such as insulin receptor substrate-1 and -2 (IRS-1 and IRS-2) and Shc^18^. This triggers a cascade of reactions leading to the activation of phosphatidylinositol 3 kinase (PI3-K) and Ras/MAPK signaling^19^. Downstream signals of PI3-K are mediated by multiple Ser/Thr kinases, including phosphoinositide-dependent protein kinase 1 (PDK-1), Akt, PKC, S6K, and GSK3, which regulate the activity of various transcriptional factors, such as FoxO1, PGC1α, SREBPs, and FoxK1^20–23^. These promote the metabolic actions of insulin on glucose, lipid, and mitochondrial metabolism, as well as effects on cell proliferation, differentiation, and apoptosis [reviewed in ref. 8].

Less is known about how these signals are turned off. When insulin levels fall, the insulin signaling cascade is reversed by the action of protein phosphatases, including phosphotyrosine phosphatases, such as protein Tyr phosphatase 1B (PTP1B), LAR, PTPα and others^24,25^, which can dephosphorylate tyrosine residues of the insulin receptor and its substrates, and Ser/Thr protein phosphatases (e.g., PP2, PP4, and PP6)^26–30^. In comparison with the numerous classes of protein kinases involved in insulin action, including Akt, ERK, mTOR and the S6 Kinases, there are a relatively small number of Ser/Thr phosphatases. They have highly conserved catalytic subunits and, in general, broad and overlapping substrate specificity^29^. PP2A, which catalyzes the dephosphorylation of the Ser/Thr residues of the majority of the intracellular signaling molecules, has been shown to form a core dimer of consisting of a catalytic (C) subunit and a 65 kDa scaffolding subunit A, which then further associates with any of more than 23 regulatory B subunits. The B subunits likely determine the substrate specificity and subcellular localization, exerting multiple physiological functions. PP2A holoenzyme activity and specificity are controlled by a coordination of five PP2A modulators^31^. One of essential phosphatase regulator, Alpha4 (α4) was initially discovered as a PP2Ac binding protein that regulates mTOR activity in the yeast and mouse^26,32^. Alpha4 is associated with PP2Ac independently of the A or B subunits forming the noncanonical PP2A complex, which might eventually address to the unique target molecules. Alpha4 is thought to play a role to protect the phosphatases from the ubiquitin-dependent degradation and maintain the noncanonical PP2A^26,28^. While deletion of Alphah4 has shown increased basal phosphorylation levels of several PP2A targets, such as S6K^28,33^, the role of Alpha4 in insulin action and adipose tissue remains unclear.

Here, we demonstrate a role of α4 in maintenance and differentiation of adipose tissue in vivo. Thus, we find that the protein phosphatase protector Alpha4 binds with Y-box protein 1 (YBX1), a transcription factor for Tyr phosphatase PTP1B gene, thus regulating PTP1B expression and subsequently controlling IR Tyr phosphorylation. This leads to impairment of mitochondrial function and energy expenditure, hyperglycemia with systemic insulin resistance, glucose intolerance and hepatosteatosis. The results demonstrate an important role of Alpha4 via, interacting with YBX1, in a feedback regulatory loop for IR Tyr phosphorylation in adipose tissue function.

## Results

### α4 regulates insulin signaling and adipogenesis

Assessment of the expression of *α4* mRNA in three adipose tissue depots revealed the highest levels in BAT, followed by inguinal WAT (iWAT) and then epididymal WAT (eWAT) (Supplementary Fig. 1a). To determine if α4 plays a significant role in BAT, we examined changes in expression of α4 during brown adipocyte differentiation using WT-1 immortalized murine brown preadipocyte^34^ (Supplementary Fig. 1b). This revealed a stepwise increase in α4 mRNA and protein expression during the six-day culture of brown preadipocyte differentiation which correlated with the accumulation of lipid as seen by Oil Red O staining (Fig. 1a, b and Supplementary Fig. 1b, c). To assess the specific role of α4 in adipogenesis, we stably overexpressed α4 (α4OE) in WT-1 cells by using the lentivirus vector (pLV) (Fig. 1c). α4OE did not exert any effect on the differentiation as assessed by Oil Red O staining or expression of *Adiponectin*, *PPARγ*, or *Glut4*. Interestingly, however, α4OE cells showed increases in the levels of mitochondrial respiratory chain complexes, as well as the thermogenic marker *UCP1*, after adipogenic induction (Fig. 1d and Supplementary Fig. 1d–f). Additionally, in human brown preadipocytes in culture^35^, α4OE also enhanced *UCP1* expression upon differentiation (Supplementary Fig. 1g–i). Furthermore, overexpression of α4 resulted in increased mitochondrial size as visualized by electron microscopy (Supplementary Fig. 1j). Functionally, the α4OE murine cells showed significant increases in the maximum oxygen consumption rate in basal respiration (36.7%), spare respiratory capacity (44.3%), and a trend toward higher levels of basal respiration and ATP production compared with the Control when using pyruvate/glucose as substrates (Fig. 1e, f). Conversely, knockdown of α4 in WT-1 using shRNA (α4KD) (Supplementary Fig. 1k) did not cause any detectable change in the cell growth, proliferation and DNA synthesis but resulted in marked reduction in expression of differentiation markers, such as *Adiponectin*, *PPARγ*, *Glut4*, *Adrb*, *AP2* and *UCP1*, and this was associated with decreased differentiation of preadipocytes as assessed by Oil Red O staining (Fig. 1g and Supplementary Fig. 1l–n).

**Fig. 1:**
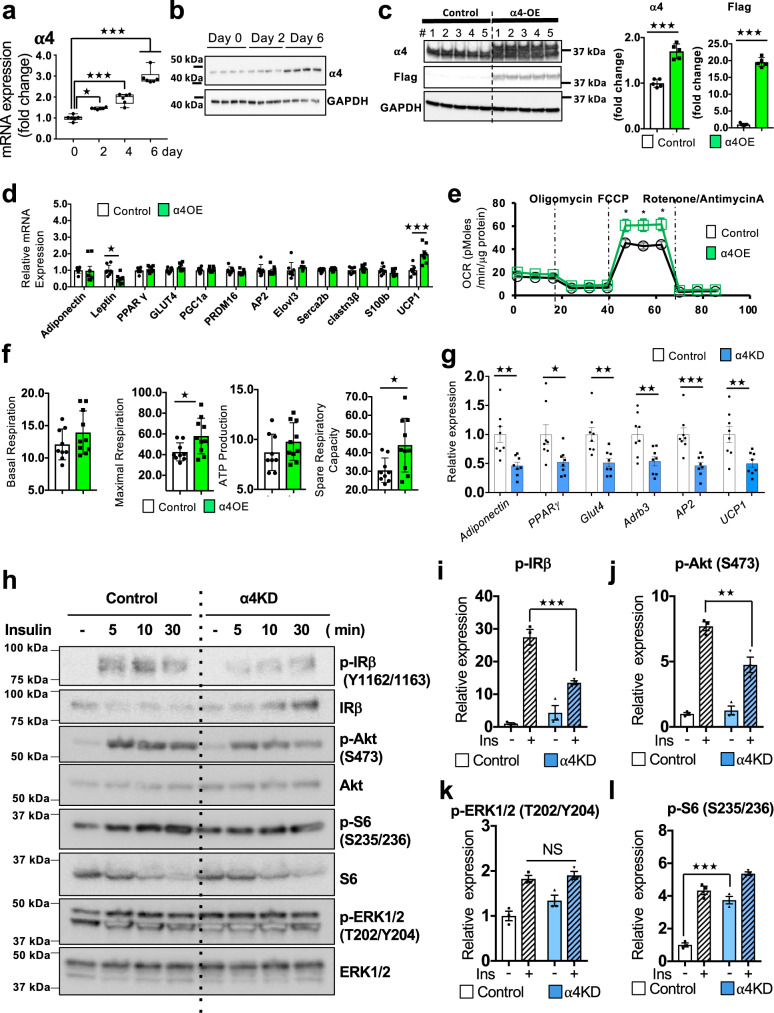
Loss of α4 in brown preadipocytes impaired insulin signaling and adipogenesis. **a** Abundance of *α4* mRNA in mouse brown preadipocyte cells during the differentiation process before or on days 2, 4, and 6 after the induction of differentiation. Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles (one-way ANOVA post hoc Bonferroni test, *n* = 6 technical replicates per group, *p = 0.01, ***p < 0.0001). **b** Immunoblotting analysis of α4 in lysates from brown preadipocyte cells during the differentiation process before or 2 and 6 days after induction of the differentiation. (*n* = 4). **c** Immunoblotting for α4 and Flag in lysates from Control mouse brown preadipocytes or cells overexpressed 3XFlag-α4 (α4-OE). Densitometric analysis of α4 and Flag in mouse brown preadipocytes. Data are mean ± SEM of *n* = 5 (Two-tailed Student’s *t*-test, ***p < 0.0001). **d** Adipocyte markers in differentiated brown adipocytes from Control (*n* = 8) and 3XFlag-α4 transfected (α4-OE) cells (*n* = 8). Data are mean ± SEM (Two-tailed Student’s *t*-test, *Leptin*: *p = 0.02, *UCP1*: ***p = 0.0004). **e** Mitochondrial oxidative phosphorylation activity in mouse differentiated brown adipocytes from Control (*n* = 9) and α4-OE (*n* = 10) cells. Data are mean ± SEM (Two-tailed Student’s *t*-test, *p < 0.05). **f** Quantitation of basal respiration (*p = 0.02), maximal respiration capacity, ATP production and Spare Respiratory Capacity (*p = 0.01). Data are presented as mean ± SEM (Two-tailed Student’s *t*-test, Control (*n* = 9), α4-OE (*n* = 10)). **g** Levels of adipocyte markers in differentiated brown adipocytes from Control cells and cells subjected to knockdown of *α4* by shRNA (α4 KD) (*n* = 8 biologically independent cell clones per group). Data are mean ± SEM (Two-tailed Student’s *t*-test, *Adiponectin*: **p = 0.003, *PPARγ*: *p = 0.02, *Glut4*: *p = 0.003, *Adrb3*: **p = 0.07, *AP2*: ***p = 0.0009*, UCP1*: **p = 0.006). **h** Immunoblotting analysis results showing insulin-dependent signaling molecules for IR, Akt, ERK, and S6 phosphorylation in lysates from α4 KD-treated or Control adipocytes after 100 nM insulin stimulation for the indicated durations. **i–l** Relative changes in protein phosphorylation based on the densitometric immunoblotting analysis (Supplementary Fig. 1h) of cell lysates of adipocytes from α4KD and Control for 5 min using 100 nM insulin. Data are presented as mean ± SEM (One-way ANOVA post hoc Bonferroni test; three clones were used in three independent experiments, p-IR: ***p = 0.0007, p-Akt (S473): **p = 0.001, p-S6 (S235/S236): ***p = 0.0001). Source data are provided as a Source Data file.

α4 is an essential regulator of phosphatase PP2A activity by interacting with catalytic (C) subunits, protecting them from proteasomal degradation until they are assembled into a functional phosphatase complex^28^. PP2A has many substrates and potential to decrease Ser/Thr phosphorylation of insulin signaling molecules. Somewhat surprisingly, knockdown of α4 in brown preadipocytes resulted in a 50% decrease in IR (Y1162/1163) Tyr phosphorylation and a parallel decrease in Akt (S473) phosphorylation, but had no significant effect on insulin-stimulated ERK1/2 (T202/Y204) phosphorylation (Fig. 1h–k and Supplementary Fig. 1o, p). α4KD also enhanced ribosomal S6 protein (S235/S236) phosphorylation in the basal state, similar to its effect in mouse embryo fibroblasts^28^ (Fig. 1h, l and Supplementary Fig. 1o). While PP2A is exclusively a Ser/Thr phosphatase^29^, these results suggest that α4 may indirectly regulate both tyrosine and serine phosphorylation in the proximal insulin signaling cascade to regulate adipogenesis.

### α4 regulates IR Tyr phosphorylation via the YBX1-PTP1B axis

To investigate how α4 regulates the IR tyrosine phosphorylation, we conducted analysis of proteins that interact with α4 by using WT-1 cells transfected with 3XFlag-tagged α4 protein, followed by immunoprecipitation of associated proteins using anti-Flag beads and mass spectroscopic proteomic analysis (Fig. 2a and Supplementary Fig. 2a, b). As expected, we identified PP2A and several other proteins known to associate with αc4 (Fig. 2b and Supplementary Fig. 2b, c). One unexpected interacting protein identified in these complexes was YBX1, a transcription factor, which has been previously shown to regulate expression of PTP1B^36^ (Fig. 2b and Supplementary Fig. 2c). Although the proteomic analysis also detected other proteins, further verification for interaction will be needed for the identified α4 interaction partners that were not validated in this study.

**Fig. 2:**
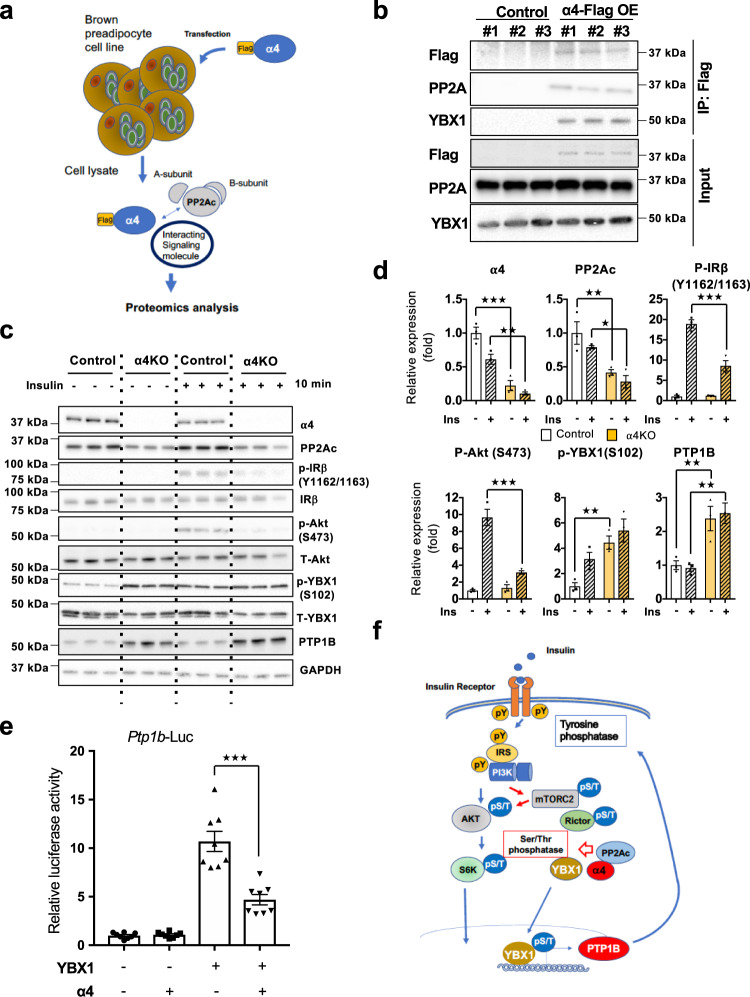
α4 regulates IR Tyr phosphorylation via YBX1 and PTP1B. **a** Schematic diagram showing the regulation of insulin signaling in brown preadipocytes via α4. Specifically, α4 binds to the catalytic subunit of protein phosphatase 2A (PP2Ac) and is known to regulate Ser/Thr phosphorylation. For the mass spectroscopic proteomic analysis. we compared the Control (*n* = 1) and α4 overexpressing (*n* = 2, biological replicates) samples. **b** α4-complex containing YBX1. Flag-tagged α4 immunoprecipitation showed the interaction between YBX1 with α4 as well as that between PP2Ac and α4 in brown preadipocytes (*n* = 3 biologically independent cell clones/group). **c** Western blotting of phosphorylation of insulin signaling molecules in Control and α4KO brown preadipocytes following indicated concentrations of insulin stimulation for 10 min. **d** Effect of α4 on insulin signaling-based densitometric immunoblotting analysis with antibodies to α4 and phosphorylated IR, Akt, YBX1, as well as PTP1B in lysates of α4 Knockout brown preadipocytes (α4 KO) before and 10 min after insulin stimulation (see **c**). Data are presented as mean ± SEM (one-way ANOVA post hoc Bonferroni test, *n* = 3, each cell was generated from biologically independent animals from three independent experiments, Statistical significance is shown as *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***)). **e** Luciferase reporter assay for PTP1B transcription was performed as described by Fukada and Tong^45^. Cells were transfected with the expression vectors of α4 and/or YBX1 in the presence of *Ptp1b*-Luc reporter or mock plasmid DNA in HEK293cells. Data are presented as mean ± SEM (One-way ANOVA post hoc Bonferroni test, n = 8 technical replicates per group, ***p < 0.0001). **f** Model of the regulation of α4 in insulin-activated IR phosphorylation. Insulin-bound IR phosphorylates itself and IRS1/2, and activates the PI3K-AKT and S6K pathways. α4 stabilizes PP2A and dephosphorylates mTORC2 with Rictor. α4 also binds to Y-box protein 1 (YBX1), which functions as a transcription factor for Tyr phosphatase PTP1B. α4 blocks YBX1 nuclear translocation and inhibits PTP1B expression, thus in feedback regulation, promoting the enhanced signaling through the insulin receptor. Source data are provided as a Source Data file.

To examine the effect of α4/YBX1 complex on insulin signaling, primary brown preadipocytes isolated from α4^flox/flox^ mice^33^ were infected with adenovirus carrying Cre recombinase or GFP as control (Ad-Cre recombinase or Ad-GFP) (Fig. 2c). As observed in α4KD WT-1 cells, α4 KO primary brown preadipocytes showed a 55% decrease in insulin-stimulated IR Tyr phosphorylation and a parallel significant decrease in Akt phosphorylation (Fig. 2d). As expected, based on its known interaction^28^, α4 deletion also caused a 60% decrease in the PP2Ac protein level (Fig. 2e). Interestingly, YBX1 phosphorylation in both the basal and the insulin-stimulated state was enhanced in the α4KO preadipocytes while total YBX1 protein levels remained unchanged (Fig. 2d). We hypothesized that α4 interacting with YBX1 may regulate *Ptp1b* transcription. Consistent with a previous report that YBX1 is a positive regulator of PTP1B expression^36^, α4KO preadipocytes showed a two-fold enhancement of PTP1B expression in both the basal and insulin-stimulated states (Fig. 2d). To further confirm the effect of α4 on PTP1B expression, we employed a reporter system using a *Ptp1b* promoter-driven luciferase vector as described by Fukada and Tonks^36^. While YBX1 dramatically enhanced the promoter activity of *Ptp1b*, overexpression of α4 significantly blunted the transactivation ability of YBX1 on *Ptp1b* promoter in HEK293 cells (Fig. 2e). These results indicate that α4 can play a major role in the attenuation of insulin signaling by influencing the interaction between Ser/Thr phosphatases and YBX1, eventually modulating PTP1B expression, leading to a feedback regulation of IR Tyr phosphorylation (Fig. 2f).

### Acute adipocyte-specific α4 knockout significantly alters lipid composition in WAT and BAT

To confirm the role of α4 in insulin signaling and adipogenesis in vivo, we established a mouse model (Ai-α4KO) in which α4 was specifically deleted in adipocytes in an inducible manner by crossing α4^flox/flox^ mice and Adipoq-CreER^T2^ mice^37^. Ai-α4KO mice displayed 85 and 82% decreases in α4 at the protein level in BAT and iWAT depots, respectively, as early as 3 days after the last tamoxifen injection (Supplementary Fig. 3a, b). At this time point, although Ai-α4KO mice did not show any obvious change in weight of adipose tissue in different depots or adipocyte cell diameter as compared with Controls (Fig. 3a–c), PTP1B expression was significantly upregulated in BAT and iWAT extracts from Ai-α4KO mice compared with Controls (Fig. 3d, e and Supplementary Fig. 3c). Consistent with the in vitro experiments, Ai-α4KO mice showed impaired insulin signaling in adipose tissues, showing 47–70% decreases in IR Tyr phosphorylation, Akt phosphorylation and PP2Ac expression in both BAT and iWAT (Fig. 3d, e and Supplementary Fig. 3d, e). The impaired Tyr phosphorylation of IR in Ai-α4KO adipocytes occurred at the very early stage, when tissue inflammation and adipocyte apoptosis were not detected, suggesting that the impaired IR signaling was not due to adipose tissue damage (Fig. 3f and Supplementary Fig. 3f). At day 6, Ai-α4KO mice showed a mild but significant decrease in adipocyte cell diameter in iWAT, as well as eWAT, and irregularity in adipocyte size in BAT, indicative of alteration of the content and composition of structural lipids in WAT and BAT due to the continued impairment of insulin signaling in Ai-α4KO mice (Fig. 3g, h and Supplementary Fig. 3g). Moreover, the impairment of insulin signaling in Ai-α4KO was associated with a significant increase in rates of basal lipolysis as measured using explants of iWAT and eWAT, with no significant change of maximal isoproterenol-stimulated lipolysis (Fig. 3i and Supplementary Fig. 3h).

**Fig. 3:**
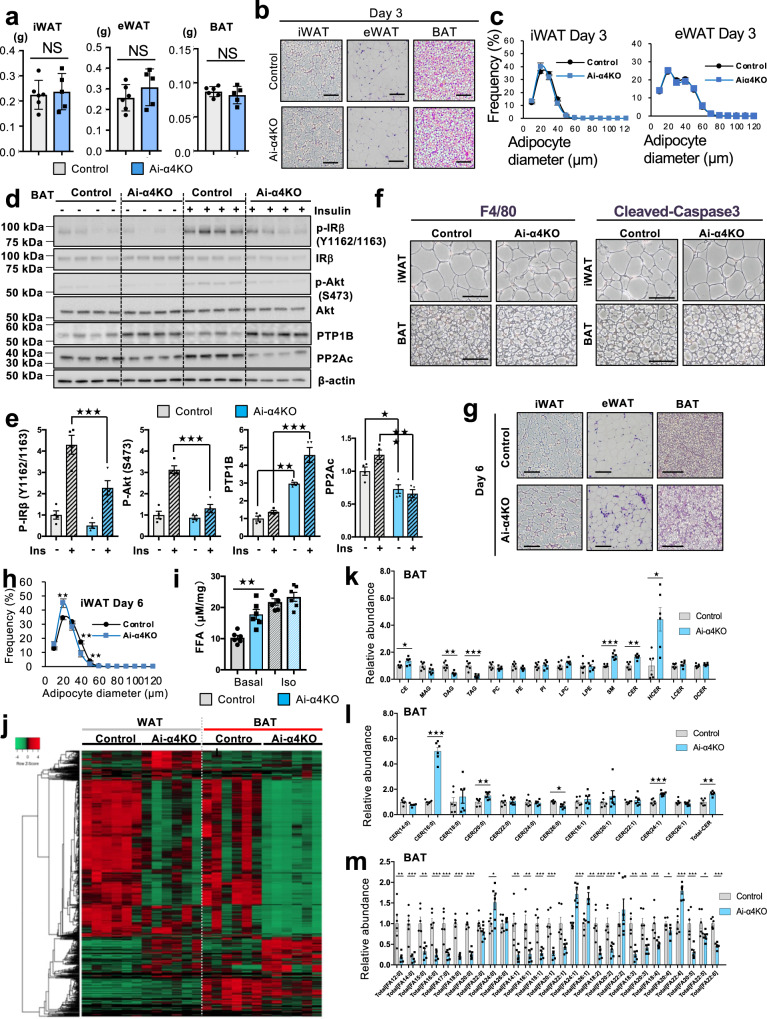
Role of α4 in the regulation of lipid metabolism in mature adipocytes. **a** Tissue weights (g) of iWAT, eWAT, and BAT from Control (*n* = 6) and Ai-α4KO (*n* = 5) male mice on day 3 after treatment with tamoxifen (Two-tailed Student’s *t*-test). **b** HE-stained sections of iWAT, eWAT, and BAT from Control and Ai-α4KO mice on day 3. Scale bars = 100 μm. **c** Diameter distribution of isolated iWAT and eWAT adipocytes in Control and and Ai-α4KO at day 3. Data are mean ± SEM (two-tailed Student *t*-test, iWAT; Control (*n* = 8), Ai-α4KO (*n* = 7), eWAT; (*n* = 9/group). **d** Immunoblotting results showing the insulin signaling of phosphorylated IR, Akt, and PTP1B in interscapular BAT of 12-wk-old fasted Control and Ai-α4KO mice 10 min after i.v. insulin stimulation (5 IU per mouse) or control saline (*n* = 4). **e** Densitometric comparison of the phosphorylation signals shown as fold increases in relation to the control without insulin stimulation (1.0). Data are presented as mean ± SEM (one-way ANOVA post hoc Bonferroni test: *n* = 4, *p < 0.05, **p < 0.01 and ***p < 0.001, biologically independent animals per group from one experiment). **f** Staining of iWAT and BAT sections from Control and Ai-α4KO mice on day 3 for F4/80 or cleaved caspase-3. The experiments were repeated independently four times. Scale bars = 50 μm. **g** HE-stained sections of iWAT, eWAT, and BAT from Control and Ai-α4KO mice on days 6. Scale bars = 100 μm. **h** Diameter distribution of isolated iWAT from Control and Ai-α4KO mice on day 6. Data are presented as mean ± SEM (Two-tailed Student’s *t*-test: *n* = 8/group). **i** Lipolysis assessed by FFA release from iWAT of Control and Ai-α4KO mice on day 6. Samples were incubated ex vivo in the presence or absence of 10 mM isoproterenol, and FFA release into the medium was quantified. (Two-tailed Student’s *t*-test, **p = 0.002: *n* = 6/group). **j** Heatmap showing Z-scores of lipid species in iWAT and BAT from Control and Ai-α4KO mice (*n* = 5/group) at 1 wk. Green or red represents a decrease and increase, respectively. Comparison of lipid classes (**k**), fatty acids with different chain lengths (**l**) and Ceramide species with the indicated chain lengths **m** in BAT from Ai-α4KO mice with respect to the 1.0 level corresponding to the Control (*n* = 5/group). Data are presented as mean ± SEM (Two-tailed Student’s *t*-test). Statistical significance is shown as *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***). Source data are provided as a Source Data file.

To assess the content and composition of structural lipids in iWAT, BAT, and serum, we employed global lipidomics using liquid chromatography coupled with tandem mass spectrometry (LC-MS/MS), and the results are shown in the heatmaps in Fig. 3j and Supplementary Fig. 3i–m. The results revealed significant increases in the levels of cholesterol esters (CE), sphingomyelin (SM), ceramide (CER), and especially hexosylceramide (HCER) in both BAT and iWAT of Ai-α4KO as compared with Controls (Fig. 3k and Supplementary Fig. 3n). Among the ceramide species, Ai-α4KO mice showed a notable increase in the level of C16:0 (Fig. 3l and Supplementary Fig. 3o), which has been shown to act as a mediator of insulin resistance in both the BAT and iWAT^11,38,39^. iWAT of Ai-α4KO also showed a significant increase in the overall concentration of the five classes of phospholipids, phosphatidylcholine (PC), phosphatidylethanolamine (PE), phosphatidylinositol (PI), lysophosphatidylcholine (LPC), and lysophosphatidylethanolamine (LPE), while BAT showed no changes of these lipids (Fig. 3k and Supplementary Fig. 3n). In addition, triacylglycerols (TAGs), the most abundant lipid class and the primary source of stored energy in WAT and BAT, was significantly decreased in both iWAT and BAT of Ai-α4KO mice (Fig. 3k and Supplementary Fig. 3n). The profiles of fatty acids (FAs), including saturated fatty acids (SFAs), monosaturated fatty acids (MUFAs), and omega-3 (ω−3) polyunsaturated fatty acids (PUFAs), such as eicosapentaenoic acid (EPA; C20:5) and docosahexaenoic acid (DHA; C22:6), which have been suggested to counteract insulin resistance by mediating anti-inflammatory effects^40^, showed significantly lower levels in both the iWAT and BAT of Ai-α4KO mice (Fig. 3m and Supplementary Fig. 3p).

### Acute α4 deletion in adipocytes results in impaired mitochondrial gene expression and decreased adaptive thermogenesis

To investigate the full impact of α4 deletion in adipocytes, total mRNAs in iWAT and BAT from Ai-α4KO mice one week after recombination were subjected to RNA-seq analysis. 

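RNA was sequenced from iWAT and BAT of male mice, with 5 Control and 5 Ai-α4KO libraries of each tissue, 1 week after recombination was induced with 5 tamoxifen injections of 100 mg/kg over 6 days, starting at 2 months of age. The paper's methods state that Control mice carried the floxed alleles, lacked the Adiponectin-CreERT2 transgene and also received tamoxifen, while the labels of the deposited libraries call them wild type. Stranded mRNA libraries were read as pairs of 150 bp. The authors deposited an expected count and an FPKM value for 25219 genes in each of the 20 libraries, and no gene of the mitochondrial chromosome is among them. An expected count is an estimated number of reads, and 76.6% of the nonzero counts are whole numbers. Between 28060000 and 44050078 reads were counted per Control iWAT library (median 33502519) and between 31172518 and 50384446 per Ai-α4KO iWAT library (median 35367202). In BAT the totals ran from 25031994 to 31188291 in Control (median 28166942) and from 24023371 to 34274184 in Ai-α4KO libraries (median 32964306). Totals did not differ between genotypes beyond the spread of the libraries (exact permutation test, two-sided, p = 0.365 in iWAT and p = 0.31 in BAT). The counts were rounded to whole numbers, normalized by edgeR's TMM method and tested within each tissue by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Igbp1, the gene that encodes α4 (Entrez 18518), lies on chromosome X from 100494291 to 100516125 in the coordinates of the deposited table. Expression is given as CPM, the normalized count scaled to a common library total. In iWAT Igbp1 was at 71.5 ± 7.44 CPM in Control (SD, n = 5) and 11.4 ± 0.397 in Ai-α4KO libraries (SD, n = 5), a log2 fold change of -2.65 (standard error 0.094, adjusted p = 4.99e-08 from edgeR's quasi-likelihood test). In BAT it was 89.6 ± 5.79 in Control and 15.8 ± 4.44 in Ai-α4KO libraries (SD, n = 5 each), a log2 fold change of -2.50 (standard error 0.17, adjusted p = 2.2e-07 from the edgeR test). Every Ai-α4KO library was below every Control library in both tissues (exact permutation test, two-sided, p = 0.0079, the smallest that 5 libraries against 5 allow). With each library left out in turn, the log2 fold change of Igbp1 stayed between -2.76 and -2.62 in iWAT and between -2.64 and -2.44 in BAT. The setting that moved it most among those planned, limma on log2(FPKM + 1), gave -2.35 in iWAT and -2.16 in BAT.

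**Figure D1:**
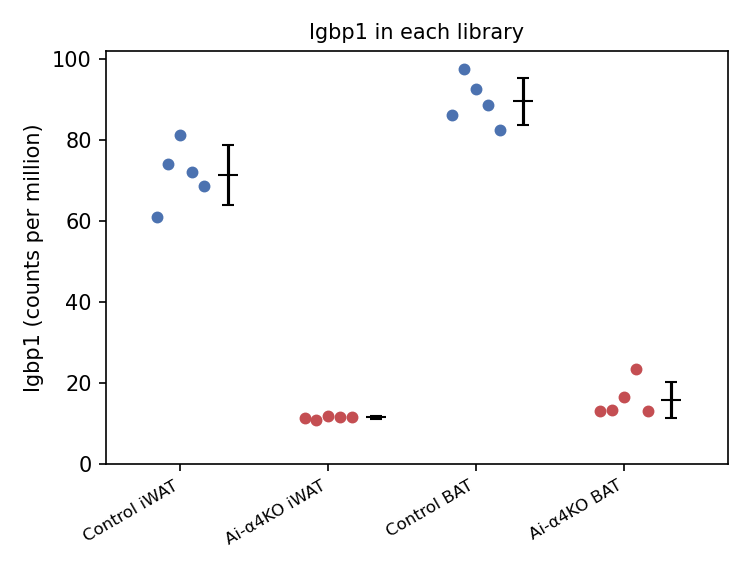
Igbp1 expression in CPM (y axis) in each library of Control and Ai-α4KO iWAT and BAT (x axis). Points are libraries, and the bar beside each group gives its mean and SD (n = 5); every Ai-α4KO library lies below every Control library of the same tissue.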

Principal component analysis demonstrated a global change in gene expression in both iWAT and BAT from Ai-α4KO mice (Fig. 4a). 

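Principal components were computed from log2 CPM of the 15230 genes that passed edgeR's filter on low counts across the 20 libraries, centred and not scaled. The first component (PC1) held 47.0% of the variance and PC2 held 28.5%. In iWAT the PC1 score was -2.9 ± 14.4 in Control (SD, n = 5) and -106 ± 20.7 in Ai-α4KO libraries (SD, n = 5), without overlap (exact permutation test, two-sided, p = 0.0079). In BAT it was 120 ± 11.2 in Control and -11.3 ± 17.1 in Ai-α4KO libraries (SD, n = 5 each), again without overlap and with the same exact p. The PC2 score in BAT was -10.3 ± 17.5 in Control and 95.2 ± 17.2 in Ai-α4KO libraries (exact permutation test, two-sided, p = 0.0079). In iWAT the PC2 scores of the genotypes overlapped, at -71.4 ± 28.1 in Control and -13.4 ± 28.3 in Ai-α4KO libraries (exact permutation test, two-sided, p = 0.024). With only the 500 genes of largest variance, PC1 held 63.4% of the variance, the largest move among the alternatives tried.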

Of the more than 14,000 transcripts detected, 1897 genes were regulated by both Ai-α4KO iWAT and BAT. 

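After edgeR's filter on low counts, 14604 genes were tested in iWAT and 14344 in BAT, 14973 genes in all, of which 13975 were tested in both. Genes were counted as changed at an adjusted p below 0.01 from edgeR's quasi-likelihood test (Benjamini-Hochberg) and a fold change of at least 2. In Ai-α4KO iWAT 1656 genes were higher and 1559 lower than in Control. In Ai-α4KO BAT 2614 genes were higher and 1910 lower. The balance in iWAT depended on the scaling, with 1466 genes higher and 1813 lower under upper-quartile normalization. DESeq2, whose test differs as well, gave 1684 higher and 1796 lower. Over all genes tested, changed or not, the Control and Ai-α4KO libraries did not overlap for 5712 genes in iWAT (39.1%) and 6844 in BAT (47.7%), where chance gives 0.79% of genes. The number of lower genes moved most under limma on log2(FPKM + 1), which gave 772 in iWAT and 805 in BAT. Skeletal muscle marker genes were also higher in Ai-α4KO BAT, and 67.6% of the genes changed in BAT still passed with a muscle marker score as a covariate, a setting added after the data were seen.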

Of these, 1293 and 604 genes were upregulated and downregulated by at least two-fold in both iWAT and BAT, respectively (FDR < 0.01, for both groups), indicating the broad impact of α4 on adipocyte biology (Fig. 4b). 

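With the thresholds set within each tissue, 1326 genes were higher and 1078 were lower in both Ai-α4KO iWAT and BAT, 2404 genes in all. Another 10 genes changed in opposite directions, of which 4 were higher in iWAT and lower in BAT. At the adjusted p below 0.05 that the legend of Fig. 4b gives, 1441 genes were higher and 1176 lower in both tissues. With fold changes taken from library sizes without TMM factors, the number lower in both tissues was 772. Across the 13975 genes tested in both tissues, the log2 fold changes of iWAT and BAT had a Pearson's r of 0.787 and a Spearman's rho of 0.767, although genes are not independent replicates.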

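Genes past the thresholds in one direction in 1 tissue, and not in the same direction in the other, numbered 330 higher and 481 lower in Ai-α4KO iWAT, and 1288 higher and 832 lower in Ai-α4KO BAT; these counts, called iWAT only and BAT only below, include the 10 genes changed in opposite directions. The difference of the genotype effect between tissues was tested as an interaction of genotype and tissue in a fit of all 20 libraries. The interaction passed an adjusted p below 0.01 (edgeR's quasi-likelihood test, Benjamini-Hochberg) for 740 of 15230 genes. It passed for 23 of the 330 genes higher in iWAT only (6.97%) and for 50 of the 481 lower in iWAT only (10.4%). Control iWAT libraries 1 and 4 had high B cell markers, and 82.5% of the genes lower in iWAT only still passed with a B cell marker score as a covariate, also added after the data were seen. Among genes changed in BAT only, it passed for 140 of those higher (10.9%) and 96 of those lower (11.5%). Most of these genes moved the same way in the other tissue: 236 of the 263 tested there for genes higher in iWAT only (89.7%) and 371 of 434 for those lower (85.5%). The same held for 876 of 1142 genes higher in BAT only (76.7%) and for 739 of 778 lower in BAT only (95.0%). The number lower in BAT only moved most with the setting, to 306 under limma on log2(FPKM + 1).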

Further, among these transcripts, 410 and 450 genes were specifically upregulated and downregulated in Ai-α4KO iWAT only, while 1180 and 391 genes were upregulated and downregulated in Ai-α4KO BAT only (Fig. 4b). These transcripts included genes associated with metabolism, insulin signaling and non-coding genes and miRNAs. 

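In the KEGG annotation that the authors deposited with the table, the metabolic pathways set held 979 tested genes in iWAT, of which 84 were higher and 250 lower in Ai-α4KO mice past the thresholds. In BAT it held 971 tested genes, 151 higher and 278 lower. Of the insulin signaling pathway, 8 of 128 tested genes were higher and 30 lower in iWAT. In BAT 17 of 127 were higher and 26 lower. As a set it did not pass an adjusted p below 0.01 in either tissue (0.0134 in iWAT and 0.0645 in BAT). That test was limma's camera, which compares the genes of a set with all other tested genes. The insulin receptor gene Insr had a log2 fold change of -0.95 in iWAT (adjusted p = 1.30e-04, edgeR's quasi-likelihood test) and -0.76 in BAT (adjusted p = 1.23e-04). Slc2a4, which encodes the insulin-regulated glucose transporter, fell by 2.85 on the log2 scale in iWAT (adjusted p = 8.28e-06) and by 1.64 in BAT (adjusted p = 1.53e-05). Irs1 fell by 1.46 in iWAT (adjusted p = 1.59e-04), while in BAT its change of -0.37 was not past the threshold (adjusted p = 0.268); the difference between tissues was not past it either. Akt2 fell by 1.35 in iWAT (adjusted p = 6.60e-05) and by 1.44 in BAT (adjusted p = 1.69e-05). Irs2 changed by -1.40 in iWAT (adjusted p = 0.02) and -1.14 in BAT (adjusted p = 0.0237), neither past the threshold of 0.01. Relative to the mean of adipocyte marker genes, Insr was not lower in either tissue and Slc2a4 was not lower in BAT beyond the spread of the libraries. Of 610 non-coding genes tested in iWAT, 50 were higher and 111 lower, and of 563 tested in BAT, 82 were higher and 102 lower. The table lists 1329 microRNA loci, of which 1 had any count, so mature microRNAs were not detectable in these mRNA libraries. Their host genes were tested at 5 loci, and the names given were chosen after their values were seen. In iWAT Mir17hg was higher (log2 fold change 1.07) and Mir99ahg (-1.21), Mirlet7bhg (-1.55) and Mir143hg (-1.53) were lower, and in BAT Mir99ahg was lower (-1.34). Each of these calls was lost in some fits, that of Mirlet7bhg only with a single library left out and the others also under other alternatives.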

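The genes with the largest log2 fold changes past the thresholds were taken from each end of the ranking, 5 per direction and tissue. In Ai-α4KO iWAT the largest estimate was that of Il6, which went from 0.064 ± 0.058 CPM in Control to 41.4 ± 18.4 (SD, n = 5 each), a log2 fold change of 9.32 (standard error 0.52, adjusted p = 1.68e-06 from edgeR's quasi-likelihood test). Csf3 and Csf2 were at or under 3 counts in every Control iWAT library, and were at least 103-fold and at least 104-fold higher in Ai-α4KO libraries. Cxcl1 rose by 8.30 and Sprr1a by 8.19 on the log2 scale in iWAT. Ntrk3 fell by 6.30 and Tgm3 by 5.83 in iWAT, and Atp4b was at least 20.1-fold lower, with every Ai-α4KO library at or under 3 counts. In BAT Saa2 was at least 40.0-fold higher (adjusted p = 1.95e-05, edgeR's quasi-likelihood test), Il6 at least 209-fold (adjusted p = 5.83e-08) and Nrg1 at least 12.8-fold, each against a Control group at or under 3 counts. Cxcl1 rose by 7.74 and Gsta1 by 7.52 on the log2 scale in BAT. Cyp2b10 had the lowest estimate in BAT and went from 131 ± 64.4 CPM in Control to 1.48 ± 0.797 (SD, n = 5 each), a log2 fold change of -6.47. Ntrk3 fell by 5.46 and Ttc36 by 5.24 in BAT, while Olig1 and Gabra2 were at least 18.9-fold and at least 7.73-fold lower. Saa2, Gsta1 and Cyp2b10 belong to families of similar genes, and how the authors' counting divided shared reads among the members is unknown. Of the legible gene names in the heatmaps of Fig. 4c and d, 24 of 25 higher and 24 of 25 lower genes passed the thresholds in iWAT, both over all genes tested and with the adjustment over the list alone. In BAT 15 of the 23 higher genes and 24 of the 25 lower genes passed, and the remaining genes had too few counts to be tested. These lists are the paper's own calls on the same libraries.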

Differentially expressed genes in Ai-α4KO compared with Control in each depot are shown in heatmap form in Fig. 4c, d and in a volcano plot in Supplementary Fig. 4a.

**Fig. 4:**
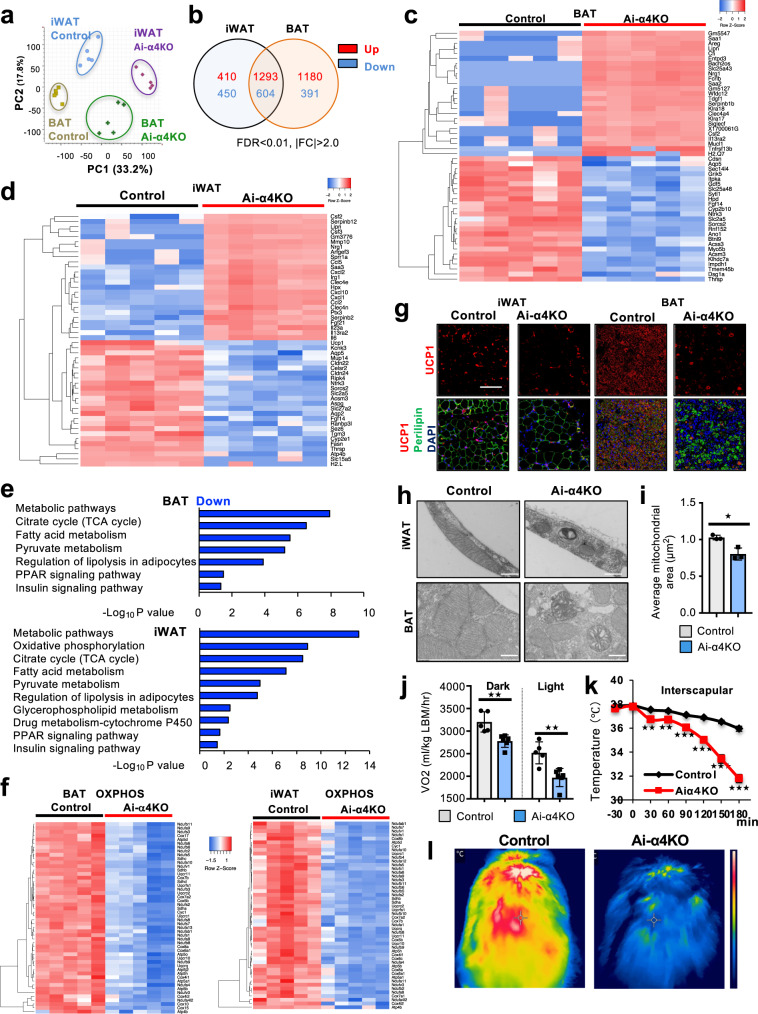
Role of α4 in the regulation of gene expression and mitochondrial biogenesis in mature adipocytes. **a** Principal component analysis plots of the transcriptome profiles of Control iWAT (Blue), Ai-α4KO iWAT (purple), Control BAT (Gold), and Ai-α4KO BAT (Green). **b** Venn diagram showing the numbers of significantly regulated genes in Ai-α4KO iWAT and BAT compared with the Control iWAT and BAT (FDR < 0.05, |FC| > 2.0). Heatmap of top 50 (up and down: top 25 each) differentially regulated genes between Control and Ai-α4KO in BAT (**c**) and iWAT (**d**). **e** Top directionally downregulated KEGG pathways between Control and Ai-α4KO in BAT (upper) and iWAT (bottom). **f** Genes involved in oxidative phosphorylation (OXPHOS) in BAT (left) and iWAT (right) listed in the heatmap. The color intensities indicate the Z-score of each gene. **g** UCP1 expression in iWAT and BAT from Control and Ai-α4KO mice at 1 wk (*n* = 3 biologically independent animals per group). Scale bars = 100 μm. **h** Representative electron microscopic images of mitochondria in white and brown adipocytes from Control and Ai-α4KO mice 1 wk after tamoxifen administration. Scale bars = 500 nm. **i** Quantification of the average mitochondrial size from Control and Ai-α4KO brown adipocytes 1 wk after tamoxifen administration. Data are mean ± SEM (Two-tailed Student’s *t*-test: *p = 0.01; *n* = 3). **j** Oxygen consumption (VO2) corresponding to Control (*n* = 5) and Ai-α4KO (*n* = 6) mice housed in metabolic cages 1 wk after tamoxifen administration. The dark phase represents the 12-h period of a day during which the lights were turned off. Data are mean ± SEM (Two-tailed Student’s *t*-test, Dark: **p = 0.003, Light: **p = 0.002). **k** Interscapular temperature of Control (*n* = 6) and Ai-α4KO (*n* = 5) mice on day 10 during a 3-h exposure to an environment at 4 °C. Data are mean ± SEM (Two-tailed Student’s *t*-test: *p < 0.05; **p < 0.01; ***p < 0.001). **l** Thermal images showing the comparison of the surface temperature over interscapular BAT from Control and Ai-α4KO mice after 2-h exposure to a temperature of 4 °C on days 10 and 90. Source data are provided as a Source Data file.

The top-ranked commonly downregulated mRNAs in both iWAT and BAT from Ai-α4KO were the transporter for glucose (*Slc2a5*) and Acyl-Coenzyme A Synthetase (*Acsm3*) (Fig. 4c), while lipase family member N (*Lipn*), a gene involved in lipoprotein metabolism, was among the most upregulated in both iWAT and BAT (Fig. 4c, d). 

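Slc2a5 (Entrez 56485; chromosome 4, 150119344 to 150144168) was expressed at 54.3 ± 15.2 CPM in Control iWAT and 0.537 ± 0.582 in Ai-α4KO iWAT (SD, n = 5 each). Its log2 fold change of -6.70 (standard error 0.57, adjusted p = 5.89e-06 from edgeR's quasi-likelihood test) was the lowest estimate in iWAT. In BAT it went from 56.9 ± 31.0 to 4.66 ± 2.14 (SD, n = 5 each), a log2 fold change of -3.62 (standard error 0.49, adjusted p = 4.81e-05) at rank 27 from the bottom. The decrease was larger in iWAT than in BAT (adjusted p = 0.00882 for the interaction in edgeR's test). Acsm3 (Entrez 20216; chromosome 7, 119760923 to 119784896) went from 52.5 ± 27.1 to 1.08 ± 0.493 in iWAT (SD, n = 5 each), a log2 fold change of -5.57 (standard error 0.51, adjusted p = 8.39e-06) at rank 8 from the bottom. In BAT it went from 261 ± 29.5 to 8.80 ± 3.54, a log2 fold change of -4.89 (standard error 0.30, adjusted p = 1.19e-07) at rank 7. Lipn (Entrez 70166; chromosome 19, 34067358 to 34084918) had at most 3 counts in every Control library of both tissues. In Ai-α4KO iWAT it reached 1.17 ± 0.649 CPM (SD, n = 5), at least 12.4-fold higher (adjusted p = 2.44e-05, edgeR's test), at rank 12 from the top. In Ai-α4KO BAT it reached 1.17 ± 0.707 (SD, n = 5), at least 9.93-fold higher (adjusted p = 2.05e-05), at rank 20. For each of these genes the Control and Ai-α4KO libraries did not overlap in either tissue (exact permutation test, two-sided, p = 0.0079). With limma on log2(FPKM + 1), the log2 fold change of Slc2a5 in iWAT was -3.74, the largest move for that gene among the alternatives.

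**Figure D2:**
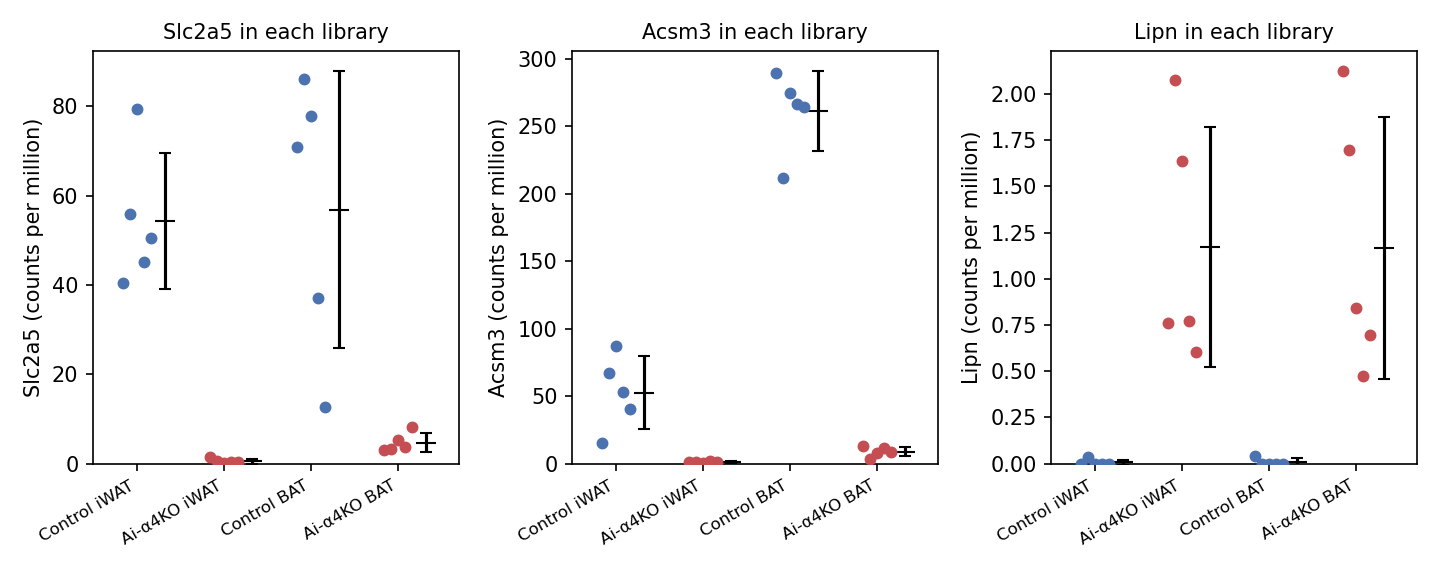
Expression of Slc2a5, Acsm3 and Lipn in CPM (y axis, linear) in each library of Control and Ai-α4KO iWAT and BAT (x axis). Points are libraries and the bars give the mean and SD of each group (n = 5); Slc2a5 and Acsm3 are lower, and Lipn higher, in every Ai-α4KO library than in every Control library of the same tissue.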

Gene set pathway analysis revealed that the most downregulated pathways in Ai-α4KO mice were related to the metabolic pathways, oxidative phosphorylation and the citrate cycle (TCA cycle) (Fig. 4e and Supplementary Fig. 4b, c). 

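Gene sets were tested with limma's camera, which compares the genes of a set with all other tested genes, at a fixed correlation of 0.01 between genes. Among Reactome sets of 10 to 300 tested genes, 28 were lower and 121 higher in Ai-α4KO iWAT at an adjusted p below 0.01 (Benjamini-Hochberg), of 864 tested. In BAT 20 were lower and 75 higher, of 857. Sets are ranked by camera's p within a direction, and some smaller sets had lower medians. The first of the lower sets in both tissues was the citric acid cycle and respiratory electron transport, with 120 genes. Its median log2 fold change was -1.25 in iWAT (adjusted p = 7.29e-20, camera) and -1.24 in BAT (adjusted p = 1.38e-13). In the KEGG pathways of the deposited annotation, which were added after the data were seen, the citrate cycle was first by p among the lower pathways in iWAT (28 genes, median -1.56, adjusted p = 2.2e-12) and at rank 2 in BAT (29 genes, median -1.75, adjusted p = 4.7e-10). Oxidative phosphorylation ranked 6 in iWAT (108 genes, 57 lower past the thresholds, adjusted p = 8.95e-11) and 5 in BAT (108 genes, 59 lower, adjusted p = 1.13e-07). The metabolic pathways set had a median of -0.31 in iWAT at rank 25 (adjusted p = 0.00133) and -0.30 in BAT at rank 23 (adjusted p = 0.0109). Genes within a set vary together between libraries, so other groupings of the libraries can also give sets past the threshold. Of the 16 splits of the libraries that part every same-numbered pair, the real one included, 4 in iWAT and 2 in BAT gave at least as many sets in their direction with more sets as were higher here, and 2 in each tissue gave at least as many in their direction with fewer sets as were lower here. With the correlation between genes estimated from the residuals, the number of Reactome sets past the threshold was 0. At an unadjusted p under 0.05, 51 sets were higher and 11 lower in iWAT, and 45 higher and 11 lower in BAT, where chance gives 21.6 and 21.4 per direction.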

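The genes of nuclear origin that encode subunits of the oxidative phosphorylation complexes, taken from the deposited table by symbol, numbered 83, of which 80 were tested in each tissue. Their median log2 fold change in Ai-α4KO iWAT was -1.17, with 78 genes lower and 55 of them past the thresholds, both over all genes tested and over the list alone. In BAT the median was -1.19, with 76 genes lower and 53 past the thresholds, or 55 with the adjustment over the list alone, while 4 genes were higher, 2 of them past the thresholds. The mean log2 CPM of the list went from 7.69 ± 0.27 to 6.51 ± 0.11 in iWAT and from 9.02 ± 0.09 to 7.91 ± 0.44 in BAT (SD, n = 5 each; exact permutation test, two-sided, p = 0.0079 in each tissue). Limma's camera gave an adjusted p of 5.26e-19 in iWAT and 2.92e-13 in BAT over the 5 lists planned, which became 0.108 and 0.254 with the correlation between genes estimated, the largest over the alternatives (the smallest were 3.17e-22 and 1.22e-18). Of the 39 subunit genes of complexes I to IV and ATP synthase named by the paper and found in the table, all were lower in both tissues, 38 past the thresholds in iWAT and 36 in BAT. All 21 complex I genes passed in iWAT and 20 in BAT, and the 8 cytochrome c oxidase genes passed in iWAT and 6 in BAT. The paper lists these genes as decreased in the same libraries, so their direction here is not an independent check. Sdha fell by 1.88 on the log2 scale in iWAT and by 1.72 in BAT. The decrease of this list did not exceed that of a list of adipocyte marker genes, whose median was -1.58 in iWAT and -1.56 in BAT. Genes of the vacuolar V-type ATPase moved the other way, with a median log2 fold change of 0.42 in iWAT and 0.51 in BAT over the 6 of 7 named genes that were tested, a direction kept under each scaling tried. None of these 6 genes passed both thresholds. At the adjusted p below 0.01 alone, 2 were higher in iWAT, and 3 were higher and 1 (Atp6v0a2, log2 fold change -0.59) lower in BAT.

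**Figure D3:**
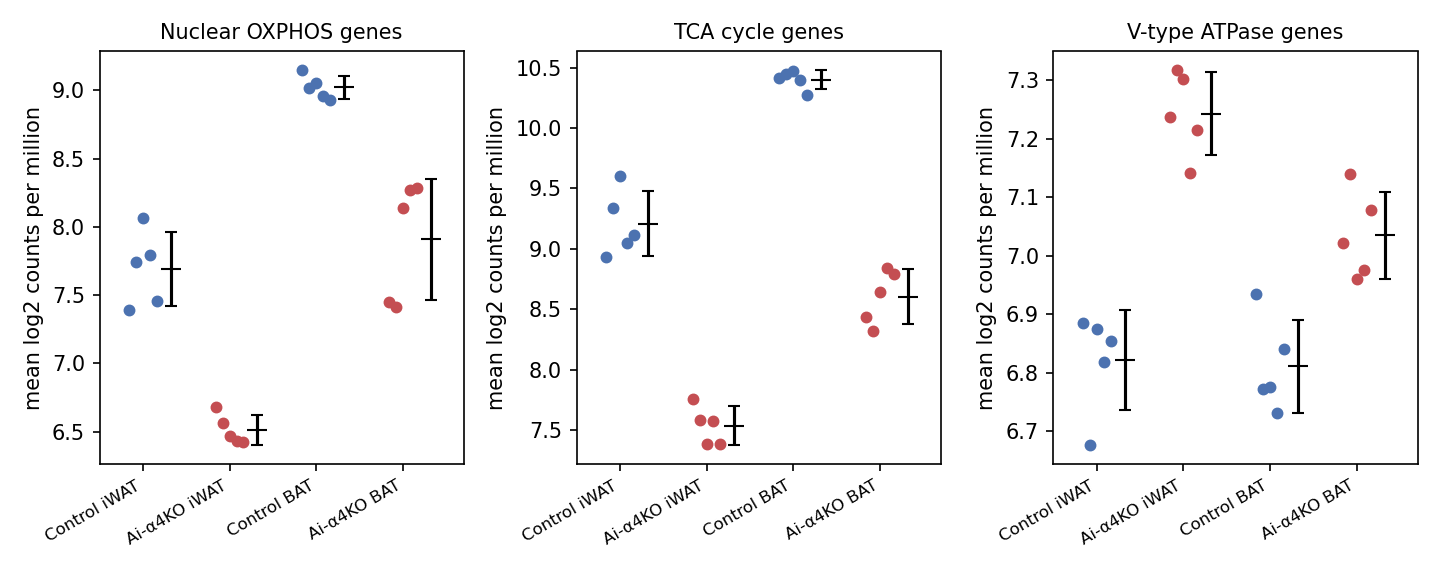
Mean log2 CPM (y axis) of the nuclear OXPHOS genes, the TCA cycle genes and the V-type ATPase genes named by the paper, in each library of Control and Ai-α4KO iWAT and BAT (x axis). Points are libraries and the bars give the mean and SD (n = 5); the y axes do not start at 0, and under each scaling tried the median change of the OXPHOS and TCA cycle lists was negative and that of the V-type ATPase list positive in both tissues.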

Further, both iWAT and BAT from Ai-α4KO mice showed a decrease in the expression levels of multiple genes that are associated with mitochondrial oxidative phosphorylation (OXPHOS), such as the 21 components of the NADH dephosphorylase 1 subunit complex (*Ndufab1, Ndufa1, Ndufa4, Ndufa6, Ndufa9, Ndufa10, Ndufa11, Ndufa12, Ndufb2, Ndufb5, Ndufb6, Ndufb8, Ndufb9, Ndufb10, Ndufb11, Ndufs1, Ndufs2, Ndufs3, Ndufs5, Ndufs7*, and *Ndufs8*), ATPase H+ transforming subunits (*Atp6v1g1, Atp6v1b2, Atp6v1f, Atp6v0b, Atp6v0a1, Atp6v0a2*, and *Atp6v0a4*), ATP synthases (*ATP5a1, ATP5*, and *ATP5d*), cytochrome C oxidase subunits (*Cox5b, Cox6a1, Cox6c, Cox7a1, Cox7a2, Cox7b, Cox8a*, and *Cox8b*), succinate dehydrogenase complexes (*Sdha, Sdhb, Sdhc*, and *Sdhd*), ubiquinol cytochrome C reductase binding proteins (*Uqcrfs1, Uqcrc1, Uqcrs2, Uqcrq, Uqcr11*, and *Uqcr1*), and the enzymes of the TCA cycle genes (*Idh1, Idh2, Idh3a, Idh3b, Mdh1*, and *Mdh2*) (Fig. 4f and Supplementary Fig. 4b). These results indicate the changes occurred not only in BAT but also in iWAT containing beige adipocytes from Ai-α4KO mice. 

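A list of 8 marker genes of brown and beige adipocytes, written before the data were examined, was lower in iWAT for all 8 genes, with a median log2 fold change of -2.42 and 6 genes past the thresholds (7 with the adjustment over the list alone). Its mean log2 CPM went from 4.56 ± 0.99 in Control iWAT to 1.94 ± 0.47 in Ai-α4KO iWAT (SD, n = 5 each; exact permutation test, two-sided, p = 0.0079). In BAT 6 of the 8 genes were lower, with a median of -1.42 and 4 genes past the thresholds, and the mean went from 8.08 ± 0.41 to 6.93 ± 0.31 (SD, n = 5 each; exact permutation test, two-sided, p = 0.0079). Cox8b, which is expressed in brown fat, had a log2 fold change of -2.38 in iWAT. In BAT its change of -1.19 was not past the threshold (adjusted p = 0.0121, edgeR's quasi-likelihood test). The paper reports lower OXPHOS and TCA cycle genes in both tissues, with V-type ATPase genes among them. It takes these results to point to changes in iWAT, which contains beige adipocytes, as well as in BAT.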

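Ucp1 (Entrez 22227; chromosome 8, 83290348 to 83298456) was expressed at 177 ± 153 CPM in Control iWAT and 1.85 ± 0.701 in Ai-α4KO iWAT (SD, n = 5 each). Its log2 fold change of -6.57 (standard error 1.07, adjusted p = 3.62e-04 from edgeR's quasi-likelihood test) was the second lowest estimate in iWAT. The Control iWAT libraries spread from 5.44 to 333 CPM, and the lowest of them was above every Ai-α4KO library (exact permutation test, two-sided, p = 0.0079). With each library left out in turn the log2 fold change stayed between -6.88 and -6.25. In BAT Ucp1 went from 5021 ± 994 to 960 ± 425 CPM (SD, n = 5 each), a log2 fold change of -2.39 (standard error 0.29, adjusted p = 1.85e-05), at rank 214 from the bottom. Relative to the mean of adipocyte marker genes, the decrease in BAT was not larger than the spread of the libraries. The decrease in BAT was smaller than that in iWAT by 4.21 on the log2 scale (adjusted p = 0.00882 for the interaction in edgeR's test).

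**Figure D4:**
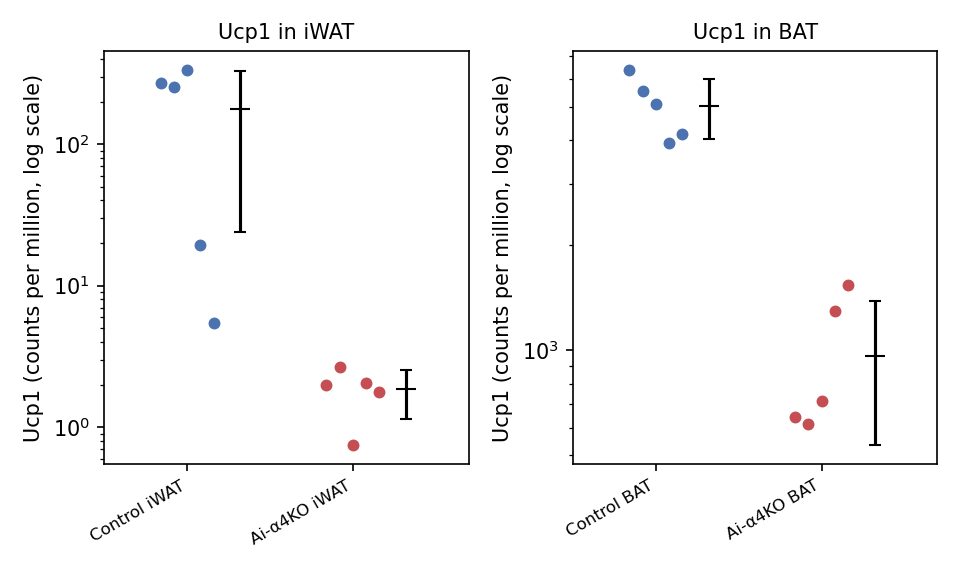
Ucp1 expression in CPM (y axis, log scale) in each library of Control and Ai-α4KO iWAT and BAT (x axis). Points are libraries and the bars give the mean and SD (n = 5); Control iWAT libraries spread from 5.44 to 333, and each lies above the Ai-α4KO iWAT libraries.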

A heatmap of the top 50 regulated genes (Fig. 4d) showed that the expression of *UCP1*, which transports protons directly from the mitochondrial intermembrane space into the cell matrix, was significantly decreased in iWAT from Ai-α4KO mice. UCP1 protein levels as detected by immunostaining was decreased in both iWAT and BAT from Ai-α4KO mice compared with Controls (Fig. 4g). On electron microscopy, the mitochondria in both white and brown adipocytes of Ai-α4KO mice displayed abnormal morphology with irregular and reduced cristae organization in comparison with the Control mitochondria indicating the impairment of the mitochondria in brown adipocytes and also in iWAT containing beige adipocytes (Fig. 4h). The average size of an individual mitochondrion was decreased by 22% in brown adipocytes from Ai-α4KO (Fig. 4i).

Consistent with the changes in mitochondrial morphology and mitochondrial gene expression, α4 deletion affects cell respiration and thermogenic adaptation in vivo. Oxygen consumption rates (VO2) were decreased by 13–14% during the dark cycle and 21–22% during the light cycle in Ai-α4KO mice compared with Controls on standard chow diet (Fig. 4j). Even though both the Control and Ai-α4KO mice had similar basal body temperature (~37 °C), when placed at 4 °C, Ai-α4KO mice were unable to maintain their core (rectal) and BAT (interscapular) temperatures (Fig. 4k and Supplementary Fig. 4d). This was confirmed by thermal imaging of the mice which demonstrated lower body temperature compared with Controls over the interscapular region on day 10 after gene targeting (Fig. 4l). Together these results showed that α4 is indispensable for adipocyte mitochondrial function and thermogenesis in mice.

### Acute α4 knockout showed adipocyte apoptosis and adipose tissue inflammation

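A list for cytokines, chemokines and their receptors was taken from the deposited table by the start of the symbol. Symbols had to start with Tnf, or with Ccl, Cxcl, Il, Csf, Ccr or Cxcr and a digit. Genes that share only such a start are therefore included. The list held 186 genes, of which 138 were tested in iWAT and 126 in BAT. In Ai-α4KO iWAT their median log2 fold change was 1.04, with 114 genes higher, 66 of them past the thresholds and 2 genes lower past them. In BAT the median was 2.42, with 109 genes higher, 87 past the thresholds and 3 lower. With the adjustment over the list alone, 66 were higher and 5 lower in iWAT, and 87 were higher and 4 lower in BAT. Limma's camera gave an adjusted p of 6.28e-11 in iWAT and 1.04e-16 in BAT, which became 0.0827 in both tissues with the correlation between genes estimated from the residuals, the largest over the alternatives (the smallest were 3.07e-12 and 3.35e-16). Ccl2 rose by 6.39 on the log2 scale in iWAT (adjusted p = 5.74e-08 from edgeR's quasi-likelihood test) and by 6.93 in BAT (adjusted p = 1.21e-07). Cxcl10 rose by 7.38 in iWAT (adjusted p = 4.99e-08) and by 4.61 in BAT (adjusted p = 1.93e-05). Tnf rose by 2.25 in iWAT (standard error 0.52, adjusted p = 0.00344) and by 4.28 in BAT (standard error 0.34, adjusted p = 6.29e-07). Ccl5 rose by 5.37 in BAT (adjusted p = 1.34e-06). In iWAT its log2 fold change of 2.69 (standard error 0.97) was not past the threshold (adjusted p = 0.0351), although each Ai-α4KO library was above each Control library (exact permutation test, two-sided, p = 0.0079). Control iWAT libraries 1 and 4 held 2630 and 2304 counts of Ccl5, against 58 to 87 in the other Control iWAT libraries.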

Further analysis of the gene transcription profiles revealed that the most upregulated genes in both BAT and iWAT from Ai-α4KO compared to controls were those of cytokines, cytokine receptors, NF-κB signaling and TNF signaling pathways (Fig. 5a, b and Supplementary Fig. 5a–d). Thus, BAT and iWAT of Ai-α4KO mice showed increased levels of proinflammatory cytokines (*Tnf-α* and *Il-6*) and chemokines, such as *Ccl2*/*Mcp-1* (C-C motif chemokine ligand 2/macrophage chemoattractant protein 1), *Ccl5*, and the C-X-C motif chemokine ligand 10, *Cxcl10* - all of which are involved in adipose macrophage infiltration and insulin resistance pathogenesis (Fig. 5c and Supplementary Fig. 5e–g). Consistent with the increased expression of *CD11c* and *F4/80* (Fig. 5d), both white and brown fat from Ai-α4KO mice showed massive macrophage infiltration into adipose tissues (Fig. 5e). Flow cytometry analysis also revealed that the ratio of M1 (CD11c^+^) to M2 (CD206^+^) macrophages in iWAT and BAT from Ai-α4KO mice were significantly higher than those in iWAT and BAT from the Control mice (Fig. 5f and Supplementary Fig. 5h–i). This macrophage infiltration was associated with increased levels of cleaved caspase-3 and increased TUNEL staining in both iWAT and BAT of the Ai-α4KO mice, indicating increased adipocyte apoptosis on days-6 and -9 after tamoxifen administration (Fig. 5g, h and Supplementary Fig. 5j–l). Moreover, there was upregulation of genes related to the NF-κB signaling pathway, such as *Tlr4*, *Myd88*, *Nfkb1*, and *Nfkb2*, indicative of macrophage *Nlrp3* inflammasome activation, which in turn led to the induction of *caspase-1* and promotion of the expression of *Il-1β* and *Il-18* in Ai-α4KO mice (Fig. 5i).

**Fig. 5:**
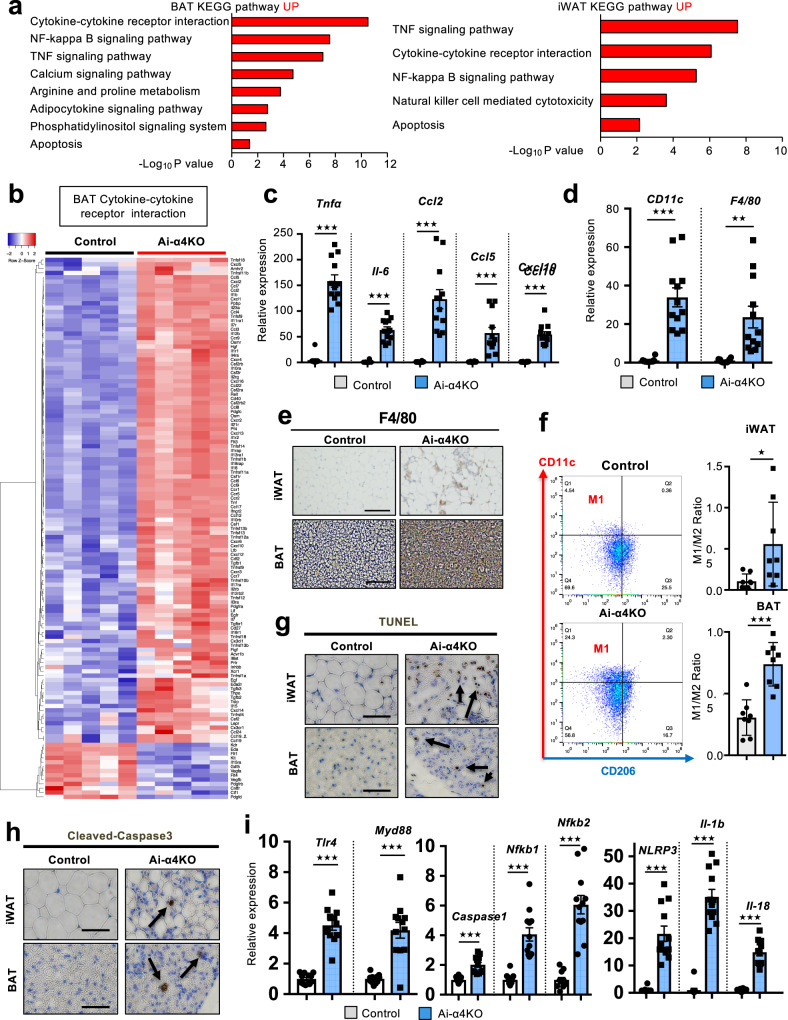
Adipose tissue inflammation in Ai-α4KO mice. **a** Top upregulated KEGG pathways between Control and Ai-α4KO in BAT (left) and iWAT (right). **b** Heatmap of genes involved in the cytokine-cytokine receptor interaction, with the color intensities indicating the Z-score of each sample. Expression levels of inflammatory cytokines, chemokines (**c**), and macrophage (**d**) markers in BAT from Control and Ai-α4KO mice on day 9 (*n* = 12/group). (Two-tailed Student’s *t*-test, **p < 0.01; ***p < 0.001). **e** Staining of iWAT and BAT sections from Control and Ai-α4KO mice on day 9 for F4/80. Scale bars =50 μm. **f** Flow cytometric analysis results showing infiltrated immunocytes with CD11c and CD206 on day 9. Representative data corresponding to iWAT are indicated as the FACS profiles (left). The ratio of M1 (CD11c^+^) to M2 (CD11c^+^) macrophages infiltrated in iWAT and BAT are shown in the right graph (*n* = 8/group). (Two-tailed Student’s *t*-test, *p = 0.03, ***p < 0.0001). **g** TUNEL staining results corresponding to iWAT and BAT sections from Control and Ai-α4KO mice on day 9. Scale bars = 50 μm. The arrow shows TUNEL-positive cells. **h** Immune-stained iWAT and BAT sections from Control and Ai-α4KO mice for the identification of cleaved caspase-3 on day 9. Scale bars = 50 μm. The arrow shows cleaved caspase-3 cells. **i** Expression levels of genes related to NF-κB signaling pathways and inflammasome components measured via real-time qPCR using BAT from Control and Ai-α4KO mice on day 9 (*n* = 12/group). Data are presented as mean ± SEM (Two-tailed Student’s *t*-test, ***p < 0.0001). Source data are provided as a Source Data file.

### Adipose tissue recovery from the acute adipose tissue damage in Ai-α4KO mice

To study the long-term consequences of increased adipocyte apoptosis in Ai-α4KO mice, we analyzed WAT and BAT on days 9 and 17 after tamoxifen administration. While Ai-α4KO mice showed a modest decrease (24–31%) in iWAT, eWAT, and BAT depots on day 9, these decreases became greater by day 17 (37–63%) (Fig. 6a and b). Accompanied by a progressive decrease in fat mass, analysis of gene expression in iWAT on day 17 showed 63–99% decreases in the expression levels of *adiponectin*, *Leptin*, *PPARγ*, *AP2*, *Glut4*, *FAS*, *ATGL*, *CEBP*α, *ElovI3*, *Tfam*, *Adrb3*, *PRDM16*, and *UCP1* mRNAs in Ai-α4KO mice (Fig. 6c). Expression of these adipocyte markers was also decreased in Ai-α4KO BAT by 64–77%, demonstrating continued impairment of the transcriptional programming required for the maintenance of fully differentiated adipocytes (Fig. 6d). Histologically, Ai-α4KO mice on day 9 displayed an increased number of crown-like structures, indicating macrophages surrounding dying or dead adipocytes in iWAT and BAT (arrows in Fig. 6e, f). By day 17, Ai-α4KO mice showed extensive loss of adipocytes in all the depots as well as a dramatic increase in stromovascular cell numbers in iWAT and BAT. However, this process was reversible, such that by day 30, the widespread adipocyte apoptosis disappeared in Ai-α4KO mice (Fig. 6e, f), and by day 74, Ai-α4KO WAT fully recovered, showing a normal morphology, while Ai-α4KO BAT contained multilocular fat cells, which are typical of BAT as well as large unilocular fat cells that resembled WAT during the recovery period (Fig. 6e, f). Both the multilocular and unilocular cells in Ai-α4KO BAT were positive for UCP1 protein, whereas Ai-α4KO WAT showed a homogenous cell population with no UCP1 positive adipocytes (Fig. 6g and Supplementary Fig. 6a).

**Fig. 6:**
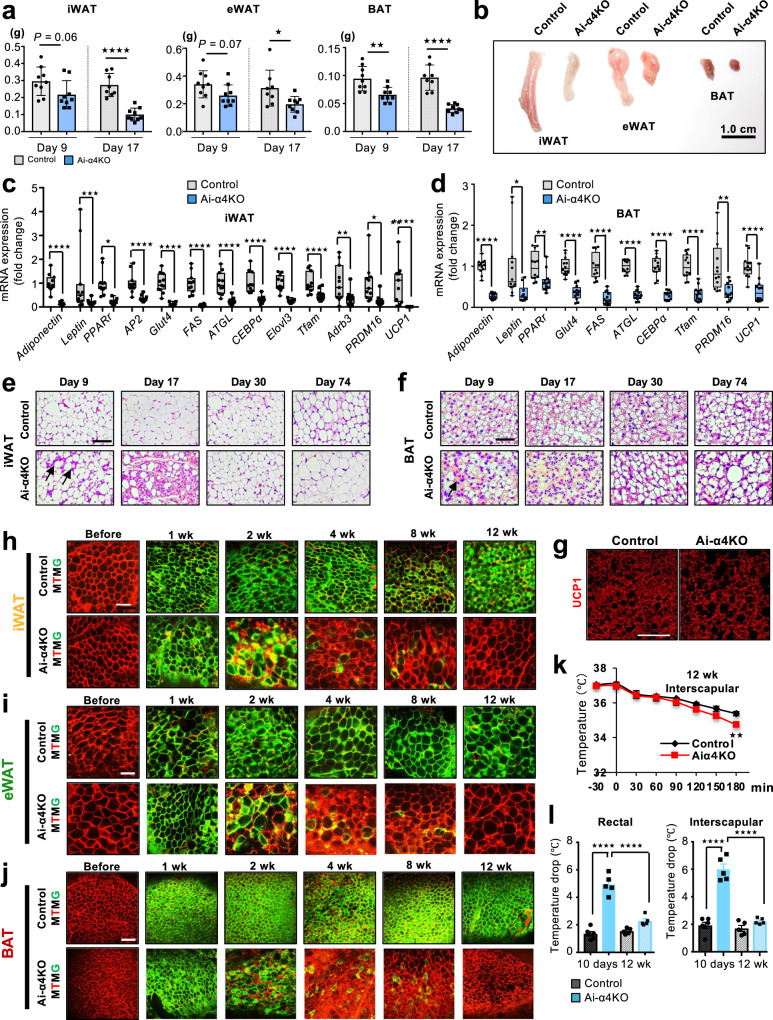
Adipocyte metabolic dynamics in Ai-α4KO mice. **a** Tissue weights (g) of iWAT, eWAT, and BAT from Control and Ai-α4KO on days 9 and 17 after treatment with tamoxifen (Two-tailed Student’s *t*-test: *n* = 8/group, *p = 0.02, **p = 0.001, ***p < 0.0001). **b** Representative pictures of the adipose tissues of Control and Ai-α4KO on day 17. Scale bars = 1 cm. **c** mRNA expression levels in iWAT from Control (*n* = 11) and Ai-α4KO (*n* = 12) mice on day 17. Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles (Two-tailed Student’s *t*-test, *p < 0.05; **p < 0.01; ***p < 0.001). **d** mRNA abundance in BAT (*n* = 12/group) on day 17. Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles (Two-tailed Student’s *t*-test, *p < 0.05; **p < 0.01; ***p < 0.001). **e** Results of HE staining of iWAT sections on days 9, 17, 30, and 74. The arrow shows crown-like structures. Scale bars = 100 μm. **f** Results of HE staining of BAT sections from Control and Ai-α4KO on days 9, 17, 30, and 74. The arrow shows crown-like structures. Experiments in e–f were repeated in at least three independent experiments. Scale bars = 50 μm. **g** UCP1 expression in BAT from Control and Ai-α4KO on days 74. The experiments were repeated independently three times. Scale bars = 50 μm. **h** mTmG lineage tracing of adipocytes in iWAT from Control and Ai-α4KO mice carrying a Rosa-mTmG transgene as shown in Supplementary Fig. 6a before and at wks 1, 2, 4, 8, and 12 after tamoxifen treatment. Scale bars = 100 μm. (**i**) mTmG lineage tracing of adipocytes in eWAT. **j** mTmG lineage tracing of adipocytes in BAT. Experiments in **h**–**j** were repeated in at least three independent experiments. **k** Interscapular temperature in male Control and Ai-α4KO at 30-min intervals during the 3-h exposure of mice 12 wks after tamoxifen administration to an environment at 4 °C (Two-tailed Student’s *t*-test, **p = 0.005: *n* = 5/group). **l** Comparison of rectal and interscapular temperature drop in Control and Ai-α4KO after 3 h of the 4 °C challenge on day 10 (Control (*n* = 6) and Ai-α4KO (*n* = 5)) with 12 wks after tamoxifen administration (*n* = 5/group) mice (One-way ANOVA post hoc Bonferroni test, ****p < 0.001). Data are represented as mean ± SEM. Source data are provided as a Source Data file.

To assess the rate of adipocyte regeneration, we performed lineage tracing by crossing mice of Ai-α4KO or adiponectin-CreER^T2^ transgenic, with mice of mTmG reporter tandemly aligned cDNAs corresponding to membrane-targeted tomato-fluorescent protein (mTFP) and membrane-targeted green fluorescent protein (mGFP)^41^ (Supplementary Fig. 6b). In the Control adiponectin-creER^T2^:mTmG mice, within 1 wk after tamoxifen administration, more than 95% of the adipocytes exhibited green fluorescent staining via tamoxifen-induced gene recombination (Fig. 6h–j). 12 weeks after tamoxifen administration, Control-mTmG mice carrying the Adipoq-Cre-ER^T2^ transgene continued to display green-labeled adipocytes in both iWAT, eWAT, and BAT, indicating slow turnover rates of adipocytes in animals under normal conditions. However, expression of GFP gradually disappeared by Week 4, and in parallel, red fluorescent protein marked adipocytes with both unilocular and multilocular lipid droplets gradually became the dominant type of adipocytes in iWAT, eWAT, and BAT from the same mice (Fig. 6h–j). This replacement by new adipocytes became even more prominent by Weeks 8 and 12 after tamoxifen administration (Fig. 6h–j), indicating continuous adipocyte regeneration during the recovery phase of adipose tissues in Ai-α4KO WAT and BAT. Sensitivity to cold exposure corresponded with the recovery of BAT (Fig. 6k). With this, there was also functional changes in temperature regulation. Thus, on day 10, Ai-α4KO mice showed smaller BAT mass (Fig. 6a**)** and lowered *UCP1* expression (Fig. 4g**)** and high sensitivity to cold exposure (4 °C), with a marked decrease in body temperature to $$\sim$$30 °C after 3 h (Figs. 4k, l and 6l). By day 90, Ai-α4KO mice recovered and displayed cold resistance to a nearly normal level, observing the gradual but significant recovery of the functional BAT (Fig. 6k, l and Supplementary Fig. 6c).

### α4 is essential for adipose tissue development and metabolism in high-fat diet-fed mice

To investigate whether α4 is important for the normal development and maintenance of adipose tissues, we investigated the phenotype of constitutive α4 deletion by using Adipoq-Cre mice (Aα4KO) (Fig. 7a). On chow diet, body weights of Aα4KO mice were similar to those of mice in the Control group at up to 10 weeks of age, but by 16 weeks, the KO mice were about 12% heavier than the Controls (Fig. 7a). Based on CT imaging, Aα4KO mice exhibited less than 1% of the amount of visceral and subcutaneous fat compared with Controls (Fig. 7b and Supplementary Fig. 7a), and this was confirmed by dissection which revealed an almost complete loss of eWAT and > 90% decreases in iWAT and BAT, indicating that α4 is necessary for the development of adipose tissues.

**Fig. 7:**
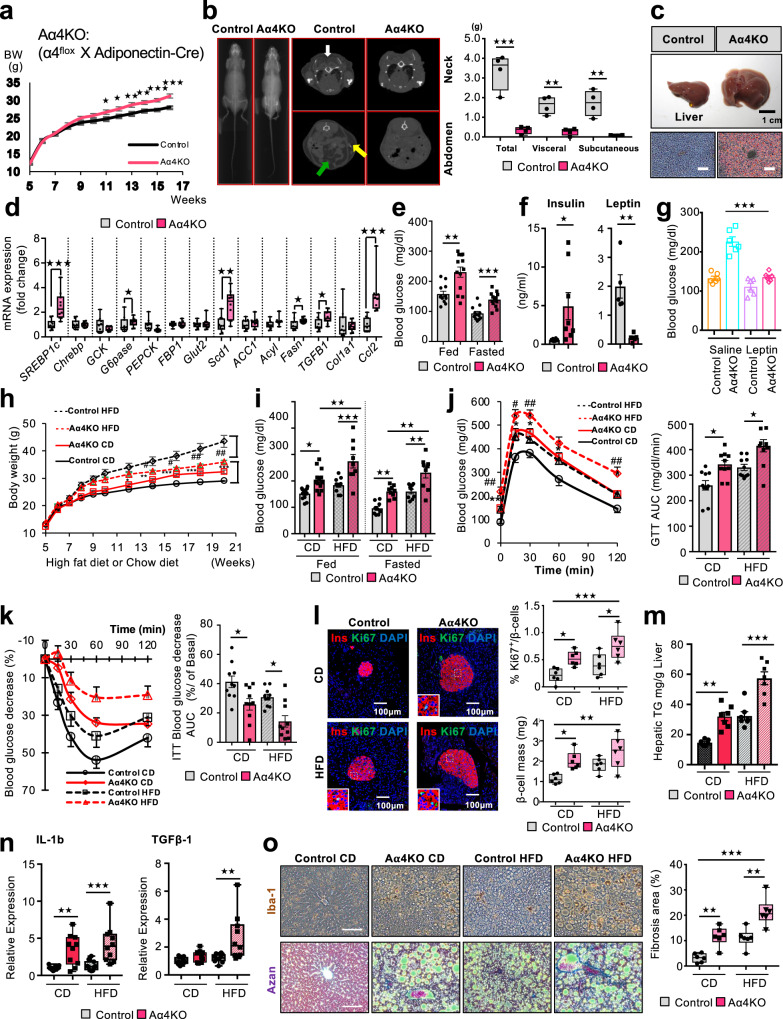
Vulnerability of continued α4-deficient adipose tissues to the development of diabetes and progressive NAFLD owing to a HFD. **a** Body weights of 5–16 wk-old male Control and Aα4KO mice fed a CD (Two-tailed Student’s *t*-test, *p < 0.05; **p < 0.01; ***p < 0.001: *n* = 9/group). **b** Representative Micro-CT scan images displaying body fat distribution in Control and Aα4KO male mice at 3 months old. The white, yellow, and green arrows indicate the location of interscapular BAT, subcutaneous WAT, and visceral WAT, respectively (left). Total, Visceral, and subcutaneous adipose tissue weights calculated based on the micro-CT images of Control (*n* = 4) and Aα4KO (*n* = 4) mice at 3 months old (right). Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles (Two-tailed Student’s *t*-test, Total: ***p = 0.0007; Visceral: **p = 0.001; Subcutaneous: **p = 0.002). **c** Representative pictures of the livers of Control and Aα4KO mice at 3 months old. Scale bars = 1 cm (upper). Liver sections from Control and Aα4KO mice fed a CD stained with Oil Red O. Scale bars = 100 μm (bottom). **d** mRNA expression levels of genes involved in de novo lipogenesis, inflammation, and fibrosis, as well as those of gluconeogenic enzymes in CD-fed Control and Aα4KO mice at 4 months old. Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles (Two-tailed Student’s *t*-test, *Srebp1c*: ***p = 0.0007, *G6pase*: *p = 0.01*, Scd1*: **p = 0.001, *Fasn*: *p = 0.04*, Tgfβ1*: *p = 0.01*, Ccl2*: ***p = 0.0002: *n* = 10/group). **e** Blood glucose levels corresponding to Control (*n* = 12) and Aα4KO (*n* = 13) mice under fed or fasted at 4 months old. Data are presented as mean ± SEM (Two-tailed Student’s *t*-test, **p = 0.001, ***p < 0.0001). **f** Serum insulin levels corresponding to Control (*n* = 8) and Aα4KO (*n* = 8) mice under fasting (left). Serum leptin levels corresponding to Control (*n* = 5) and Aα4KO (*n* = 5) mice under fasting at 4 months old (right) (Two-tailed Student’s *t*-test, *p = 0.02, **p = 0.002). **g** Blood glucose levels corresponding to random-fed 12-wk-old Control and Aα4KO mice during 2 wks of leptin (10 μg/mouse/day) or saline treatment using Alzet osmotic minipumps (One-way ANOVA post hoc Bonferroni test, ***p < 0.0001: *n* = 6/ group). **h** Body weights of CD-fed and HFD-fed Control and Aα4KO mice for another 16 wks (Two-tailed Student’s *t*-test, *p < 0.05; **p < 0.01; ***p < 0.001; ^#^*p* < 0.05; ^##^*p* < 0.01: Control CD, *n* = 9; Aα4KO CD, *n* = 11; Control HFD, *n* = 9; and Aα4KO HFD, *n* = 9). (**i**) Blood glucose levels of Control and Aα4KO mice under fed (Control CD, *n* = 12; Aα4KO CD, *n* = 13; Control HFD, *n* = 11; and Aα4KO HFD, *n* = 9) and fasted (*n* = 9/ group, *p < 0.05; **p < 0.01; ***p < 0.001) (one-way ANOVA post hoc Bonferroni test,). **j** GTT (left) and GTT AUC corresponding to CD- or HFD-fed Control (*n* = 10) and Aα4KO (*n* = 10) after 14 wks of HFD (one-way ANOVA post hoc Bonferroni test, *p < 0.05; **p < 0.01; ***p < 0.001; ^#^ *p* < 0.05; ^##^*p* < 0.01). **k** ITT (left) and the decrease in AUC (right) after 15 wks of HFD (One-way ANOVA post hoc Bonferroni test, CD: *p = 0.02, HFD: *p = 0.01, *n* = 10/group). (**l**) Pancreatic sections from CD- or HFD-fed Control and Aα4KO immunostained for insulin and Ki67 after 16 wks of HFD. Scale bars = 100 μm. Quantification of Ki67 + insulin + cells in pancreas sections from Control and Aα4KO (left). Quantitation of β-cell mass (right) from Control and Aα4KO (One-way ANOVA followed by Turkey’s multiple comparisons, *p < 0.05; **p < 0.01; ***p < 0.001, *n* = 6/group). Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles. **m** TG content in livers from CD (*n* = 7/group) or HFD (*n* = 7/group) fed mice after 16 wks of HFD (One-way ANOVA post hoc Bonferroni test, **p = 0.001, ***p < 0.0001). **n** mRNA expression levels of genes involved in inflammation and fibrosis after 16 wks of HFD (*n* = 9/group) or CD (*n* = 10/group). Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles (one-way ANOVA post hoc Bonferroni test, IL-1*β*: **p = 0.004, ***p = 0.0008*, Tgfβ1*: **p = 0.001). **o** Liver sections CD- or HFD-fed Control and Aα4KO immunostained for Iba-1 (upper). Representative Azan staining of liver samples (bottom). Scale bars = 100 μm. Quantification of Azan-positive/total area. Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles (one-way ANOVA post hoc Bonferroni test, *p < 0.05; **p < 0.01; ***p < 0.001, *n* = 6 per group) (right). Source data are provided as a Source Data file.

In response to the severe loss of WAT and BAT, Aα4KO mice showed enlarged livers with an average two-fold increase in liver weight, presumably secondary to uptake and accumulation of circulating lipid contents (Fig. 7c). Consequently, Aα4KO mice developed hepatomegaly associated with increased intrahepatic triglyceride accumulation and hepatocyte balloon degeneration, the former contributing to the increased body weight observed at 11 weeks of age (Fig. 7c and Supplementary Fig. 7b–d). The livers of KO mice also showed 2- to 3-fold increases in the expression of genes involved in de novo lipogenesis (*Srebp1c*, *Scd1*, and *Fasn*), as well as chemokines, such as CCL2, indicating liver inflammation (Fig. 7d). Consistent with the loss of BAT mass, the mice also failed to maintain their body temperatures when placed in an environment at a temperature of 4 °C for 3 h, dropping their rectal and interscapular temperature by 15.2 and 16.7 °C, respectively (Supplementary Fig. 7e, f). Furthermore, the Aα4KO mice showed a significant decrease in oxygen consumption rates (VO2) (Supplementary Fig. 7g). They also developed a severe metabolic syndrome, with an average fasting blood glucose level of ~140 mg/dl and a fed glucose level >230 mg/dl (Fig. 7e), associated with an 8.9-fold increase in serum insulin levels (Fig. 7f). In addition, Aα4KO mice displayed severe glucose intolerance during an intraperitoneal glucose tolerance test and marked resistance to exogenous insulin upon insulin tolerance testing (Supplementary Fig. 7h, i). Consistent with the marked lipodystrophy, Aα4KO mice showed >89% decreases in circulating leptin levels (Fig. 7f). Importantly, leptin administration via subcutaneous infusion pumps prevented the development of hyperglycemia in Aα4KO mice (Fig. 7g), indicating that leptin is able to prevent the metabolic abnormality associated with lipodystrophy, similar to other lipodystrophy mouse models^4^.

To elucidate the effect of Aα4KO on the development of obesity and metabolism of the Aα4KO mice, we challenged Control and Aα4KO mice with a 60% high-fat diet (HFD) for 4 months. On this diet, control mice showed a 50 % increase in body weight compared to mice on normal chow, whereas Aα4KO mice showed only a 10 % increase in weight gain even with HFD (Fig. 7h). Accordingly, Aα4KO mice showed ~99 % reductions in iWAT and eWAT respectively, after the HFD, indicating that Aα4KO mice were resistant to diet-induced obesity owing to the inhibition of adipocyte expansion and regeneration (Supplementary Fig. 7j). The HFD-fed Aα4KO mice showed a 78% decrease in BAT mass compared with Control mice on HFD (Supplementary Fig. 7j). Despite the resistance to obesity, the HFD-fed Aα4KO mice showed severe hyperglycemia even after a 6-h fast (Fig. 7i), with high blood glucose levels (231 ± 20 mg/dl) as compared to those in HFD-fed Control mice (160 ± 9 mg/dl). Additionally, the HFD-fed Aα4KO mice showed 2.6-fold higher serum insulin levels than the HFD-fed Control mice (Supplementary Fig. 7k). This was associated with elevated glucose levels during an intraperitoneal glucose tolerance test and a marked impairment of response based on the results of an intraperitoneal insulin tolerance test in HFD-fed Aα4KO mice (Supplementary Fig. 7j, k). Accompanying this systemic insulin resistance, HFD-fed Aα4KO mice showed even more markedly increased islet mass and β-cell proliferation compared to controls on HFD, as well as increased Ki67 staining, indicating an even higher level of β-cell replication (Fig. 7l and Supplementary Fig. 7l). Going along with the loss of adipose tissues in HFD-fed Aα4KO, hepatomegaly was profound, with a 1.7-fold increase in liver weight and a 1.9-fold increase in liver triglyceride accumulation in the HFD-fed Aα4KO mice compared with those in HFD-fed Control mice (Fig. 7m and Supplementary Fig. 7m). Histological examination of the liver revealed marked micro- and macro-vesicular steatosis and balloon degeneration in Aα4KO mice (Supplementary Fig. 7n). Ionizing calcium-binding adapter molecule 1 (Iba-1) immunostaining and Azan staining showed that the HFD-challenged Aα4KO mice developed liver inflammation and fibrosis, with elevated *IL-1β*, *CCL2*, and *TGF-β1* mRNA levels (Fig. 7n, o, and Supplementary Fig. 7o). Overall, despite being protected from apparent obesity, feeding Aα4KO mice with a HFD accelerated diabetes, progressive NAFLD, and pancreatic islet hyperplasia. Taken together, these lipodystrophic mutant mice developed liver injury secondary to lipotoxicity, and HFD feeding exacerbated the liver disease, eventually causing altered whole-body metabolism and overt disease pathogenesis.

## Discussion

Insulin is a major regulator of glucose uptake and lipid metabolism in mature adipocytes and plays an important role in the development and maintenance of both WAT and BAT. In the present study, we have discovered the phosphatase-associated protein α4 as a critical regulator of IR signaling and adipose tissue homeostasis.

Although its primary role in cells has been viewed as a regulator of the Ser/Thr phosphatases PP2A, α4 depletion in adipocytes resulted in a prominent decrease in both insulin-stimulated IR and Akt activation. The impairment of insulin signaling in α4KO adipose tissues occurs as early as 3 days after tamoxifen treatment, when no detectable evidence of inflammation and apoptosis in adipose tissues was found, suggesting a direct regulatory loop between α4 and insulin signaling in adipose tissues. Our mechanistic studies uncovered that the α4-PP2A complex associates with the transcription factor YBX1, inhibits the expression of the Tyr phosphatase PTP1B, and subsequently potentiates IR Tyr phosphorylation in adipocytes. While several tyrosine phosphatases have been shown to act on the insulin receptor, the cytoplasmic protein Tyr phosphatase PTP1B is the primary negative regulator of Tyr phosphorylation of the activated IR, IGF1R, and IRS proteins^25^. Thus, loss of PTP1B in mice results in increased IR Tyr phosphorylation and enhanced insulin sensitivity in the muscle and liver, as well as resistance to HFD-induced obesity^42,43^. Additionally, the HFD induces the expression of *Ptp1b* mRNA in the adipose tissues, liver, and skeletal muscles of mice further contributing to insulin resistance^44^. TNFα has also been shown to upregulate the expression of *Ptp1b* mRNA in cell lines and mice, contributing to induce insulin resistance^44^.

At a transcriptional level, the *Ptp1b* promoter has two regulatory elements: an enhancer, which can be recognized by YBX1, and a p210 Bcr-Abl PRS motif, which is recognized by transcription factor-s in the Sp family^45^. Overexpression of YBX1 results in increased *Ptp1b* mRNA levels^36^. In cancer cell lines, the transcription activity of YBX1 is controlled by the phosphorylation status of Ser residues 102 or 165^46^. The activity of PTP1B is also regulated by the phosphorylation of Ser^47^ and Tyr^48,49^ residues. At the cellular level, PTP1B acts preferentially on receptor-protein Tyr kinases (RTKs) that have undergone endocytosis, indicating that it plays a role in the downregulation of the growth factor signal rather than controlling the basal phosphorylation status of the receptor^50^.

We investigated the impact of the regulation of IR signaling via α4 in adipose tissues in vivo using two kinds of gene targeting strategies. The first was the inducible deletion of α4 in mature adipose tissues using tamoxifen-activated adiponectin-Cre ER^T2^ mice (Ai-α4KO). Ai-α4KO resulted in a rapid alteration of lipid profiles with elevated levels of adipocyte ceramides, especially those of C16:0 and C18:0 species. This was accompanied by unrestrained lipolysis and a more gradual development of inflammation and adipocyte apoptosis, as indicated by the observed increase in intensity of TUNEL and cleaved caspase-3 staining, decreased mitochondrial function, and a gradual decrease in adipose tissue mass. Adipose tissues from Ai-α4KO mice showed macrophage accumulation and increased proinflammatory gene expression. Further, adipose tissues from Ai-α4KO mice showed a significant decrease in the level of omega-3 fatty acids (ω3-FAs), including EPA and DHA, as well as decreased NLRP3 and NLRP1β-dependent caspase-1 activation and IL-1β secretion. Recent studies revealed that ω3-FAs suppress inflammation via the inhibition of inflammasome activation^51^. Several lines of evidence support the effect of ceramides as the primary membrane lipids involved in insulin resistance alongside diacylglycerols^8^. At the molecular level, ceramides can impair Akt activation and GLUT4 translocation to the cell membrane^52^. Thus, an increase in inflammation, as well as an increase in the levels of ceramides, could further exacerbate insulin resistance in α4-deficient adipose tissues.

Ai-α4KO mice presented marked cold intolerance, which was associated with the impairment of mitochondrial function in the WAT and BAT of the mice as early as day 7. In this model, however, there is a reversal of cold intolerance by day 90 after tamoxifen treatment associated with the regeneration of both WAT and BAT. The regenerated BAT, however, shows altered morphology, containing a mixture of cells with multilocular and unilocular fat droplets, as seen in brown or beige adipocytes. This heterogeneity might represent regeneration of BAT from heterogeneous populations of precursors, including a Myf-5-positive lineage like classical brown adipocytes^53^. Several other mouse models with inducible lipodystrophy have shown similar adipose tissue regeneration capacity. For example, when adipose tissues are acutely ablated in a Fat-ATTAC and the fat-specific inducible IR/IGF1R DKO mouse models, there is apoptosis in adipose tissues accompanied by the activation of caspase-8^4,54^. In both models, following the initial rapid loss of fat, the induction of preadipocyte differentiation occurs, producing new populations of functional brown and white adipocytes to restore fat tissues and resolve the metabolic syndrome, demonstrating the possibility of adipose tissue regeneration. This homeostatic capacity of adipose tissues may be the result of an as of yet undefined adipotrophic factor(s) emanating from other cell types, such as macrophages, and remains a topic for further study^55^.

To further investigate the role of α4 in the normal development and long-term effect of adipose tissues from birth, we created the constitutive α4 knockout in adipose tissues by using Adiponectin-Cre mice (Aα4KO). Aα4KO mice show a severe absence of WAT and BAT from birth to adulthood under both CD and HFD conditions. We also find that the α4-mediated regulation of insulin signaling is essential not only for the survival of mature adipocytes, but also for embryonic adipogenesis as well as adipocyte regeneration in adults. Because α4 may have broad effects, further studies will be needed to fully define its molecular mechanisms of action. Additionally, the lipodystrophic syndrome observed in Aα4KO mice is similar to the metabolic syndrome associated with generalized lipodystrophy in humans and mice with adipocyte-specific deletion of IR and IGF1R. In all three, there are very low levels of leptin, marked insulin resistance, hyperlipidemia, and fatty liver disease^4,56^. In all, the lipodystrophic phenotype is also associated with dramatically elevated insulin levels and massive beta-cell hyperplasia, as well as ectopic lipid accumulation in the liver with NAFLD, which can progress to NASH with time or HFD feeding. Limitation in this study is that only male mice were analyzed and generalizability to female mice is not known.

Our study reveals that α4 through its interaction with PP2A and YBX1 has the functional linkage between the Ser/Thr phosphorylation of IR-downstream signaling and membrane protein IR Tyr dephosphorylation, which is essential for resetting the phosphorylation status of IR on the cell membrane. Thus, α4 functions as a crucial regulator of IR signaling via the suppression of YBX1 activation and PTP1B expression. This regulatory feedback loop of insulin signaling is essential for adipogenesis and in the maintenance of WAT and BAT function in restoring metabolic homeostasis and preventing systemic metabolic diseases.

## Methods

All experiments were performed in accordance with institutional ethical guidelines and approved by the licensing committee of Kumamoto University (Approval Numbers: A30-051 and 2020-099).

### Mice

Mice were housed at 20–22 °C on a 12 h-light/dark cycle with average 50% Humidity and fed either a CD (#Rodent Diet CE-2, CLEA, Tokyo, Japan) or HFD (60% calories from fat; #HFD32, CLEA, Tokyo, Japan) in the animal facility at Kumamoto University, Japan. All experiments with research animals were performed in accordance with institutional ethical guidelines and approved by the licensing committee of Kumamoto University (Approval Numbers: A30-051 and 2020-099).

Male mice were used for all studies. Adiponectin-Cre mice (C57Bl/6J, 12-week-old, male) were a generous gift from Evan D Rosen (Beth Israel Deaconess Medical Center and Harvard Medical School, Boston, USA) and can now be purchased at Jackson Laboratories (stock no. 02820). Adiponectin-CreER^T2^ mice (stock no. 025124, C57Bl/6J, 10-week-old, male) were purchased from Jackson Laboratories. α4 mice have been generated by us (Kumamoto University, CARD, ID: 85)^33^. Control and fat-specific inducible α4 KO (Ai-α4KO) mice were maintained on a mixed (C57Bl/6) background by breeding Adiponectin-CreERT^2^ and α4^*f/f*^ mice. For induction of recombination, mice were treated with 100 mg/kg tamoxifen (Sigma) dissolved in 10% ethanol and 90% peanut oil (Sigma) by intraperitoneal injection five times over a 6-day period starting at 2 months of age. In these experiments, tamoxifen was given to all animal groups including control mice, which carried the *floxed alleles*, but lacked the Adiponectin-CreER^T2^ transgene. For lineage tracing system of adipocytes Rosa-mTmG (Jax no. 007676, C57Bl/6J, 10-week-old, male) were purchased from Jackson Laboratories and bred to Adiponectin-Cre ER^T2^ and Ai-α4KO. The adipose depots were fixed in 10% formalin. Whole mount 3D (Z-stack) imaging was performed using a 2-photon microscope (Olympus FV1000) optimized for td-Tomato and eGFP expression.

### Brown preadipocytes isolation and cell culture

Immortalized mouse brown preadipocytes (WT-1) were derived from the stromal vascular fraction (SVF) of interscapular brown adipose tissue of newborn mice. The SVF cells were immortalized by SV40 T overexpression^34^. Immortalized human brown brown preadipocytes (A41 hBAT-SVF) were derived from the SVF of deep neck fat collected from a human subject^35^. The SVF cells were immortalized by hTert overexpression. The immortalized mouse brown preadipocytes (WT-1) have been deposited to Millipore Sigma and were authenticated by Millipore Sigma (#SCC255). The immortalized human brown preadipocytes (A41 hBAT-SVF) have been deposited to ATCC and were authenticated by ATCC (#CRL-3385).

Brown preadipocytes were isolated from newborn α4-flox mice by collagenase digestion of interscapular brown fat. The preadipocytes were infected with adenovirus containing GFP alone (to generate control cell line) or GFP-tagged Cre recombinase (to generate α4 knockout preadipocytes). These cells were expanded in DMEM supplemented with 10% heat-inactivated fetal bovine serum (FBS, Sigma), 100 U/ml penicillin and 100 µg/ml streptomycin (Gibco) at 37 °C in a 5% CO_2_ incubator.

Lentiviral infection. Short hairpin RNA knockdown of α4 was achieved in mouse brown preadipocyte cell line (WT-1) by lentiviral infection. Plates (15 cm) of 70% confluent Lenti-X 293T (Takara, cat. no. #632180) cells were transiently transfected with lentiviral α4 shRNA vector (GeneCopoeia Catalog #: MSH094055-LVRU6GH, target sequence: 5′gcactaagaaatggatctata3′) or scrambled control vector (GeneCopoeia Catalog #: CSHCTR001-LVRU6GH, target sequence: 5′gcttcgcgccgtagtctta3′) and viral packaging vectors psPax2 and pMD2.G using Fugene HD Transfection Reagent (Promega) according to the manufacturer’s instructions. Overexpression of α4 in pLV (VectorBuilder, cat. no. VB190411-1555nef) was also achieved in mouse or human brown preadipocyte cell line by lentiviral infection. Forty-eight hours after transfection, virus-containing medium was collected and passed through a 0.45 µm syringe filter. Polybrene (hexadimethrine bromide; 2 µg/ml) was added, and the medium was applied to proliferating (40% confluency) cells. Twenty-four hours after infection, cells were treated with trypsin and re-plated in a medium supplemented with hygromycin or puromycin. Cells were maintained in DMEM supplemented with 10% FBS, 100 U/ml penicillin and 100 µg/ml streptomycin (Gibco), and cultured at 37 °C in a humidified atmosphere of 5% CO_2_.

Mouse brown preadipocyte differentiation was induced with an induction mixture containing 20 nM insulin and 1 nM triiodothyronine, 0.5 mM isobutylmethylxanthine, 1 μM dexamethasone, and 0.125 mM indomethacin for 48 h^4,57^. Lipid accumulation was visualized at day 7 by Oil Red O staining. For human brown adipocyte differentiation, we have optimized the insulin concentration (0.5 μM), which is higher than that used for differentiation of mouse brown preadipocytes, as previously described before^35,58^. Cells were grown to confluence and induced with induction mixture containing 0.5 mM isobutylmethylxanthine, 0.1 μM dexamethasone, 0.5 μM human insulin (Sigma-Aldrich, Dallas, TX), 2 nM T3, 30 μM indomethacin, 17 μM pantothenate, 33 μM biotin for another 12 day^35^. Induction medium was changed every 3 days until cells were collected. For the luciferase assay, HEK293 cell line was obtained from RIKEN BRC (RCB1637).

### Metabolic studies

Intraperitoneal glucose tolerance tests (IPGTT) (2.0 g/ kg bw) were performed in unrestrained conscious mice fasted for 6 h. Insulin tolerance tests (1 unit/kg bw, Human R, Lilly) were performed after a 6 h fast. Glucose levels were measured in tail vein blood using Glutest Sensor Neo (Panasonic).

Whole-body energy expenditure was measured at ambient temperature (~22 °C) using a metabolic chamber (model MK-500RQ/MS; Muromachi Kikai, Tokyo, Japan). Mice were housed with alternating 12-h periods of light and dark and were maintained on food and water ad libitum. Mice were adapted to the monitoring for more than 24 h before undergoing a 24-h recording period.

Five-week-old male Control and Aα4KO mice were fed HFD (60% calories from fat; #HFD32, CLEA, Tokyo, Japan). To assess insulin signaling in vivo, 5 U insulin (Sigma-Aldrich) was injected via the inferior vena cava. Insulin (ALPCO, cat. no. 80-INSMSU-E01) and leptin (BioVendor, cat. no. RD291001200R) were measured by ELISA.

### Histopathology and immunohistochemistry

Tissues were fixed in 10% formalin, subjected to paraffin-embedded sectioning and stained with hematoxylin or immunostained with anti-UCP1 (Abcam, ab10983, 1:100) and anti-perilipin A (Abcam, ab61682. 1:100) antibodies followed by incubation with the secondary antibody conjugated with Alexa 488 (Invitrogen, A32814, 1:500) and 594 (Invitrogen, A32754, 1:500). TUNEL (terminal deoxynucleotidyl transferase dUTP-mediated nick end labeling) (Takara, cat. no. MK500), cleaved caspase-3 (Cell signaling, #9661, 1:100), Iba-1 (Wako, 019-19741, 1:200), and F4/80 (Serotec, MCA497R, 1:200) immunostaining were performed per manufacturer’s instructions. To assess hepatic steatosis, multiple slides of frozen liver sections fixed with 10% buffered formalin for 30 min at room temperature were stained for 7 min with a filtered solution of 0.7% Oil Red O in propylene glycol, and counterstained with hematoxylin for 1 min, washed 3 times with distilled water, and then visualized. Liver sections were also stained with azan to identify fibrosis. To estimate adipocyte size, tissues (iWAT and eWAT) were fixed overnight with neutral-buffered 10% formalin at 4 °C, paraffin embedded, sectioned, and stained with hematoxylin and eosin. Adipocyte area was determined by quantifying the adipocyte area of a total of 20000~ cells from 7–9 animals per study group using Adiposoft image analysis software.

### Transmission electron microscopy

Tissues and cells were fixed in 0.1 M phosphate buffer containing 2.5% glutaraldehyde and 2% paraformaldehyde at room temperature and post-fixed with 2% osmium tetroxide solution on ice for 30 min, then processed in a standard manner and embedded in epoxy resin. Semi-thin sections were cut at 500 nm and stained with 1% toluidine blue to evaluate the quality of preservation. Ultrathin sections (65 nm) were cut on an ultramicrotome (UC7i, Leica), and stained with uranyl acetate and fresh Reynolds’ lead citrate at room temperature. Stained grids were examined with a transmission electron microscope (HT7700, 80kv, Hitachi, Japan).

### Cell sorting

SVF was obtained from iWAT and BAT by treatment with 2 mg/ml collagenase (Sigma) for 45 min at 37 °C. The isolated SVF was resuspended in cold Hank’s balanced salt solution (HBSS) with 2% fetal bovine serum (FBS). Cells were incubated with CD45-PerCP-Cy5.5, Clone: 30F-11 (BioLegend, 103131, 1:100), F4/80-APC-Cy7, Clone: BM8 (BioLegend, BL123117, 1:100), CD206-Alex647, Clone: MR5D3 (Bio Rad, MCA2235A647T, 1:50) and CD11c-PE, Clone: HL3 (BD Pharmingen, 553802, 1:100) antibodies for 30 min in HBSS containing 2% FBS on ice and then washed and resuspended in solution with Sytox Blue (Thermo Scientific, S34857, 1:1000). Cells were analyzed on a SH8005 (SONY) cell sorter after selection by forward scatter and side scatter, followed by exclusion of dead cells with Sytox Blue staining, and analyzed for cell-surface markers in FlowJo software (Tree Star). M1 macrophages were identified as F4/80+/CD11c+/CD206− cells. The data are shown as the percentage of total and M1 macrophages.

### Tissue triglyceride quantification

Liver samples (100 mg) were homogenized in 1 ml Folch solution (2:1 v/v chloroform/methanol) and centrifuged at 21,880 × *g* for 15 min. The supernatants were collected, and TG content determined using Triglyceride Quantification kit (Abnova).

### Ex vivo lipolysis assay in adipose tissue

Lipolysis was assessed as previously described^4^. Inguinal and epididymal fat depots were surgically removed from 2-month-old control and Ai-α4KO at 6 days after the last injection of tamoxifen. After washing with cold PBS, a fragment of 20–30 mg was further cut into five or six pieces and incubated for 2 h at 37 °C in 200 μl of DMEM containing 2% fatty acid-free BSA (Sigma-Aldrich) in the presence or absence of 10 mM isoproterenol (Sigma-Aldrich). Fatty acids released into the medium were quantified using a free fatty acid assay kit (Abcam, cat. no. ab65341) and normalized to the weight of each fat pad.

### Body temperature and cold exposure

Rectal body temperatures of mice were measured using a RET-3 rectal probe (Physitemp). Interscapular body temperatures were assessed using implantable electronic ID transponders (IPTT-300: Bio Medic Data Systems, Inc). For cold exposure, mice were housed individually and subjected to a cold room (ambient temperature 4 °C) without access to food or water. The rectal and interscapular temperature was assessed at the indicated time before and after exposure to the cold, then mice were re-warmed using a heating pad, and all of the mice recovered and were healthy. Skin temperature over BAT was also measured using a thermal imaging camera (FLIR E8 Infrared Camera) and acquired using appropriate software (FLIR Tools Software) without anesthesia.

### Administration of leptin by micro-osmotic pump implantation

8-week-old mice were given a dose of 10 μg/day of recombinant mouse leptin (Sigma) dissolved in sterile saline and administered via Alzet mini-osmotic pumps (DURECT Corp.) designed for 2 weeks’ infusion. Pumps were implanted subcutaneously. Saline-filled pumps were implanted in the Control groups.

### Insulin signaling

Cells were serum starved for 3 h with DMEM containing 0.1% BSA and stimulated with 100 nM insulin for indicated times. After stimulation, cells were washed immediately with ice-cold PBS once before lysis and scraped down in RIPA buffer (Millipore, 20-188) supplemented with phosphatase inhibitor and protease inhibitor cocktail (Bimake). Protein concentrations were determined using the Pierce 660 nm Protein Assay Reagent (Bio-Rad). Lysates (10 to 20 µg) were resolved on SDS-PAGE gels, transferred to PVDF membrane for immunoblotting.

### EdU incorporation assay

Cells grown on glass coverslips were fixed with 4% formaldehyde for 15 min at room temperature, rinsed three times in PBS containing 0.3% Triton X for 5 min and blocked in 5% BSA for 30 min at room temperature. For EdU incorporation assay, cells were treated with 10 μM EdU and stained with Click-iT Plus EdU Alexa Fluor 594 Imaging Kit (Thermo Fisher, cat. no. C10639). Images were acquired with a microscope (BZ-9000). The percentage of EUU/DAPI double ^+^ Cells was counted using the BZ-II Dynamic Cell Count Ver. 1.01 program in the BZ-9000 Analysis Software.

### Luciferase assay

The reporter plasmid *Ptp1b* -Luc containing a 2.0 kb fragment of the 5′ flanking region (−2K/+145) of the PTP1B gene, was constructed after PCR amplification of genomic DNA as reported by Fukada et al.^36^ and inserted into the PGL4 vector (Promega, cat. no. E6691). The expression plasmids of α4 and YBX1 were constructed in pCMV vectors. Cells were transfected using lipofectamine 3000 (Invitrogen) in 96-well plates. After 24 h, the luciferase assay was performed according to the manufacturer’s protocols (Promega, cat. no. E1500).

### Immunoblotting

Membranes were blocked in Starting Block T20 (ThermoFisher) at room temperature for 1 h, incubated with the indicated primary antibody in Starting Block T20 solution overnight at 4 °C. Antibodies against phospho-IR/IGF1R (#3024, 1:1000), IRβ (#3025, 1:1000), phospho-ERK1/2 (T202/Y204) (#9101, 1:1000), ERK1/2 (#9102, 1:1000), phospho-Akt (S473) (#9271, 1:1000), Akt (#4685, 1:1000), phospho-S6 (S235/236) (#2211, 1:2000), S6 (#2317, 1:1000), phospho-YBX1 (S102) (#2900, 1:2000), YBX1 (#4202, 1:1000), α4 (#5699, 1:1000) and GAPDH (#5174, 1:1000) antibodies were from Cell signaling. PTP1B (EPR244207, 1:1000) and Mid2, (ab14749, 1:1000) antibodies were from Abcam. Flag, Clone: M1, (F3040, 1:5000) antibody was from Sigma. PP6 (E-2) (sc-393294, 1:1000) was from Santa Cruz Biotechnology. Membranes were washed three times with 1X PBST, incubated with HRP-conjugated secondary antibody in Starting Block T20 for 1 h and signals were detected using Immobilon Western Chemiluminescent HRP Substrate (Millipore). Anti-rabbit IgG, HRP-linked Antibody, Cell signaling, (#7074, 1:2000), anti-mouse IgG, HRP-linked Antibody, Cell signaling, (#7076, 1:2000), mouse anti-goat IgG-HRP, Santa Cruz, (sc-2354, 1:1000). All uncropped blots are provided in associated ‘source data’ file.

### β-cell histology and proliferation

The methods used for analyses have been described previously^59^. Briefly, for quantification of β-cell proliferation paraffin-embedded pancreas sections were co-immunostained with Ki67 (DAKO, M7240, 1:100) and insulin (Abcam, ab7842, 1:500) followed by incubation with the secondary antibody conjugated with Alexa 488 (Jackson ImmunoResearch, 715-546-150, 1:500) and 594 (Invitrogen, A32754, 1:500). Images were recorded using a fluorescence microscope at 20x magnification and cell counting was performed using Image J software. For each sample, at least 1000- 3000 β cells (insulin-positive cells) were counted in a blinded manner by a single person, and the number of Ki67-positive cells were recorded. The percentage of Ki67 positive cells was calculated using the formula: (number of Ki67/insulin double^+^ cells/total number of insulin^+^ cells) × 100%. For measurement of β-cell mass, mouse pancreas tissue was fixed in formaldehyde and embedded in paraffin. Five-micron sections of pancreas were cut and immunostained using insulin antibody (Abcam), followed by incubation with the secondary antibody conjugated with Alexa 594 (Invitrogen, A32754, 1:500). Images were captured using fluorescence microscope. Each slide was captured under both ×4 and ×20 magnifications for the whole pancreas and individual islets. Images were analyzed using Image J software. The beta-cell mass was calculated by using the formula: (β-cell area/pancreas area) × pancreatic weight (mg).

### Quantitative RT-PCR

Total RNA was isolated from tissues using RNeasy Mini Kit (Qiagen, Hilden, Germany, 74104) and 1 μg of RNA was reverse transcribed using a High Capacity cDNA Reverse Transcription kit (Applied Biosystems) according to the manufacturer’s instructions. Real-time PCR was performed using the LightCycler Fast-Start DNA Master Plus SYBR Green (Roche, Basel, Switzerland). Fluorescence was monitored and analyzed in QuantStudio™ 12K Flex Real-Time PCR System (Thermo Fisher) with primers shown in Supplementary Tables 1 and 2. TBP expression was used to normalize gene expression. Amplification of specific transcripts was confirmed by analyzing melting curve profiles at the end of each PCR.

### Immunoprecipitation and liquid chromatography-tandem mass spectrometry (LC-MS/MS)

To examine protein interactions, cells expressing Flag-tagged α4 were lysed in lysis buffer [20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM β-glycerolphosphate, 1 mM EDTA (pH 8.0), 1 mM Na_3_VO_4_, 1% NP-40, 1× protease inhibitor cocktail] and then centrifuged for 10 min at 21,200 × *g*. Fifteen milligrams protein lysates were incubated with Flag Magnetic Beads (Sigma) in a total volume of 15 ml for 1 h at 4 °C with end-to-end rotation. The protein complex-bound beads were washed three times with Lysis buffer and eluted the bound Flag-tagged protein with Elution buffer [1× TBS buffer (pH 7.5), 1× protease inhibitor cocktail (Sigma) and 150 ng/µl Flag peptide (Sigma)] by end-to-end rotation at 4 °C for 30 min. The samples were filtered by the Amicon Ultra. The eluted sample was added acetone (final acetone concentration 80% v/v) and incubated for 2 h at −20 °C. After removing the supernatant by centrifugation at 15,000 × *g* for 15 min at 4 °C, the precipitate was redissolved in 0.5% sodium dodecanoate and 100 mM Tris-HCl, pH 8.5 by using a water bath-type sonicator (Bioruptor UCD-200 SonicBio Corp., Kanagawa, Japan). The pretreatment of shotgun proteome analysis was performed as previously reported^60^. Peptides were directly injected onto a 75 μm × 20 cm, PicoFrit emitter packed in house with 2.7 μm core shell C18 particles at 45 °C and then separated with an 80 min gradient at a flow rate of 100 nl/min using an UltiMate 3000 RSLCnano LC system (Thermo Fisher Scientific, Waltham, MA, USA). Peptides eluting from the column were analyzed on a Q Exactive HF-X (Thermo Fisher Scientific) for overlapping window DIA-MS^60^. MS1 spectra were collected in the range of 495–785 *m*/*z* at 30,000 resolution to set an automatic gain control target of 3e6 and maximum injection time of 55. MS2 spectra were collected in the range of more than 200 *m*/*z* at 30,000 resolution to set an automatic gain control target of 3e6, maximum injection time of “auto.”, and stepped normalized collision energy of 22, 26, and 30%. An isolation width for MS2 was set to 4 *m*/*z* and overlapping window patterns in 500–780 *m*/*z* were used window placements optimized by Skyline v4.1^61^.

### Lipidomics

Samples were maintained at −80 °C until metabolic profiling was performed. Global lipidomic profiling was performed by Metabolon, Inc (Metabolon, Inc, Durham, NC). Instrument variability was determined by calculating the median relative standard deviation (RSD) for the internal standards that were added to each sample prior to injection into the mass spectrometer. Overall process variability was determined by calculating the median RSD for all endogenous metabolites (i.e., non-instrument standards) present in 100% of the Client Matrix samples, which are technical replicates of pooled client samples. Values for instrument and process variability meet Metabolon’s acceptance criteria.

Lipids were extracted from the serum samples in the presence of deuterated internal standards using an automated BUME extraction according to the method of Lofgren et al.^62^. Lipids were extracted from the adipose tissue in the presence of deuterated internal standards using a modified Bligh-Dyer extraction method using methanol/water/dichloromethane. The extracts were concentrated under nitrogen and reconstituted in 0.25 mL of 10 mM ammonium acetate dichloromethane:methanol (50:50). The extracts were transferred to inserts and placed in vials for infusion-MS analysis, performed on a Shimadzu LC with nano PEEK tubing and the Sciex SelexIon-5500 QTRAP. The samples were analyzed via both positive and negative mode electrospray. The 5500 QTRAP scan was performed in MRM mode with the total of more than 1100 MRMs. Individual lipid species were quantified by taking the peak area ratios of target compounds and their assigned internal standards, then multiplying by the concentration of internal standard added to the sample. Lipid class concentrations were calculated from the sum of all molecular species within a class, and fatty acid compositions were determined by calculating the proportion of each class comprised by individual fatty acids.

### RNA-Seq processing

RNA was purified from Qiazol homogenate according to the manufacturer’s protocol. RNA-Seq analysis was performed by the Takara Bio Inc. RNA-seq libraries were prepared using the TruSeq Stranded mRNA Sample Prep Kit (Takara). RNA-seq libraries were sequenced using 2×150 bp paired-end reads on the NovaSeq6000 instrument and NovaSeq6000 S4 Reagent Kit.

### Seahorse bioanalyzer

A Seahorse XFe96 Flux analyzer (Agilent Technologies) was utilized to measure oxygen consumption rate (OCR) according to manufacturer’s protocol. Brown preadipocytes were seeded into XFe 24 cell culture microplates at the density of 10,000 cells per well and induced differentiation with an induction mixture for 7 days. To measure parameters of mitochondrial function, the XF Cell Mito Stress Test (Agilent, cat. no. 103015-100) was utilized by directly measuring the OCR of cells. Cells were given 1 mM pyruvate, 2 mM glutamine and 10 mM glucose in the XF Base medium (143 mM NaCl, 5.4 mM KCl, 1.8 mM CaCl_2_, 0.8 mM MgSO_4_, 0.91 mM NaH_2_PO_4_ and 3 mg/L M Phenol Red), followed by sequential addition of 2 µM oligomycin, 2.5 µM FCCP, and 1 µM antimycin. Basal respiration, ATP production, and maximal respiration capacity was calculated with the subtraction of non-mitochondrial respiration. For the quantitation in the bar graphs, data points for all wells across the four time points were averaged. Cells were lysed in 0.1% SDS solution and protein concentrations were measured and used for normalization of OCR values.

### Proteome data analysis

MS files were searched against a mouse spectral library using Scaffold DIA (Proteome Software, Inc., Portland, OR). The spectral library was generated from mouse protein sequence database (UniProt id UP000000589, reviewed, canonical) by Prosit^63^. The Scaffold DIA search parameters were as follows: experimental data search enzyme, trypsin; maximum missed cleavage sites, 1; precursor mass tolerance, 8 ppm; fragment mass tolerance, 10 ppm; static modification, cysteine carbamidomethylation. The protein identification threshold was set both peptide and protein false discovery rates of less than 1%. Peptide quantification was calculated by EncyclopeDIA algorithm^64^ in Scaffold DIA. For each peptide, the four highest-quality fragment ions were selected for quantitation. Protein quantification was estimated from the summed peptide quantification.

### Statistics

Data except for box plots are presented as mean ± SEM and analyzed by two-tailed Student’s *t-*test or One-way ANOVA followed by Tukey’s or Bonferroni’s post hoc tests. Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles. Biological replicates are indicated in the figure legends. Statistics were carried out using GraphPad 7 or Excel version 16.64. Results were considered significant if *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All data generated from this study are available within the paper and its Supplementary Information/Source data file. Source data are provided with this paper. RNA-seq data generated in this study are available at NCBI GEO database under the accession number GSE210407. Lipidomics raw data have been deposited via the figshare repository [10.6084/m9.figshare.20417667.v1]. All raw proteomic data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD036915. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Phosphatase protector alpha4 (α4) is involved in adipocyte maintenance and mitochondrial homeostasis through regulation of insulin signaling
**Source:** Nat Commun. 2022 Oct 14;13:6092. doi: 10.1038/s41467-022-33842-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Masaji Sakaguchi, Shota Okagawa, Yuma Okubo, Yuri Otsuka, Kazuki Fukuda, Motoyuki Igata, Tatsuya Kondo, Yoshifumi Sato, Tatsuya Yoshizawa, Takaichi Fukuda, Kazuya Yamagata, Weikang Cai, Yu-Hua Tseng, Nobuo Sakaguchi, C. Ronald Kahn and Eiichi Araki.

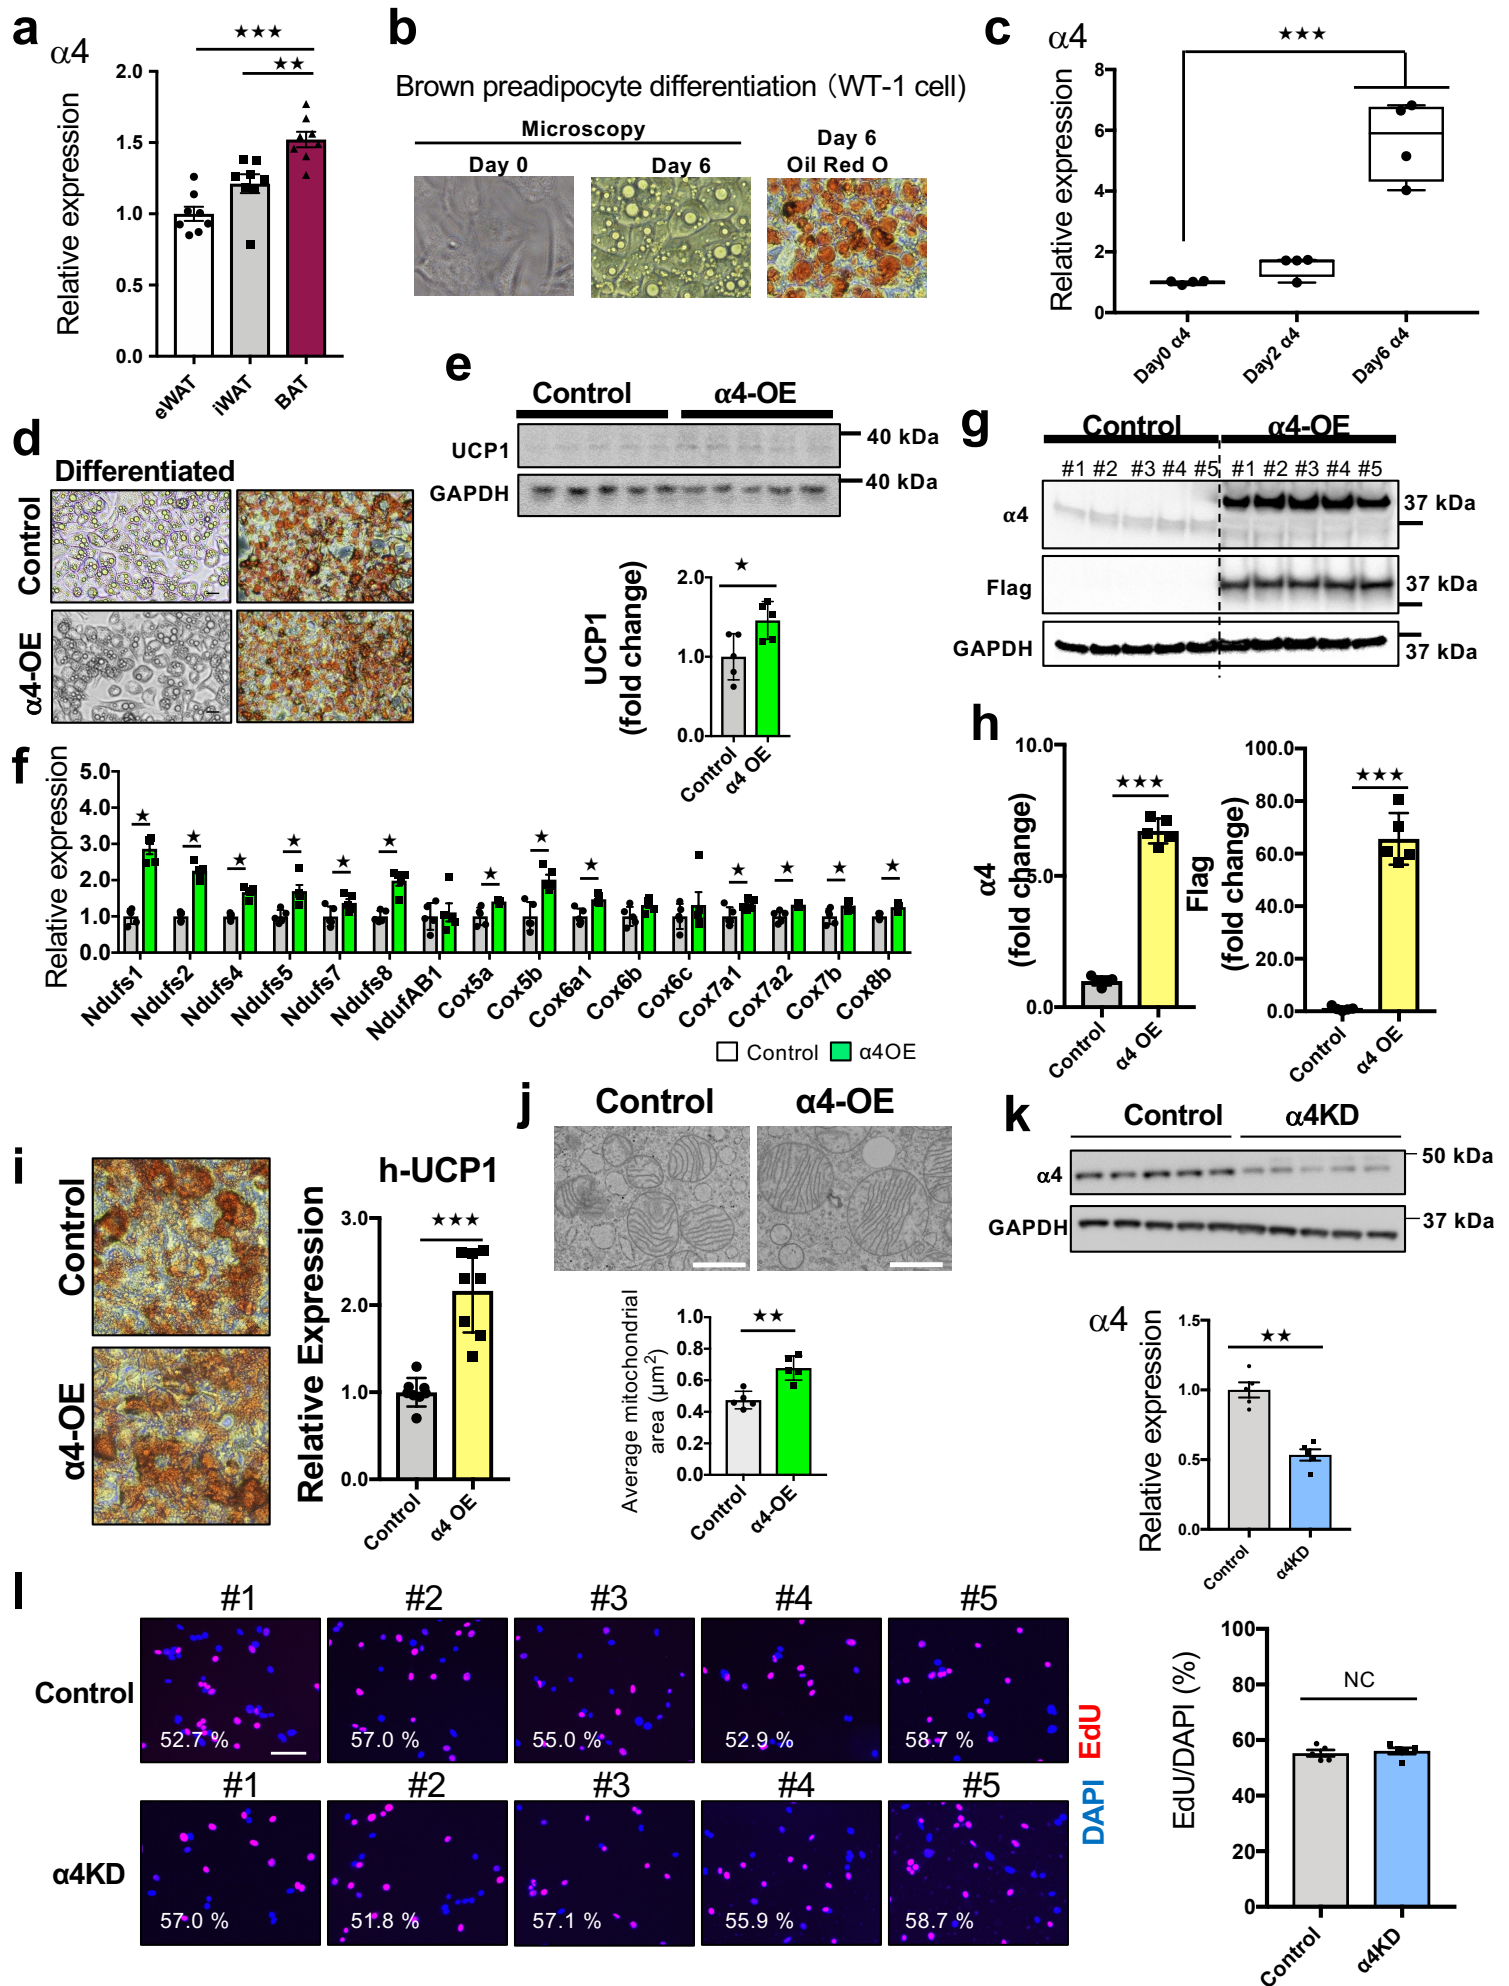

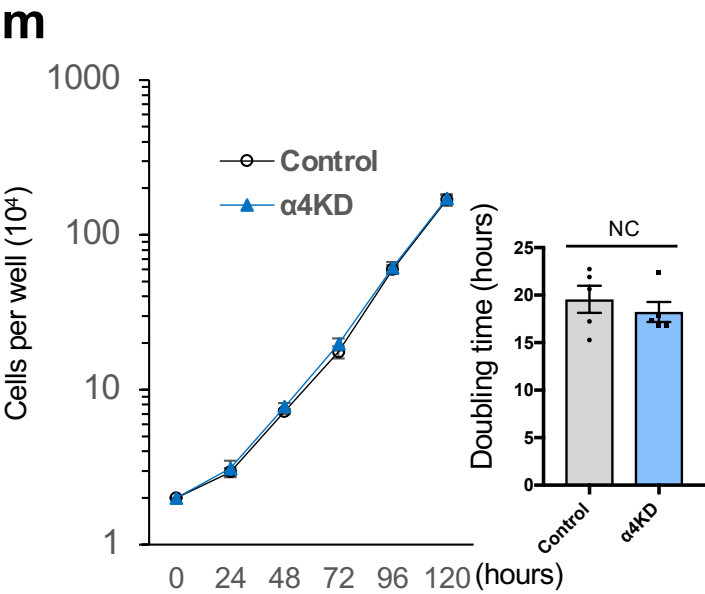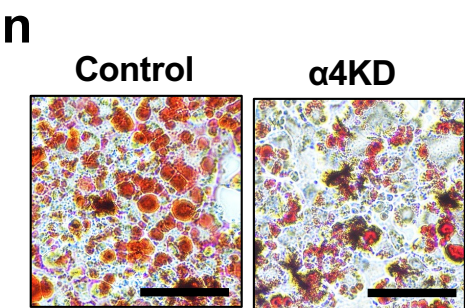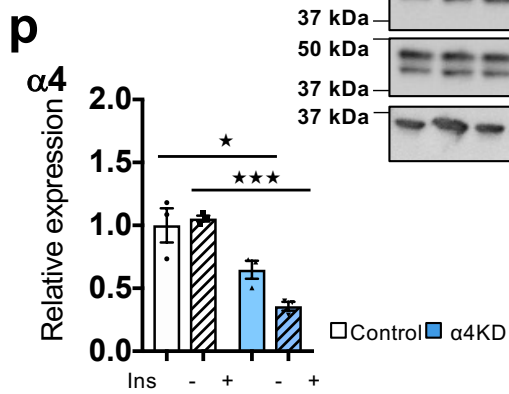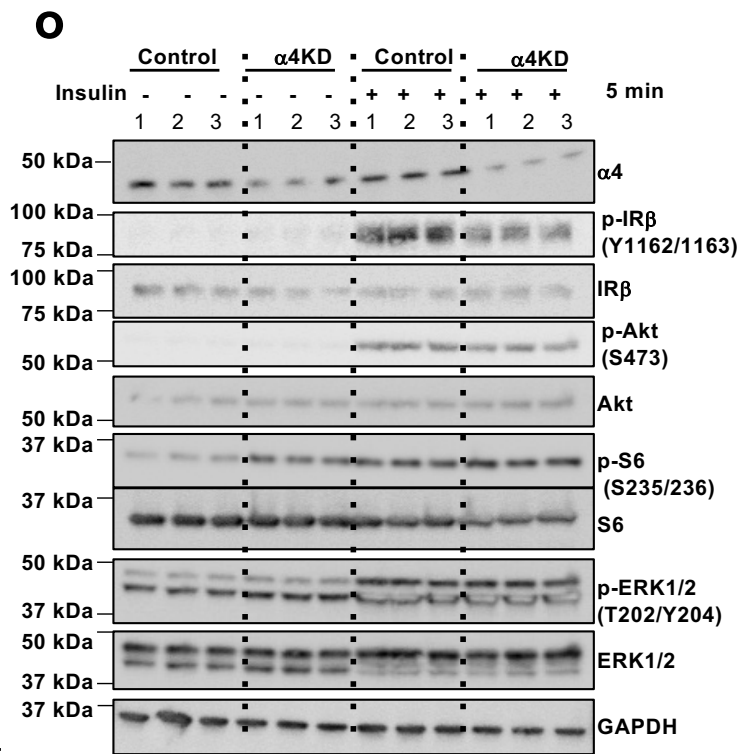

### **Supplementary Figure 1. Knockdown of $\alpha 4$ in brown preadipocytes decreased insulin signaling.**

(a)  $\alpha 4$  expression (qPCR) from three different adipose tissues of 5-month-old C57BL/6J mice. Data are presented as mean  $\pm$  SEM (One-way ANOVA post hoc Bonferroni test, \*\*  $p = 0.003$ , \*\*\*  $p < 0.0001$ ,  $n = 8$ ). (b) The bright-field microscopy image of the differentiated brown preadipocytes corresponds to Days 0 and 6; Scale bar = 100  $\mu\text{m}$ . The results of Oil red O staining corresponding to Day 6 are also shown. (c) Densitometric analysis of  $\alpha 4$  in lysates from brown preadipocyte cells during the differentiation process before or 2 and 6 days after induction of the differentiation. Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles (One-way ANOVA post hoc Bonferroni test,  $n = 4$ , \*\*\*  $p < 0.0001$ ). (d) Bright field microscopy picture (left) and Oil red O staining (right) of the mouse differentiated brown adipocyte from Control and overexpressed 3XFlag- $\alpha 4$  ( $\alpha 4$  OE) cells. The experiments were repeated independently three times. Scale bars, 100  $\mu\text{m}$ . (e) Immunoblotting and densitometric analysis of UCP1 in lysates from differentiated adipocytes of  $\alpha 4$ -OE cells. Data are mean  $\pm$  SEM (two-tailed Student t-test, \*  $p = 0.02$ ,  $n = 5$  per group). (f) Mitochondrial markers in differentiated brown adipocytes from Control and 3XFlag- $\alpha 4$  transfected ( $\alpha 4$ -OE) mice cells. Data are mean  $\pm$  SEM (two-tailed Student t-test,  $n = 5$  per group, \*  $p < 0.05$ ). (g) Immunoblotting for  $\alpha 4$  and Flag in lysates from Control human brown preadipocytes or cells overexpressed 3XFlag- $\alpha 4$  ( $\alpha 4$ -OE). ( $n = 5$  biologically independent cell clones/group) (h) Densitometric analysis of  $\alpha 4$  and Flag in human brown preadipocytes. Data are mean  $\pm$  SEM of  $n = 5$  (two-tailed Student t-test, \*\*\*  $p < 0.0001$ ). (i) Representative Oil red O staining (left) and UCP1 mRNA expression (right) in human differentiated brown adipocytes from Control ( $n = 8$ ) and 3XFlag- $\alpha 4$ -OE cells ( $n = 8$ ). Data are mean  $\pm$  SEM (two-tailed Student t-test, \*\*\*  $p < 0.0001$ ). (j) (upper) Representative electron microscopic images of mitochondria in differentiated brown adipocytes from Control and  $\alpha 4$ -OE cells. Scale bar, 1.0  $\mu\text{m}$ . (bottom) Quantification of the average mitochondrial size from Control and  $\alpha 4$ OE brown adipocytes. Data are mean  $\pm$  SEM (Two-tailed Student's t-test, \*\*  $p = 0.001$ ;  $n = 5$ ). (k) Immunoblotting and densitometric analysis of  $\alpha 4$  in lysates from preadipocytes depleted of  $\alpha 4$  ( $\alpha 4$  KD) by shRNA. Data are mean  $\pm$  SEM (two-tailed Student t-test, \*\*  $p = 0.0001$ ; five clones used in the experiments). (l) Representative images of EdU (Red) incorporation in Control and  $\alpha 4$ KD cells. Scale bars, 100  $\mu\text{m}$  (left). Quantification of BrdU+ DAPI+ cells (right). Data are mean  $\pm$  SEM (two-tailed Student t-test, five clones with the quadruplicate were used). (m) Cells were plated at a density of 20,000 cells per well and their number determined at 24h intervals for 5 consecutive days (left). Doubling time was calculated during the exponential growth phase between day 3 and day 4 after plating (right). Data are mean  $\pm$  SEM (five clones were used in the experiments). (n) Oil red O staining of the mouse differentiated brown adipocyte from Control and  $\alpha 4$  KD cells. The experiments were repeated independently three times. Scale bars, 80  $\mu\text{m}$ . (o) Western blot analysis of insulin signaling in lysates from  $\alpha 4$  KD preadipocytes 5 min after 100 nM insulin stimulation for indicated antibodies. Three clones used in three independent experiments. (p) Relative changes of  $\alpha 4$  based on the densitometric immunoblotting analysis (Supplementary Figure 1i) of cell lysates of adipocytes from  $\alpha 4$ KD-treated and Control mice for 5 min using 100 nM insulin. Data are presented as mean  $\pm$  SEM (One-way ANOVA post hoc Bonferroni test, \*  $p = 0.02$ , \*\*\*  $p = 0.0005$ , Three clones used in three independent experiments.).

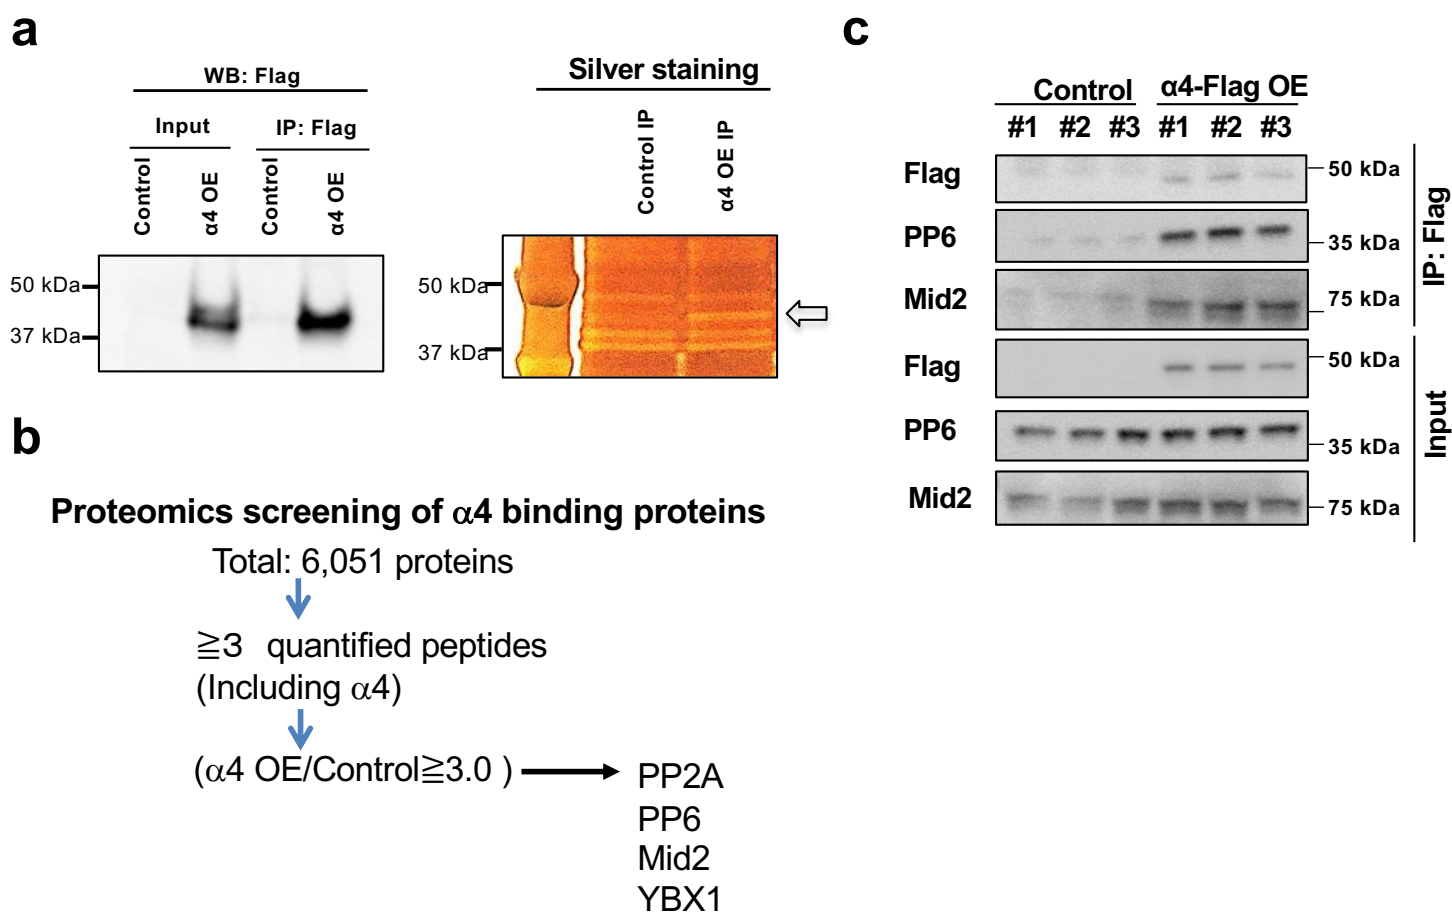

**Supplementary Figure 2. Identification of  $\alpha 4$  binding protein which regulates IR tyrosine phosphorylation.**

**(a)** Flag-tagged  $\alpha 4$  associated with the protein complex immunoprecipitated using Flag beads from the lysates of brown adipocytes as in **(Fig. 2a)** and subjected to SDS-PAGE with silver staining.

**(b)** Proteomics screening of  $\alpha 4$  binding proteins. For the mass spectroscopic proteomic analysis, we compared the Control ( $n = 1$ ) and  $\alpha 4$  overexpressing ( $n = 2$ , biological replicates) samples.

**(c)** Flag-tagged  $\alpha 4$  immunoprecipitation showed the interaction between Mid2 with  $\alpha 4$  as well as that between PP6 and  $\alpha 4$  in brown preadipocytes.

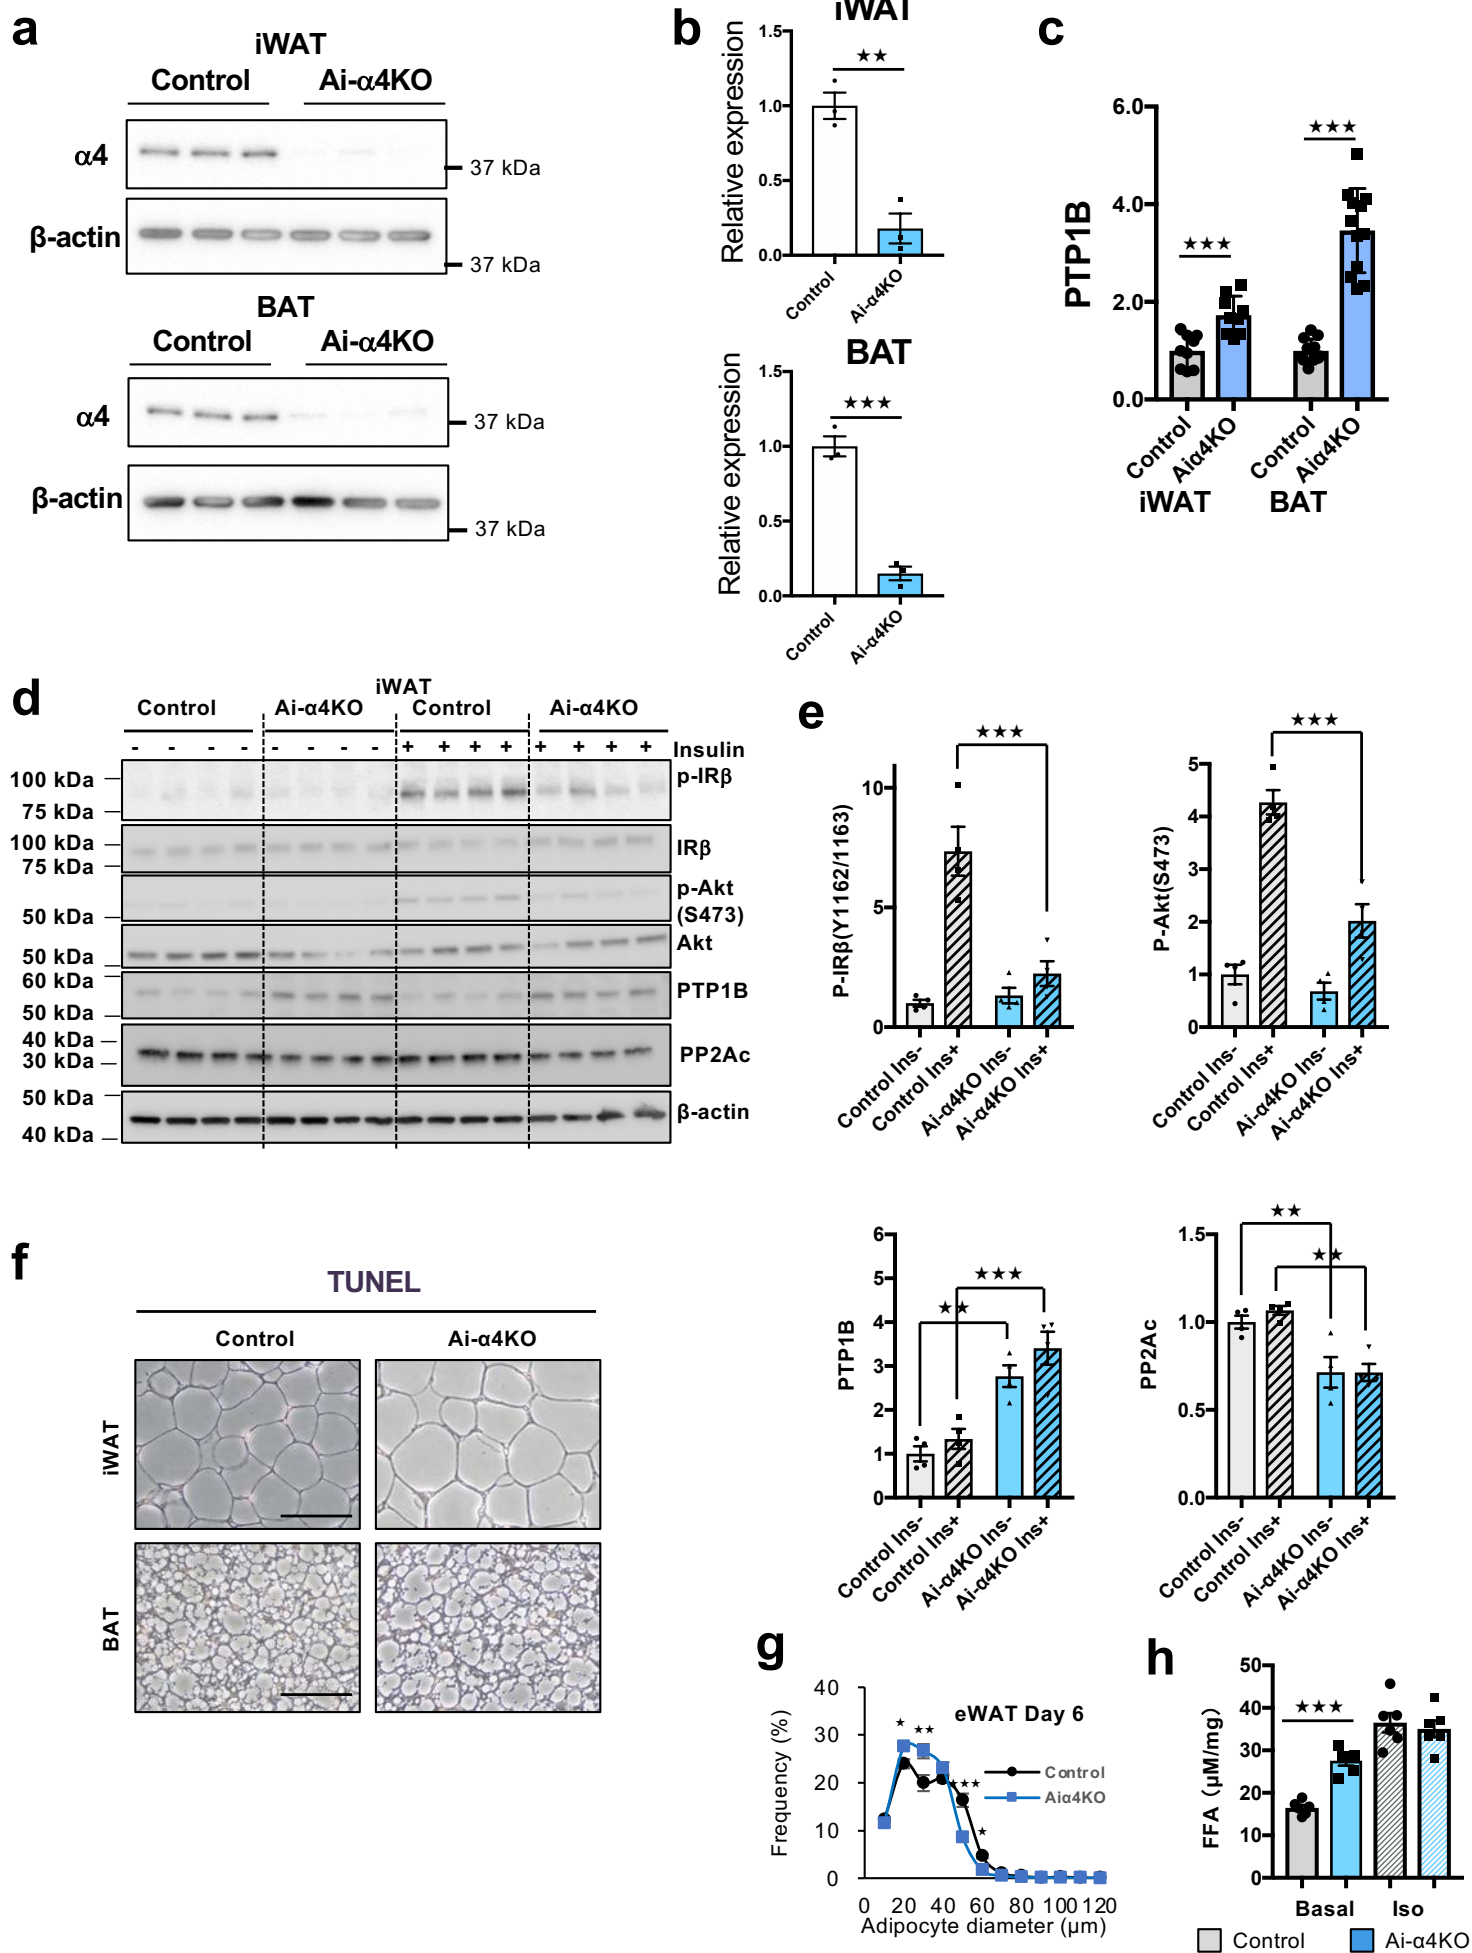

| Abbreviation | Name                         | Group          |
|--------------|------------------------------|----------------|
| CE           | Cholesteryl ester            | Neutral Lipids |
| MAG          | Monoacylglycerol             |                |
| DAG          | Diacylglycerol               |                |
| TAG          | Triacylglycerol              |                |
| PC           | Phosphatidylcholine          | Phospholipids  |
| PE           | Phosphatidylethanolamine     |                |
| PI           | Phosphatidylinositol         |                |
| LPC          | Lysophosphatidylcholine      |                |
| LPE          | Lysophosphatidylethanolamine | Sphingolipids  |
| SM           | Sphingomyelin                |                |
| CER          | Ceramide                     |                |
| HCER         | Hexosylceramide              |                |
| LCER         | Lactosylceramide             |                |
| DCER         | Dihydroceramide              |                |

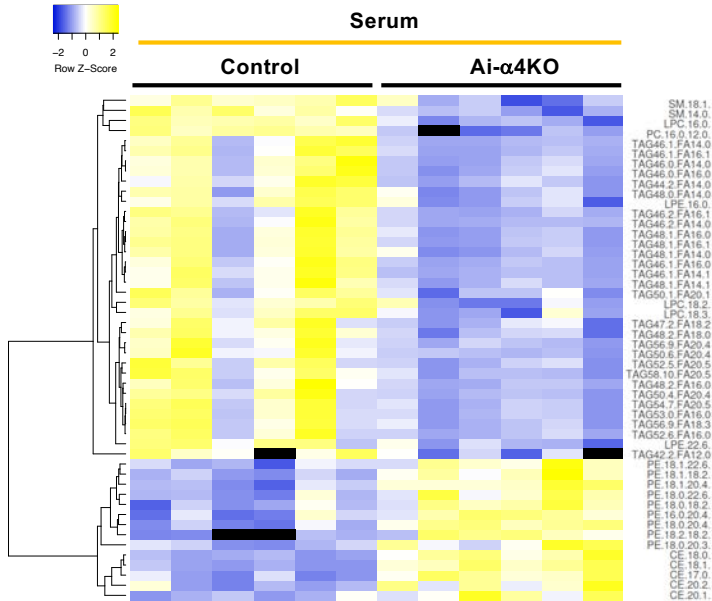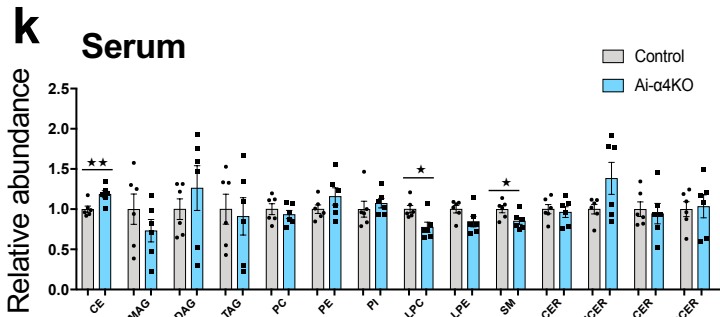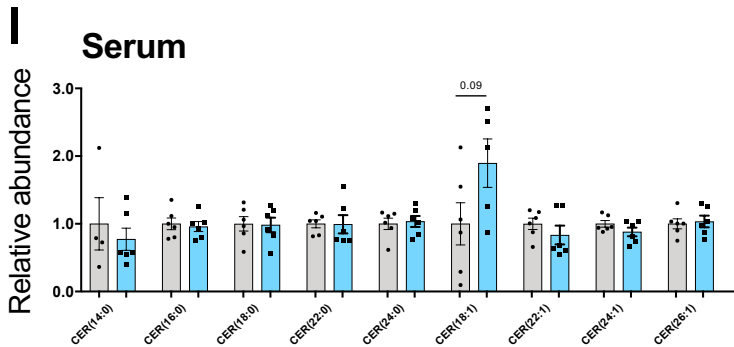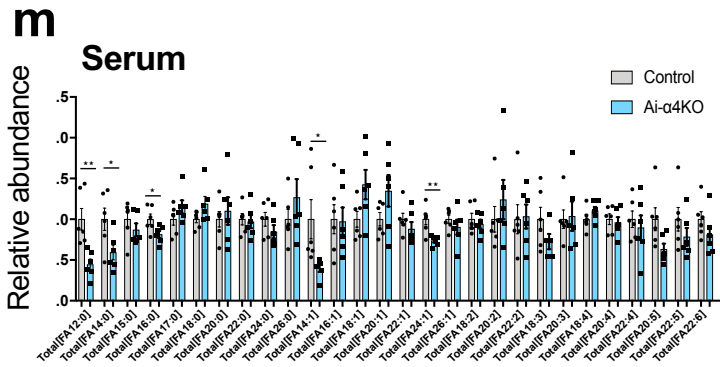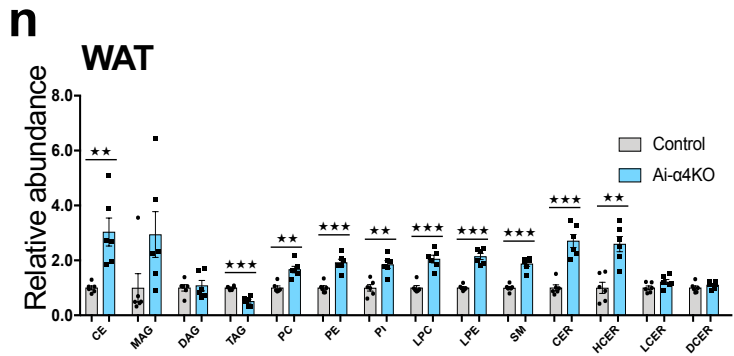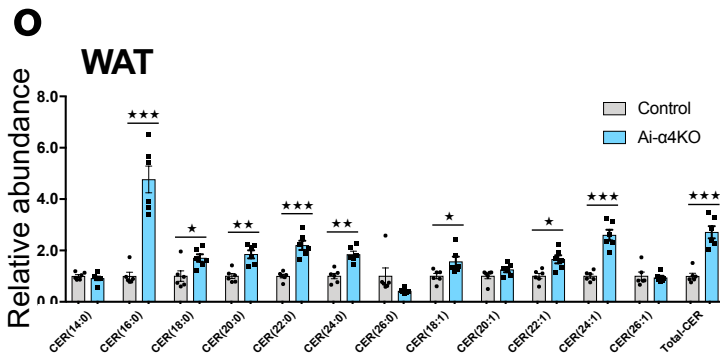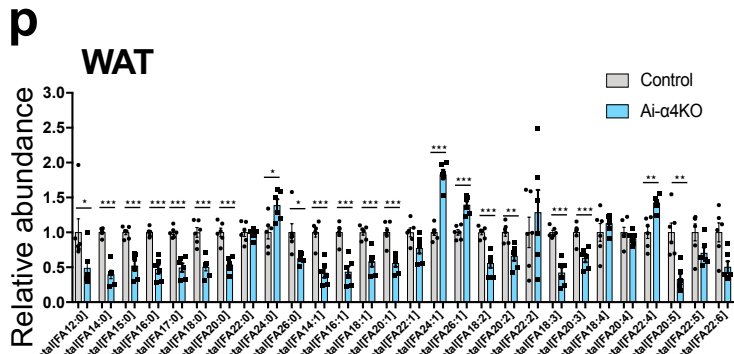

### Supplementary Figure 3. Acute loss of $\alpha 4$ in adipocytes altered serum lipid profiles.

(a) Western blot analysis and (b) densitometric analysis of  $\alpha 4$  in inguinal WAT (**upper**) and interscapular BAT (**bottom**) of Control and Ai- $\alpha 4$ KO mice at day 3. Data are mean  $\pm$  SEM (two-tailed Student t-test, \*\*  $p = 0.003$ , \*\*\*  $p = 0.0004$ ,  $n = 3$ ). (c) YBX1 mRNA expression measured by real-time qPCR in iWAT ( $n = 9$  per genotype) and BAT ( $n = 12$  per genotype) from Control and Ai- $\alpha 4$ KO. Data are mean  $\pm$  SEM (two-tailed Student t-test, iWAT: \*\*\*  $p = 0.0006$ , BAT: \*\*\*  $p < 0.0001$ ). Western blot analysis of insulin signaling (d) and densitometric analysis of phosphorylated IR, phosphorylated Akt and PTP1B in inguinal WAT (e) of 3-months-old fasted Control and Ai- $\alpha 4$ KO mice 10 min after i.v. insulin stimulation (5 IU per mouse) or control saline ( $n = 4$ ). Data are mean  $\pm$  SEM (One-way ANOVA post hoc Bonferroni test: \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ ). (f) TUNEL staining results corresponding to iWAT and BAT sections from Control and Ai- $\alpha 4$ KO mice on Day 3. Scale bars = 50  $\mu$ m. (g) Diameter distribution of isolated eWAT adipocytes in Control and Ai- $\alpha 4$ KO at day 6. Data are mean  $\pm$  SEM (two-tailed Student t-test, \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*  $p < 0.001$ ,  $n = 8$ /group). (h) Lipolysis assessed by FFA release from eWAT of Control and Ai- $\alpha 4$ KO mice on Day 6. Samples were incubated ex vivo in the presence or absence of 10 mM isoprenaline, and FFA release into the medium was quantified. (Two-tailed Student's t-test, \*\*\*  $p = 0.0006$ ;  $n = 6$ /group). (i) Quantified lipid classes and their abbreviations. (j) Heatmap of top 50 lipid species from serum differentially regulated between Control and Ai- $\alpha 4$ KO in mice ( $n = 5$  per group) at 1week. Lipid class concentrations of Serum (k) and iWAT (n) from Ai- $\alpha 4$ KO expressed as 1.0 of Control. Fatty acid concentrations of the indicated chain lengths were quantified in Serum (l) and iWAT (o) from Ai- $\alpha 4$ KO expressed as 1.0 of Control. Ceramide species of the indicated chain lengths were quantified in Serum (m) and iWAT (p) from Ai- $\alpha 4$ KO expressed as 1.0 of Control. Data are mean  $\pm$  SEM (two-tailed Student t-test, \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ ,  $n = 5$  per group).

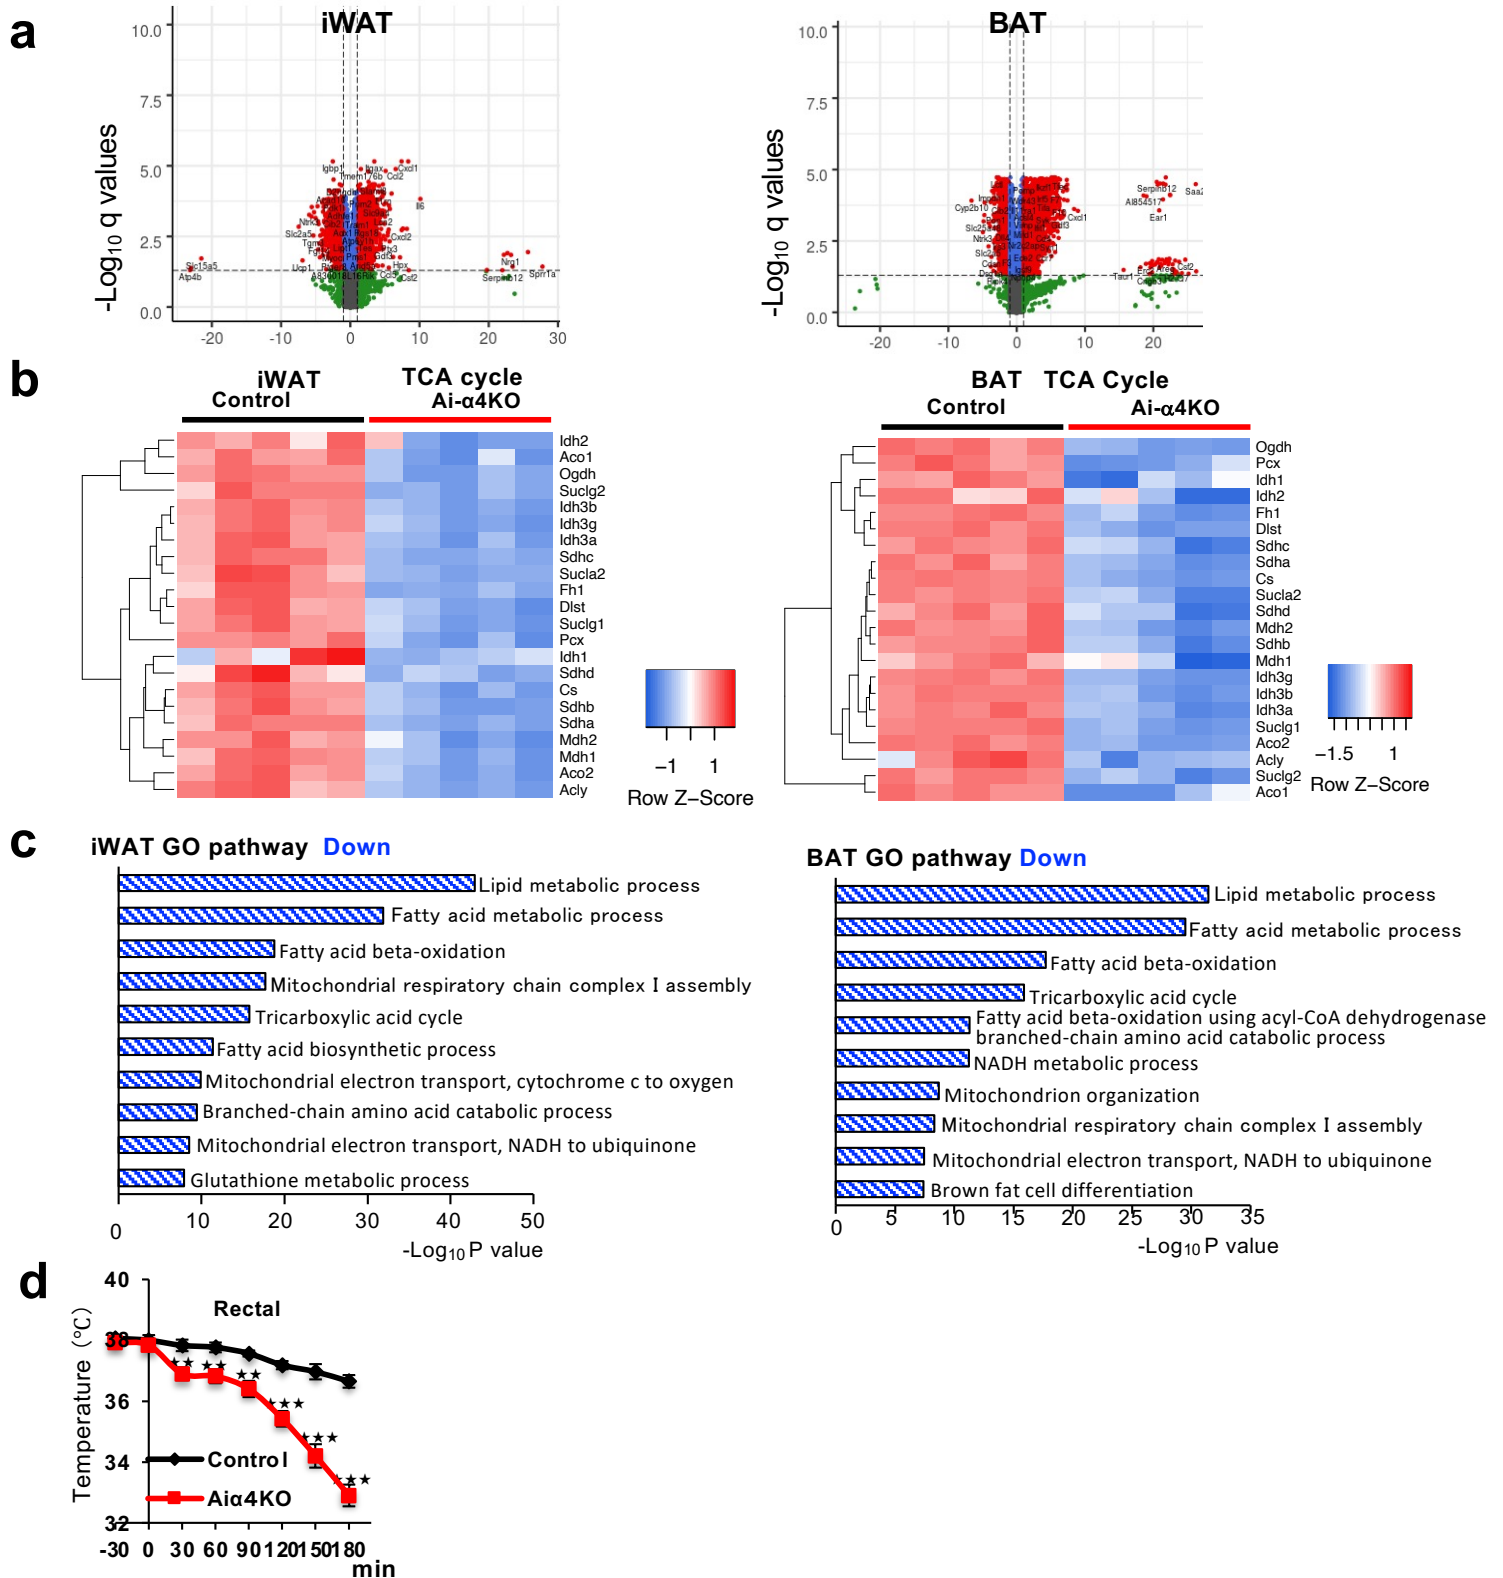

**Supplementary Figure 4. Acute loss of  $\alpha 4$  reduces a Mitochondrial Biogenesis gene signature in adipose tissues.**

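The 28 genes of the citrate cycle, namely those of the heatmap in Supplementary Fig. 4b and the subunits of pyruvate dehydrogenase and PEP carboxykinase added before the data were examined, were all tested in both tissues. All 28 had a lower estimate in Ai-α4KO than in Control iWAT, with 24 past an adjusted p below 0.01 and a fold change of at least 2 in edgeR's quasi-likelihood test. In BAT all 28 were lower as well, with 25 past the thresholds, and the adjustment over the list alone gave the same counts in each tissue. The median log2 fold change over the list was -1.56 in iWAT and -1.75 in BAT. The mean log2 CPM of the list went from 9.21 ± 0.27 to 7.54 ± 0.16 in iWAT and from 10.40 ± 0.08 to 8.61 ± 0.23 in BAT (SD, n = 5 each; exact permutation test, two-sided, p = 0.0079 in each tissue). Relative to the mean of adipocyte marker genes, the list did not change beyond the spread of the libraries in either tissue.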

(a) Volcano plot showing the distribution of differentially regulated genes in iWAT (left) and BAT (right), with log ratio of fold change in Control versus fold change in Ai- $\alpha 4$ KO on x axis and  $-\log_{10} q$  value on y axis. (b) Genes involved in the TCA cycle pathway in iWAT and BAT were listed in the heatmap, and the color intensities indicate Z-score of each sample by gene.

(c) Top ten directionally down-regulated GO pathways between Control and Ai- $\alpha 4$ KO in iWAT (left) and BAT (right). (d) Rectal temperature of Control (n = 6) and Ai- $\alpha 4$ KO (n = 5) mice on Day 10 during a 3-h exposure to an environment at 4 ° C. Data are mean  $\pm$  SEM (Two-tailed Student's t-test: \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ ).

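Among the 1635 GO biological process terms of 10 to 300 tested genes in the deposited annotation, 12 were lower in Ai-α4KO iWAT at an adjusted p below 0.01 by limma's camera with Benjamini-Hochberg adjustment. In BAT 11 of 1612 terms were lower. Ranked by camera's p, the tricarboxylic acid cycle was the first lower term in both tissues (adjusted p = 2.4e-10 in iWAT and 1.2e-08 in BAT). It was followed in both by fatty acid beta-oxidation, with a median log2 fold change of -1.36 in iWAT (adjusted p = 4.94e-07) and -1.25 in BAT (adjusted p = 1.1e-06). The GO terms were added after the data were seen.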

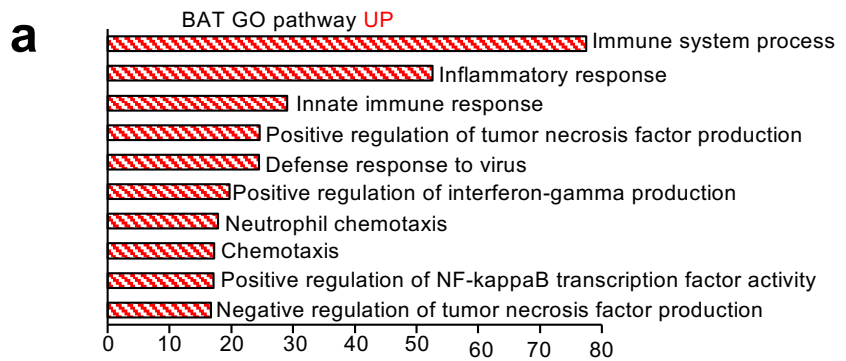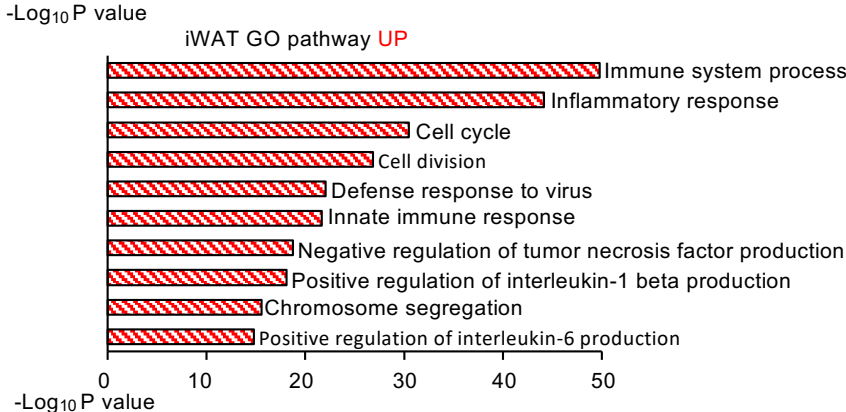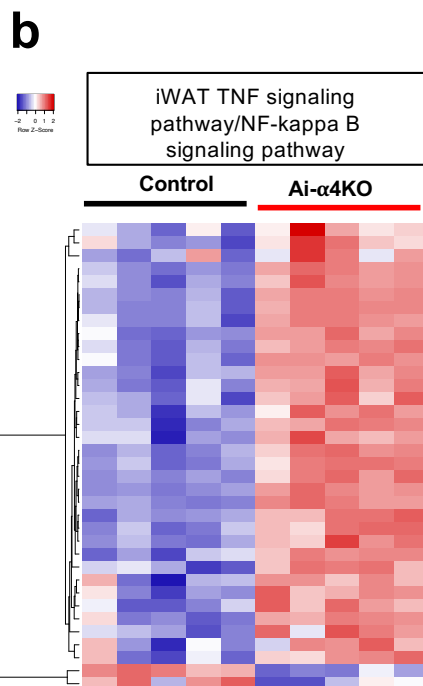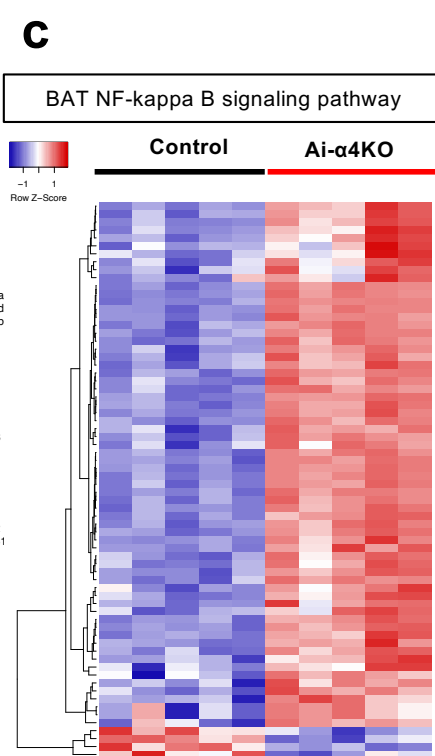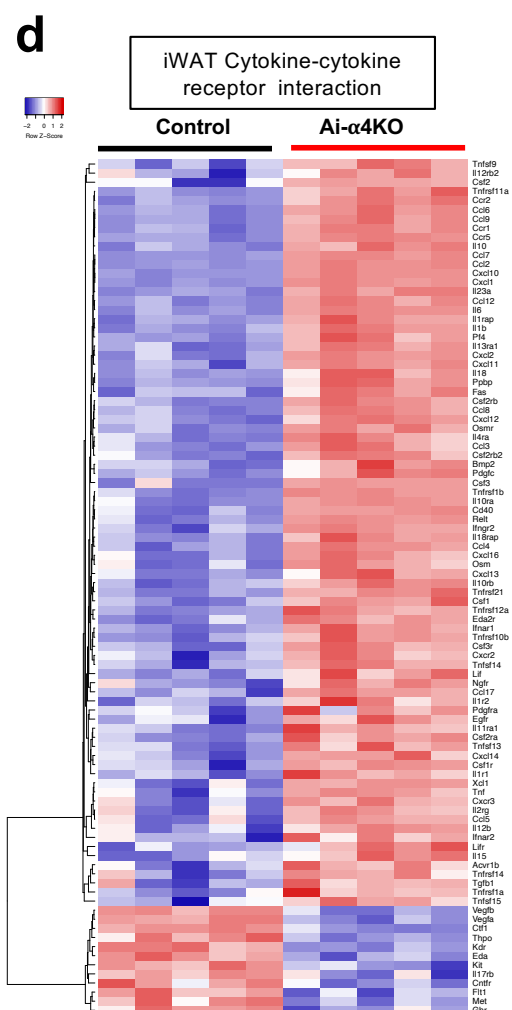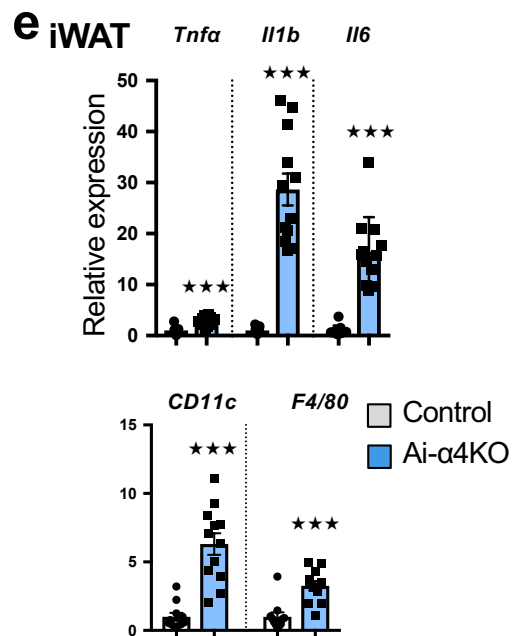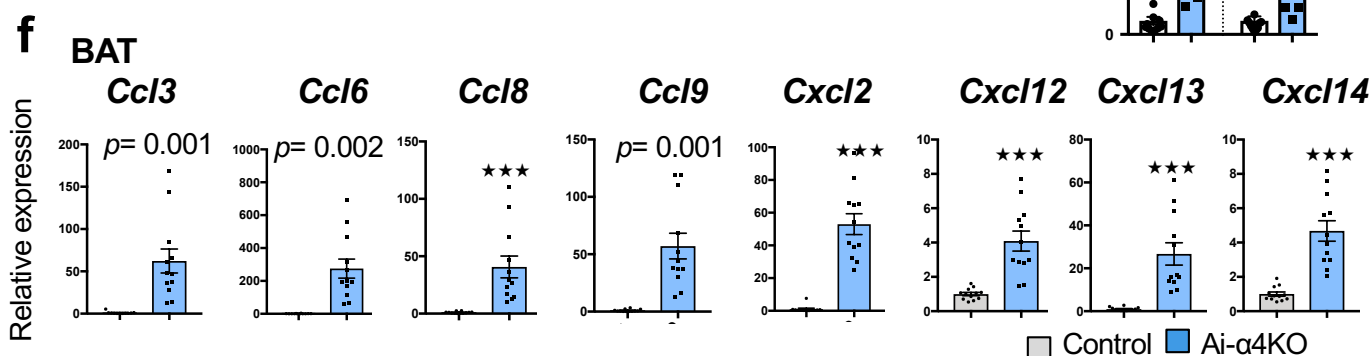

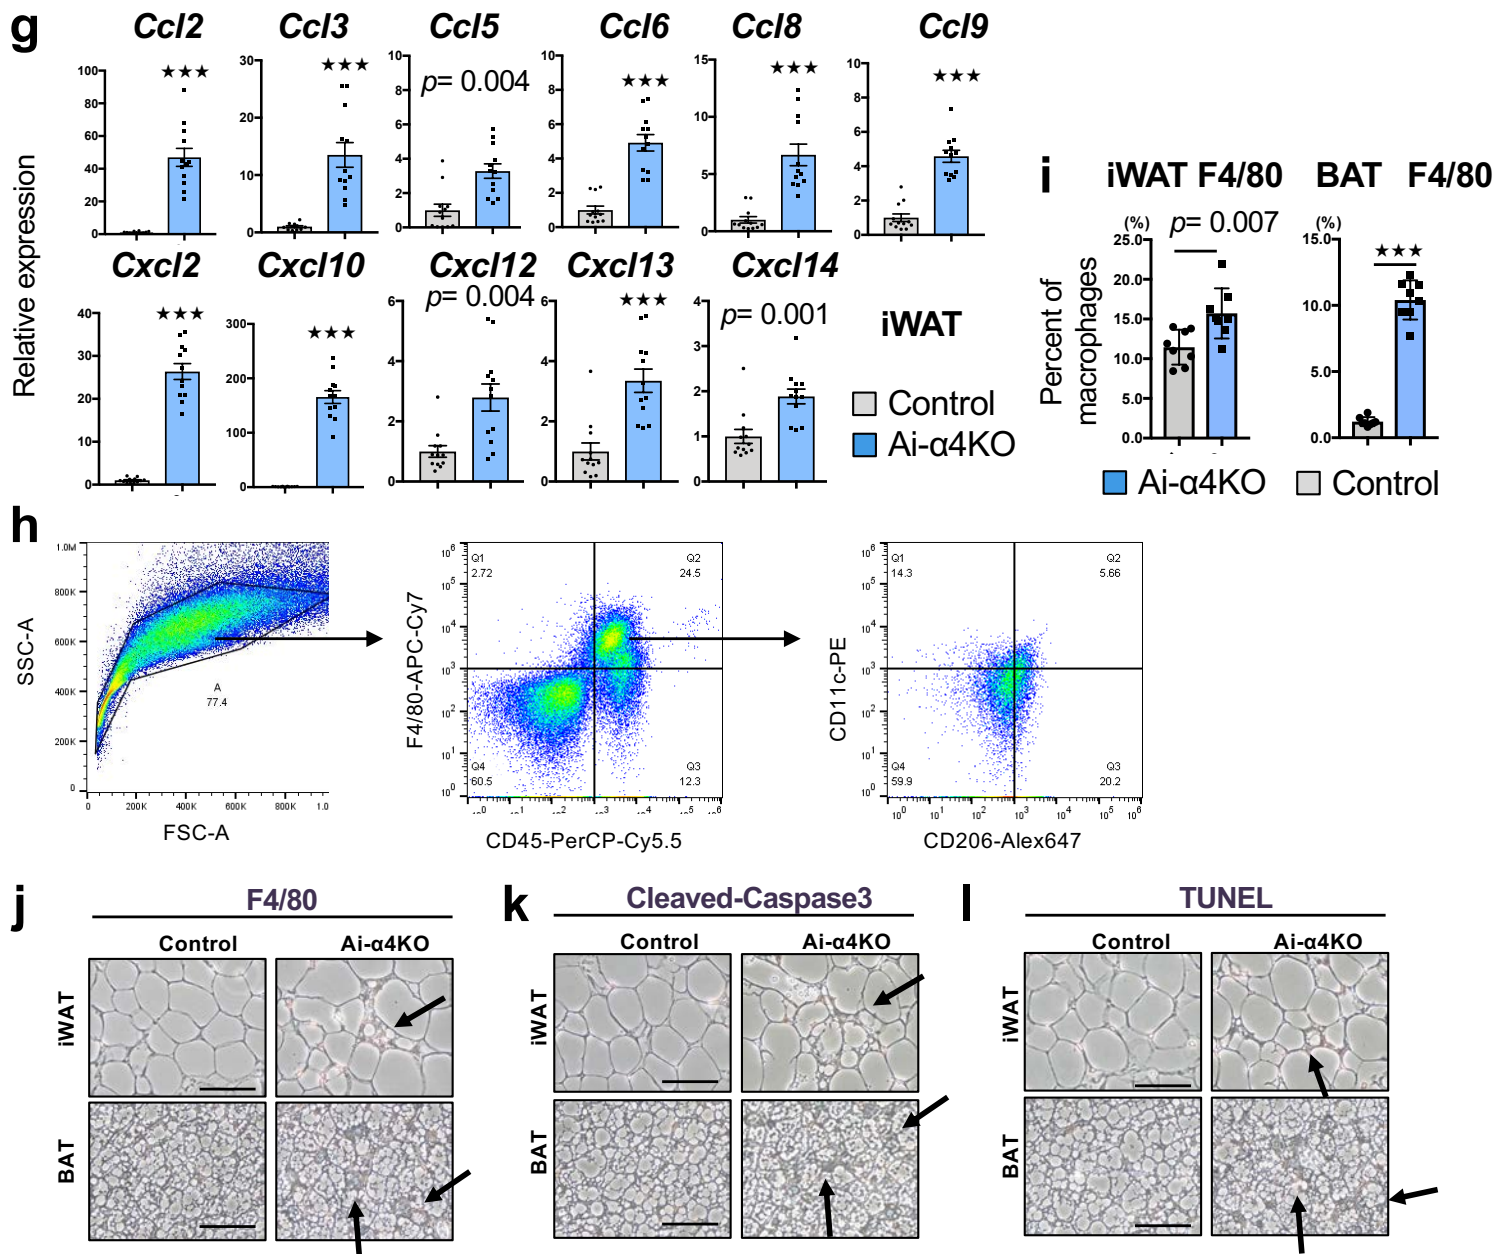

**Supplementary Figure 5. Acute loss of  $\alpha 4$  induces inflammatory chemokines and chemokine receptors gene signatures in adipose tissues.**

(a) Top directionally up-regulated GO pathways between Control and Ai- $\alpha 4$ KO in BAT (upper) and iWAT (bottom). 

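In Ai-α4KO BAT 83 GO biological process terms were higher at an adjusted p below 0.01 by limma's camera, and in iWAT 54. Ranked by camera's p, the first higher term in BAT was immune system process (294 genes, median log2 fold change 1.53, adjusted p = 1.87e-12), followed by immune response (median 2.50, adjusted p = 8.14e-12) and inflammatory response. In iWAT the first was chromosome segregation (76 genes, median log2 fold change 0.72, adjusted p = 2.06e-07).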

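In the KEGG pathways of the deposited annotation, tested with limma's camera, cytokine-cytokine receptor interaction held 190 tested genes in iWAT, of which 65 were higher in Ai-α4KO mice past the thresholds (median log2 fold change 0.58, adjusted p = 7.87e-05). Ranked by camera's p, it was at 19 among the higher pathways in iWAT. In BAT 98 of its 180 tested genes were higher (median 1.48, adjusted p = 4.82e-09), at rank 8. The TNF signaling pathway had 40 of 106 genes higher in iWAT (median 0.57, adjusted p = 3.74e-06, rank 11) and 43 of 106 in BAT (median 0.77, adjusted p = 8.75e-06, rank 22). The NF-κB signaling pathway had 30 of 89 genes higher in iWAT (median 0.58, adjusted p = 1.88e-05, rank 14) and 43 of 87 in BAT (median 1.10, adjusted p = 7.29e-08, rank 11).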

Heatmap of Genes involved in the cytokine-cytokine receptor interaction (b) in iWAT and TNF/NF- $\kappa$ B signaling pathways in iWAT (c) and BAT (d) were listed in the heatmap, and the color intensities indicate Z-score of each sample by gene. (e) Expression levels of inflammatory cytokines and inflammasome components measured by real-time qPCR in iWAT from Control and Ai- $\alpha 4$ KO at day 10 ( $n = 11$  per group). Expression levels of genes for chemokines were measured by real-time qPCR in BAT (f) and iWAT (g) from Control and Ai- $\alpha 4$ KO ( $n = 12$  per group). (h) Flow cytometry gating strategy of macrophage populations in the adipose tissues. Representative dot plots showing Single cells, Live cells and C + cells were sorted for CD45+ and F4/80+ and were then sorted on the basis of expression of CD11c and CD206. (i) Percent of macrophages (F4/80+) infiltrated in iWAT and BAT in Control and Ai- $\alpha 4$ KO mice by flowcytometric analysis ( $n = 8$  per group). Staining of iWAT and BAT sections from Control and Ai- $\alpha 4$ KO mice on Day 6 for (j) F4/80 and (k) cleaved-caspase3. (l) TUNEL staining results corresponding to iWAT and BAT sections from Control and Ai- $\alpha 4$ KO mice on Day 6. Scale bars =50  $\mu$ m. The red arrow shows TUNEL positive cells. Experiments in j-l were repeated three times independently. All data are mean  $\pm$  SEM (two-tailed Student t-test). Statistical significance is shown as  $p < 0.05$  (the exact  $p$  value) or  $p < 0.001$  (\*\*\*).

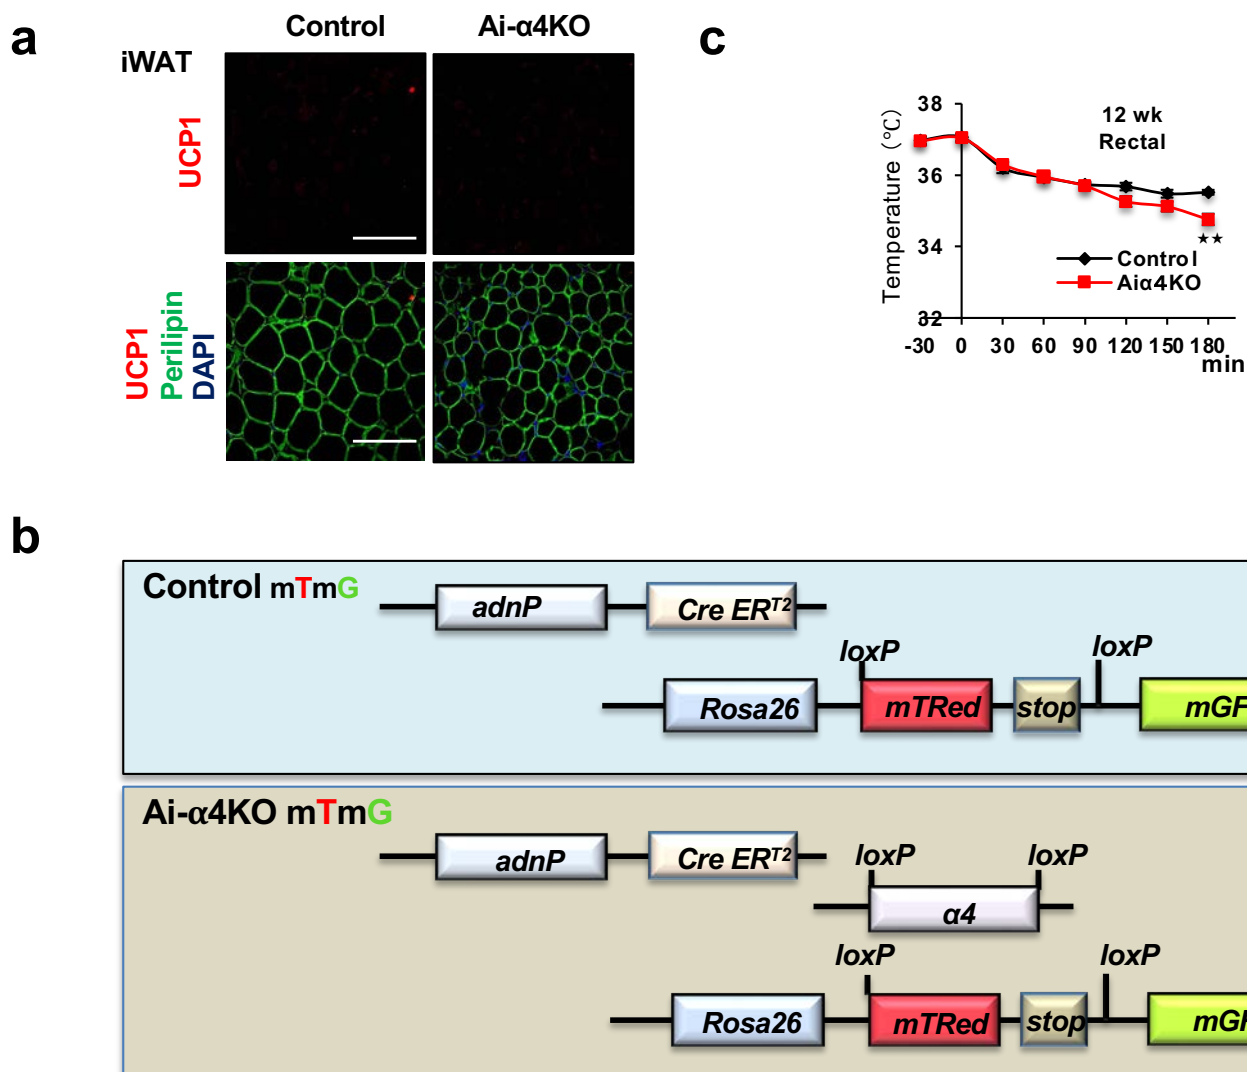

**Supplementary Figure 6. Adipose tissue biology in Control and Ai- $\alpha$ 4KO mice.**

**(a)** UCP1 expression in iWAT from Control and Ai- $\alpha$ 4KO mice on Days 74. Scale bars = 100  $\mu$ m. **(b)** Strategy for identifying newly developed adipocytes in Ai- $\alpha$ 4KO mice in combination with floxed *mTmG* mouse. **(c)** Rectal temperature in male Control and Ai- $\alpha$ 4KO mice at 30-min intervals during the 3-h exposure of mice aged 12 wks to an environment at 4 ° C. Data are mean  $\pm$  SEM (Two-tailed Student's t-test: \*\*  $p$  = 0.002;  $n$  = 5)

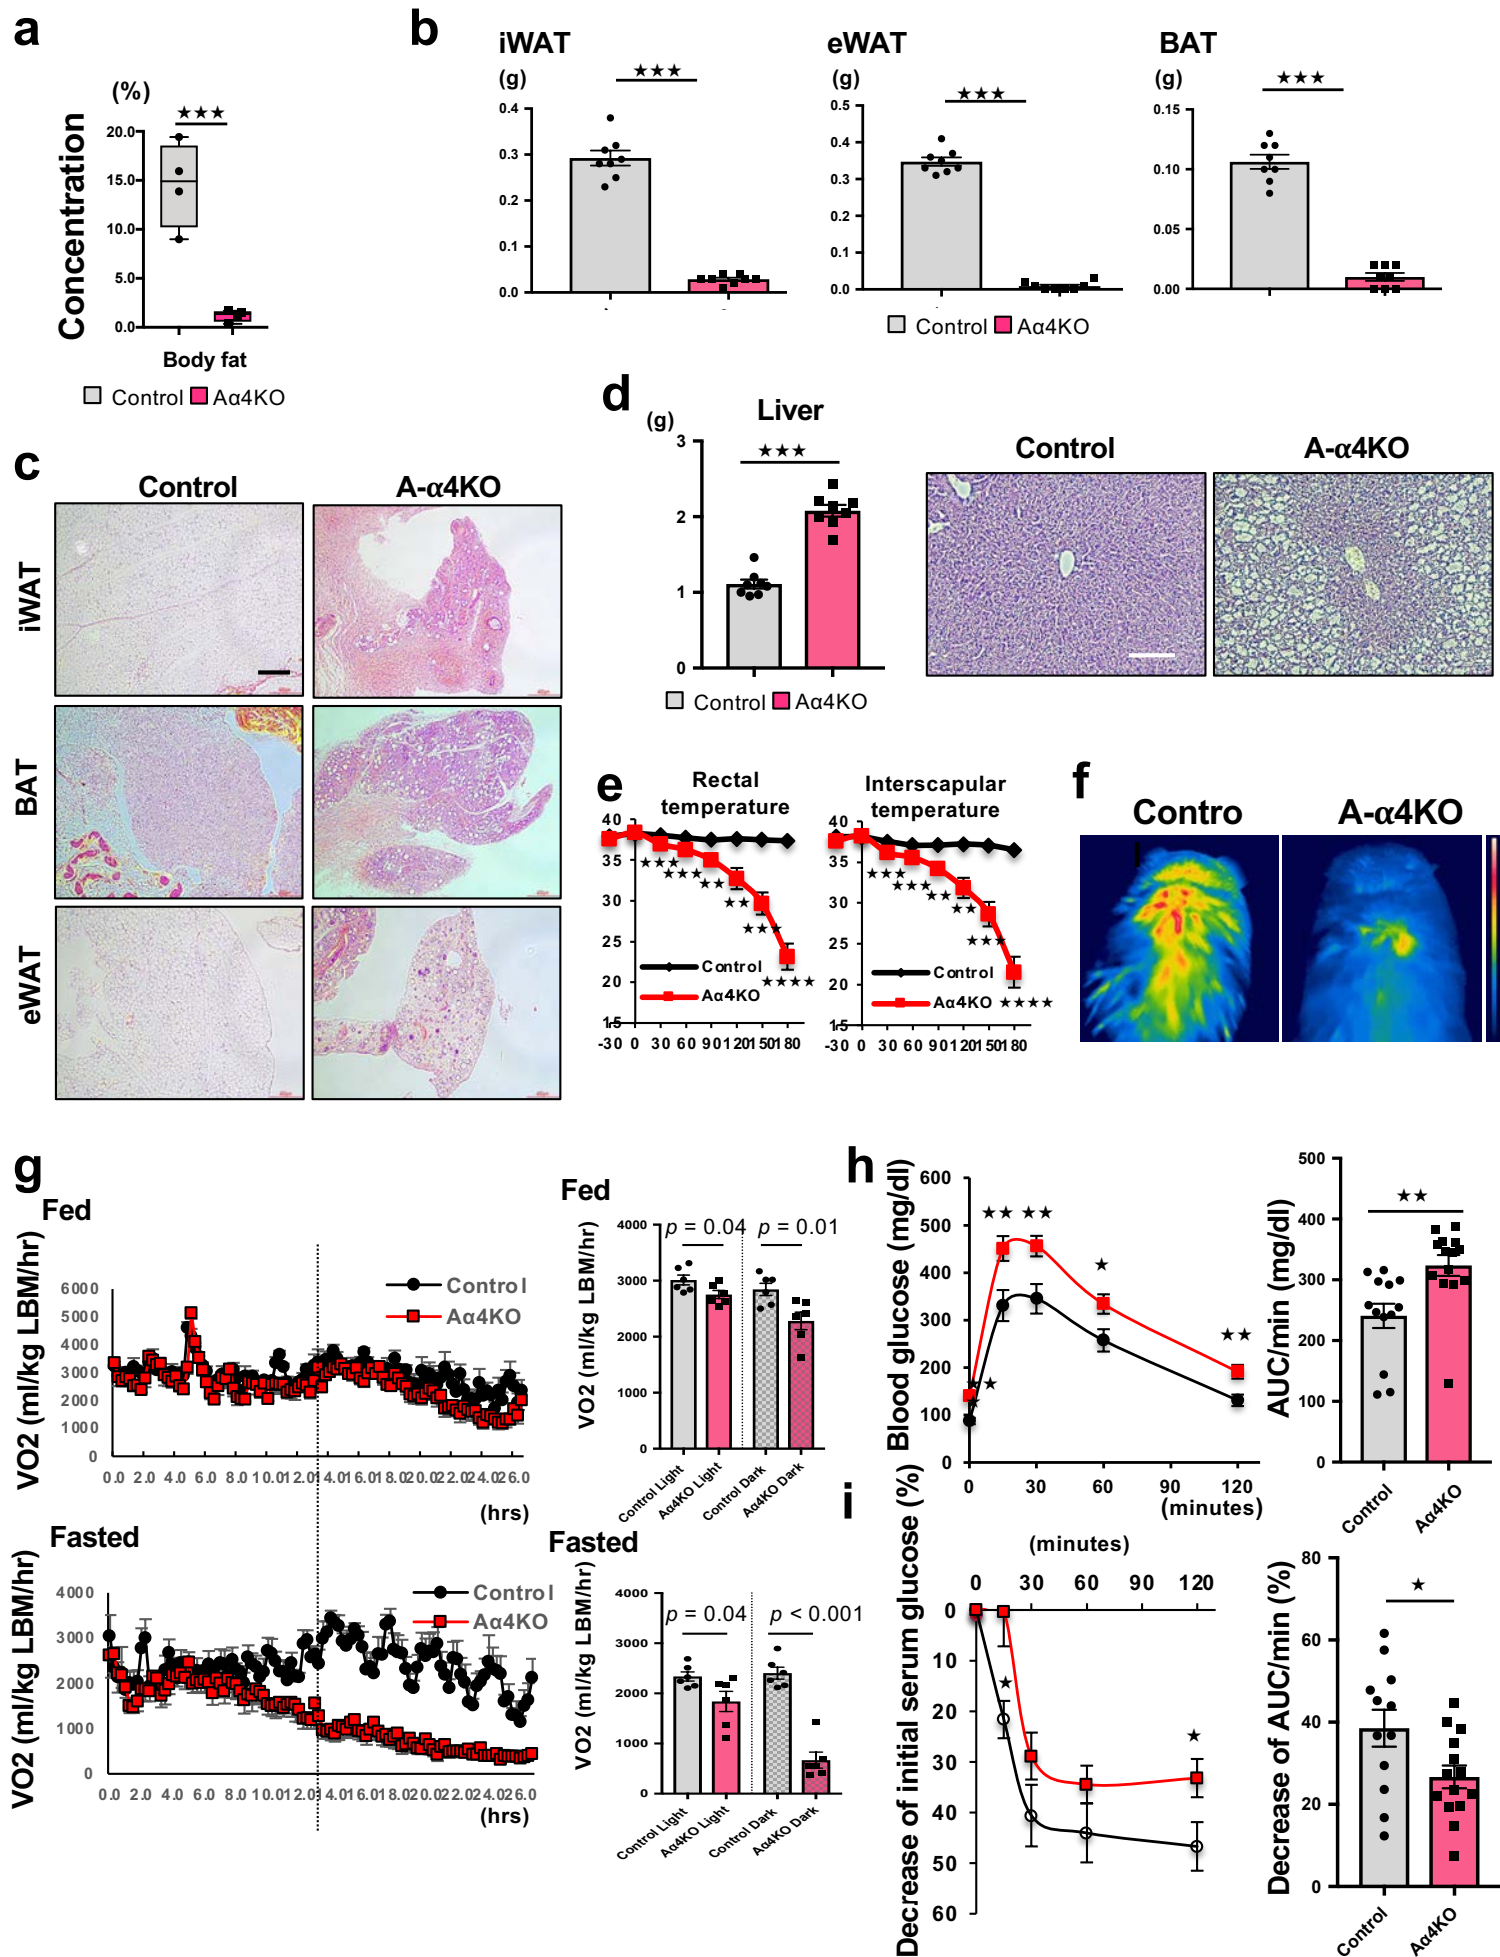

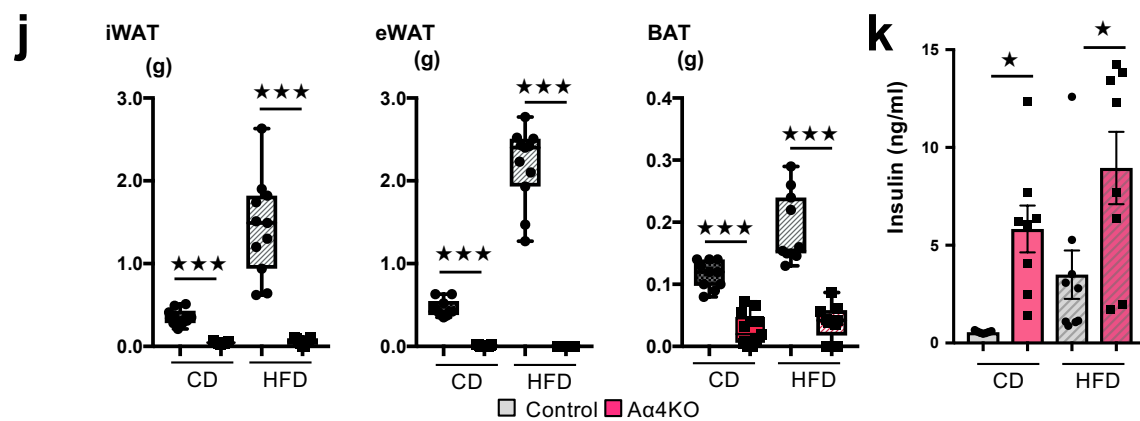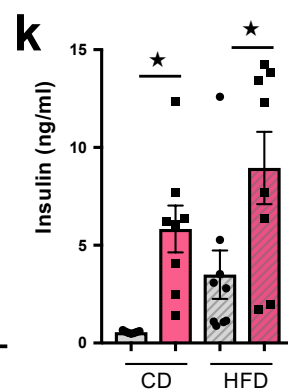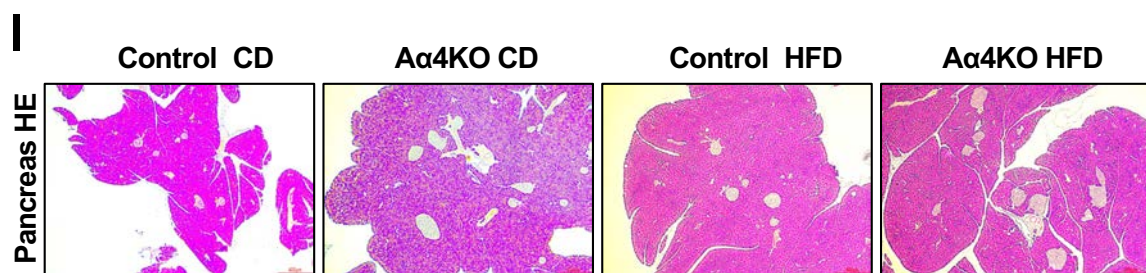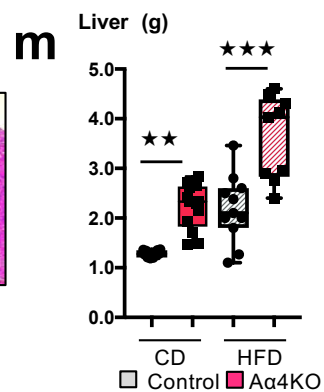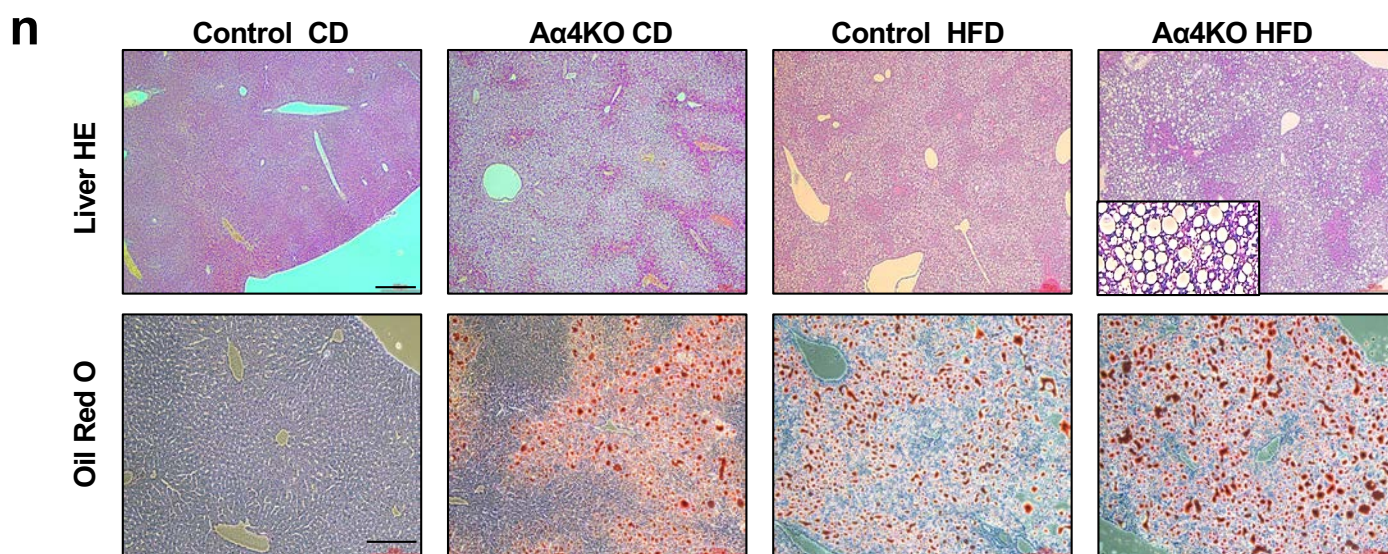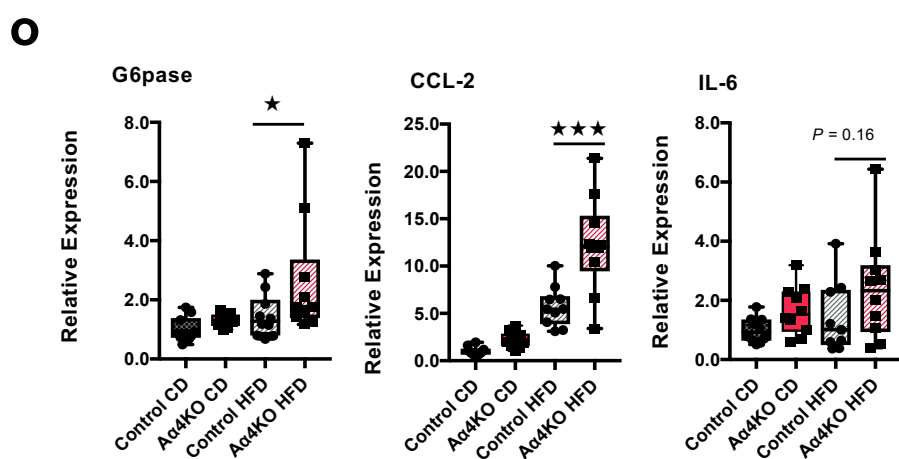

### Supplementary Figure 7. A $\alpha$ 4KO mice showed cold intolerance, diabetes, pancreatic islet hyperplasia and fatty liver .

(a) Body fat percentage calculated by micro-CT imaging of Control ( $n = 4$ ) and A $\alpha$ 4KO ( $n = 4$ ). Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles (two-tailed Student t-test, \*\*\*  $p = 0.0009$ ). (b) Tissue weights of iWAT, eWAT and BAT in 3 months old Control ( $n = 8$ ) and A $\alpha$ 4KO ( $n = 8$ ). Data are mean  $\pm$  SEM (two-tailed Student t-test, \*\*\*  $p < 0.0001$ ). (c) HE stained sections of iWAT, eWAT and BAT in Control and A $\alpha$ 4KO. Scale bars, 400  $\mu$ m. (d) Tissue weights of Liver in 3 months old Control ( $n = 8$ ) and A $\alpha$ 4KO ( $n = 8$ ). Data are mean  $\pm$  SEM (two-tailed Student t-test, \*\*\*  $p < 0.0001$ ) (left). HE stained sections of Liver in Control and A $\alpha$ 4KO. Scale bars, 100  $\mu$ m (right). (e) Rectal and interscapular temperature in Control and A $\alpha$ 4KO during a 3 h exposure to 4°C environment. Data are mean  $\pm$  SEM (two-tailed Student t-test, \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*  $p < 0.001$ ; \*\*\*\*  $p < 0.0001$ ,  $n = 5$  per group). (f) Thermal images using a FLIR E8 Infrared Camera showing surface temperature over interscapular BAT after 2 h at 4 °C between Control and A $\alpha$ 4KO. (g) Oxygen consumption (VO<sub>2</sub>) measured in metabolic cages with Control ( $n = 6$ ) and A $\alpha$ 4KO ( $n = 6$ ) mice under fed (**upper**) and fasted (**bottom**) condition. Dark phase is the 12h period of day during which the lights were off. (two-tailed Student t-test). All data are represented as mean  $\pm$  SEM. (h) GTT and GTT AUC for Control ( $n = 13$ ) and A $\alpha$ 4KO ( $n = 14$ ). Data are mean  $\pm$  SEM (two-tailed Student t-test, \*\*  $p = 0.004$ ). (i) ITT and the decrease of AUC in Control ( $n = 12$ ) and A $\alpha$ 4KO ( $n = 14$ ). Data are mean  $\pm$  SEM (two-tailed Student t-test, \*  $p = 0.02$ ). (j) Tissue weights of iWAT, eWAT and BAT in Control and A $\alpha$ 4KO mice fed a chow diet or HFD. Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles (One-way ANOVA post hoc Bonferroni test, \*\*\*  $p < 0.001$ , Control CD ( $n = 10$ ), A $\alpha$ 4KO CD ( $n = 13$ ), Control HFD ( $n = 11$ ) and A $\alpha$ 4KO HFD ( $n = 9$ )). (k) Serum insulin levels of Control and A $\alpha$ 4KO mice fed a chow diet or HFD. Data are mean  $\pm$  SEM (One-way ANOVA post hoc Bonferroni test, CD: \*  $p = 0.02$ , HFD: \*  $p = 0.01$ , Control CD ( $n = 7$ ), A $\alpha$ 4KO CD ( $n = 8$ ), Control HFD ( $n = 9$ ) and A $\alpha$ 4KO HFD ( $n = 8$ )). (l) Pancreas tissue sections in Control and A $\alpha$ 4KO mice fed a chow diet or HFD. Scale bars, 400  $\mu$ m. (m) Tissue weights of Liver in Control and A $\alpha$ 4KO. Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles (One-way ANOVA post hoc Bonferroni test, \*\*  $p = 0.002$ , \*\*\*  $p < 0.0001$ , Control CD ( $n = 10$ ), A $\alpha$ 4KO CD ( $n = 13$ ), Control HFD ( $n = 11$ ) and A $\alpha$ 4KO HFD ( $n = 9$ )). (n) Liver sections from Control and A $\alpha$ 4KO mice fed a chow diet or HFD stained with H&E (upper panel; Scale bars, 400  $\mu$ m.) and Oil red O (bottom; Scale bars, 200  $\mu$ m.). (o) mRNA levels of genes involved in gluconeogenic enzymes and inflammation after 12 weeks of the HFD ( $n = 10$ /group) or CD ( $n = 10$ /group). Box plots are defined in terms of minima and maxima by whiskers, and the center and bounds of box by quartiles (One-way ANOVA post hoc Bonferroni test, \*  $p = 0.04$ , \*\*\*  $p < 0.0001$ ).

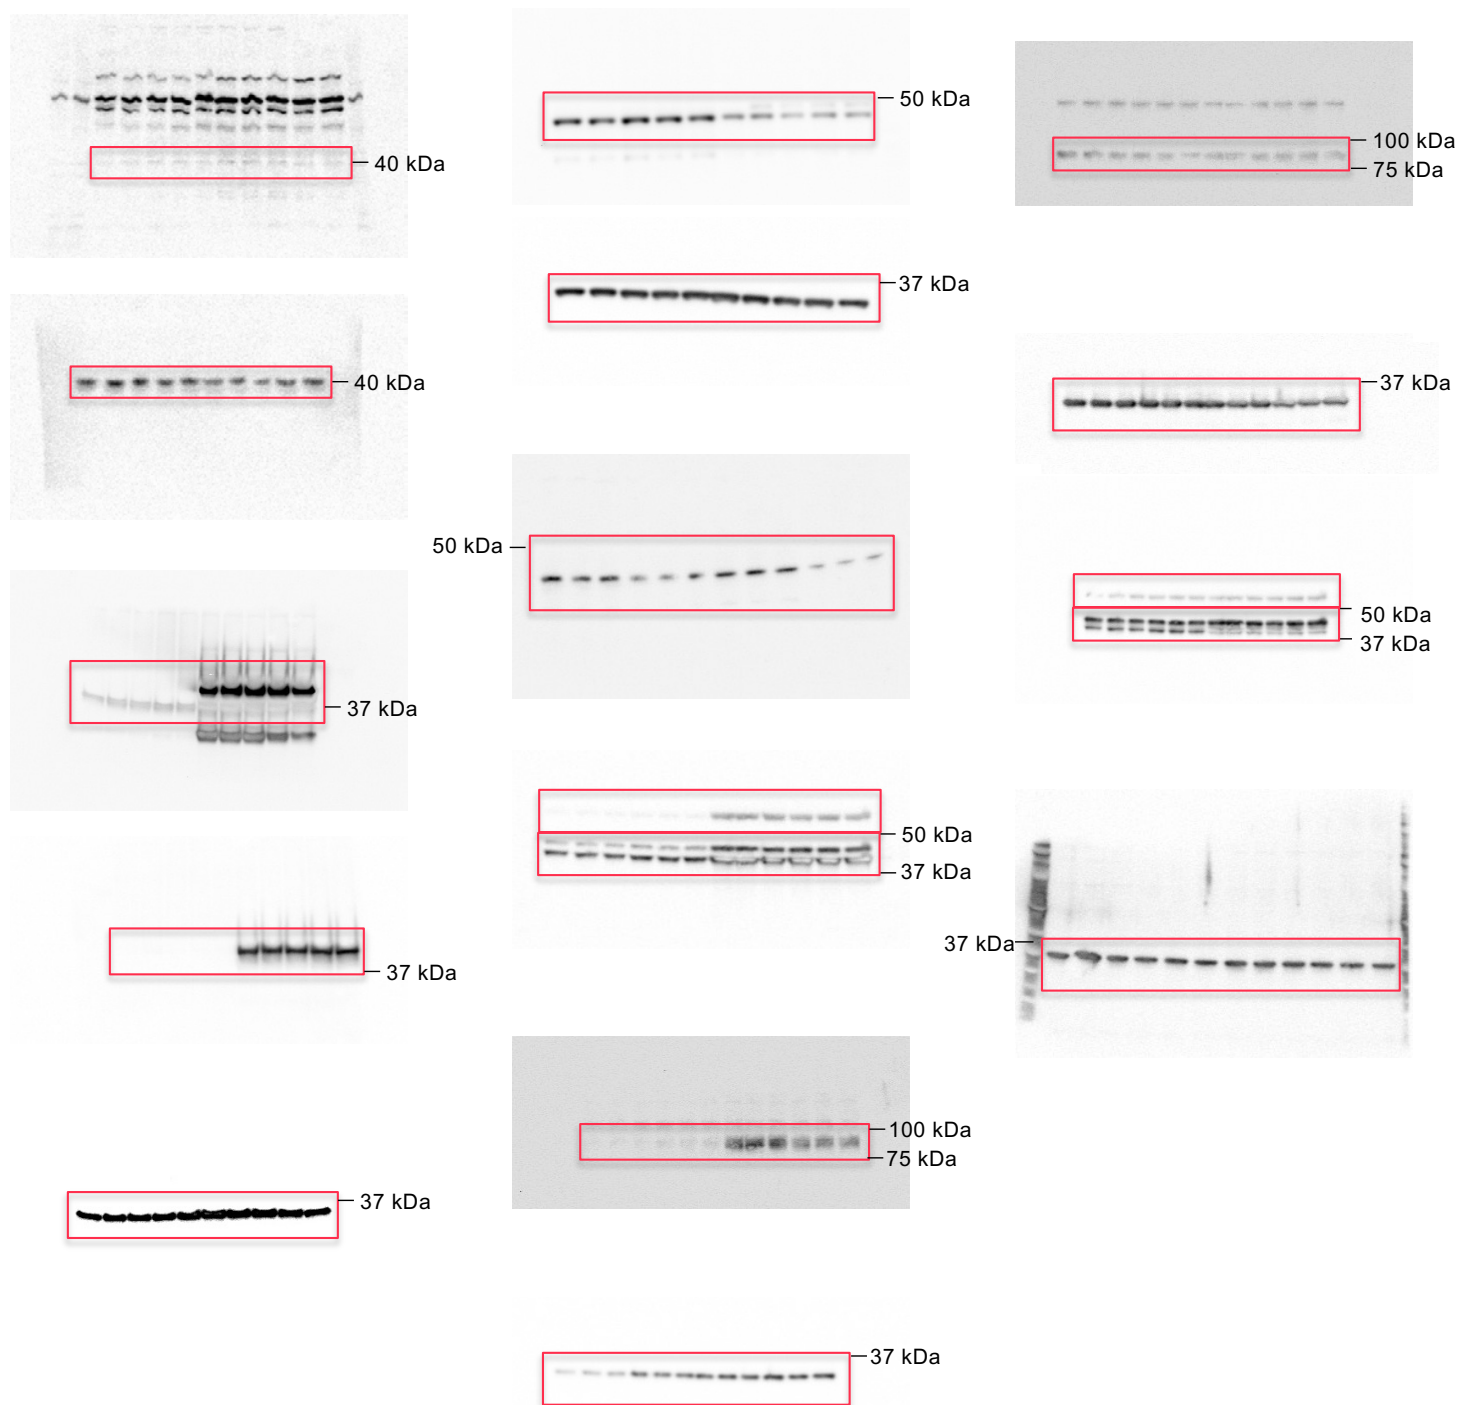

**Supplementary Figure 8. Uncut blots.** The red sections indicate blot results shown in Supplementary Figure 1.

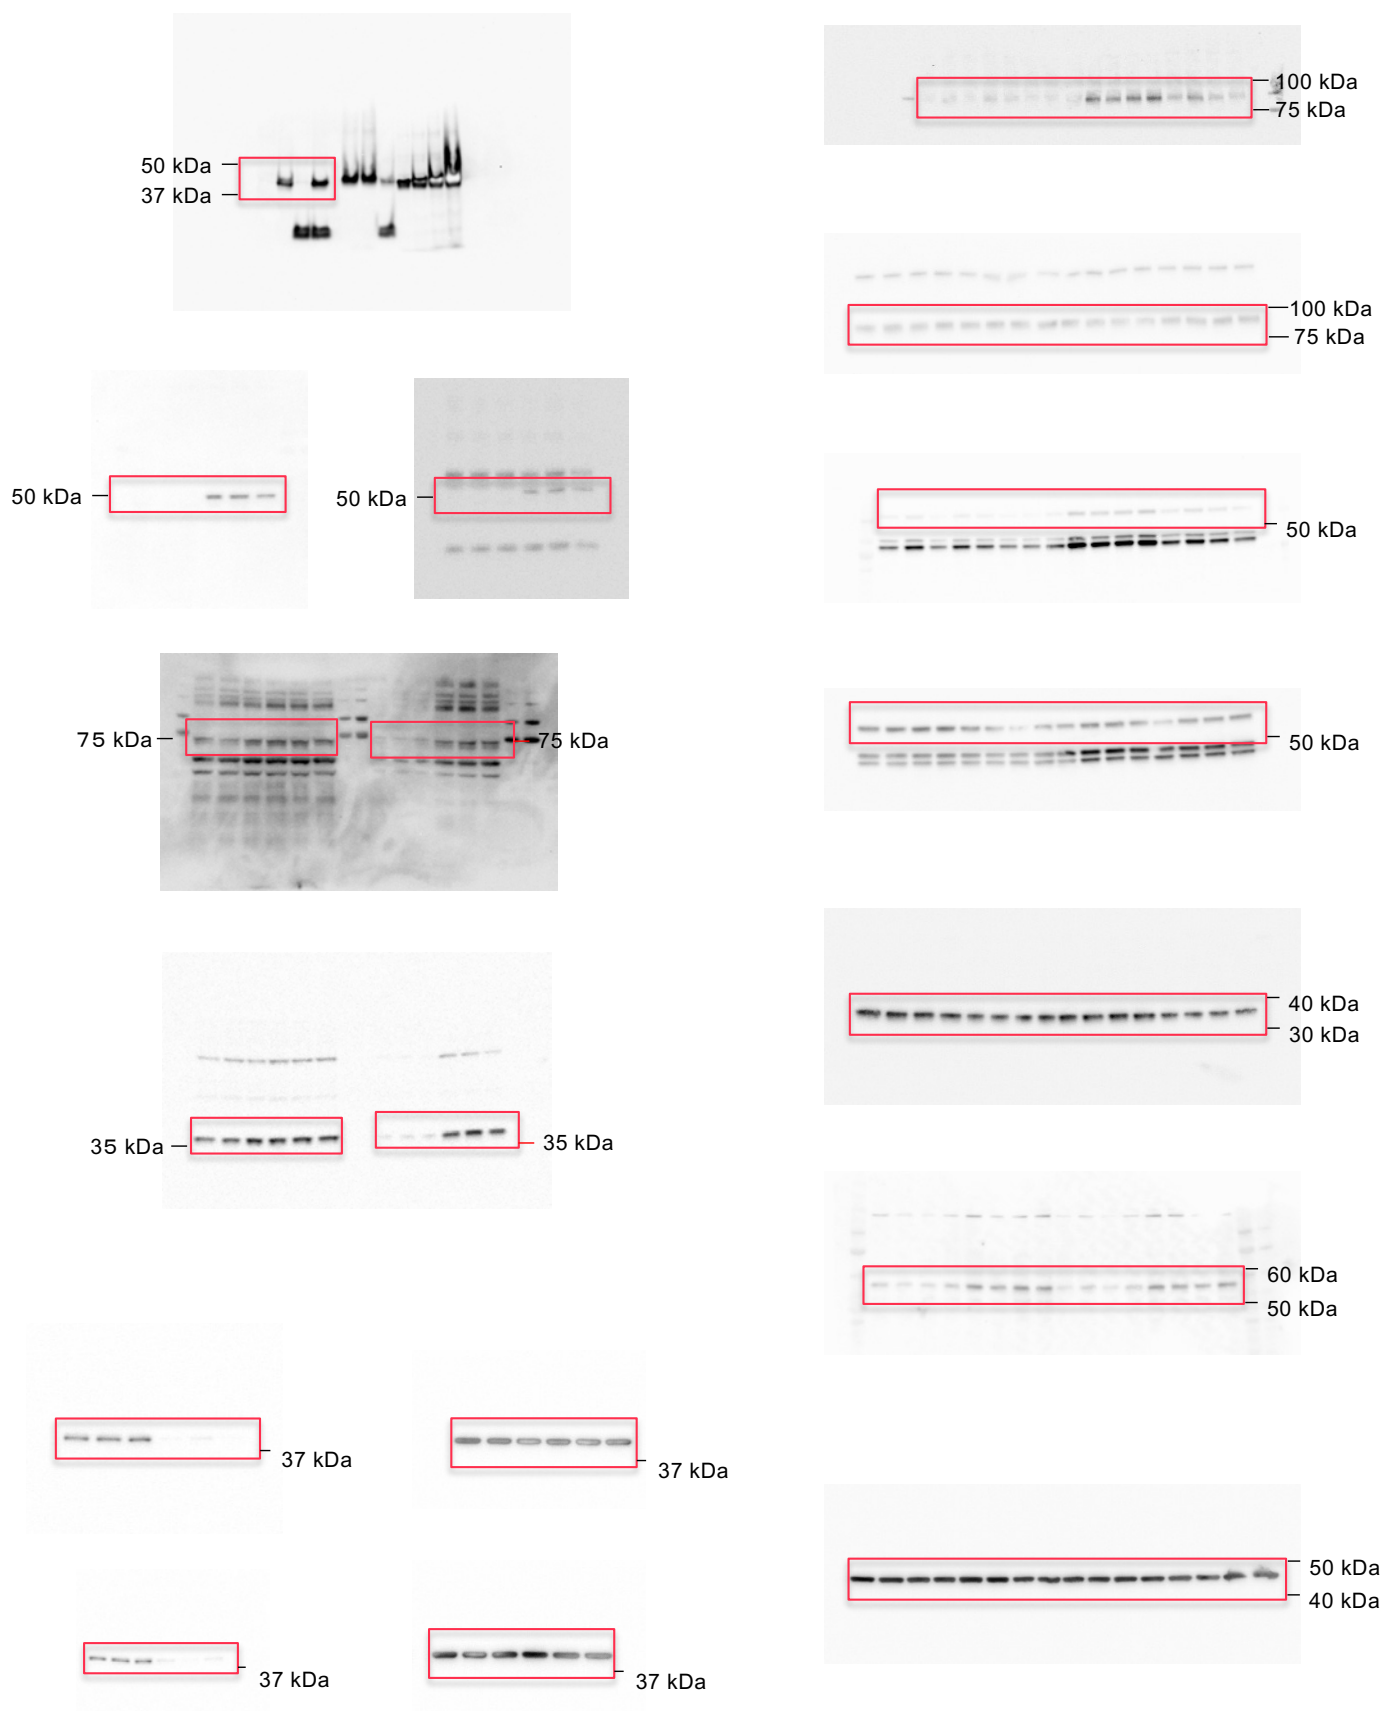

**Supplementary Figure 9. Uncut blots.** The red sections indicate blot results shown in Supplementary Figure 2 and Supplementary Figure 3.

# Supplementary Table 1. Quantitative Real-Time PCR primer sequences

| Gene          | Direction | Sequence                 | Gene   | Direction | Sequence                 |
|---------------|-----------|--------------------------|--------|-----------|--------------------------|
| TBP           | Forward   | ACCCTTCACCAATGACTCCTATG  | h-UCP1 | Forward   | ACCGCAGGGAAAGAAACAGC     |
| TBP           | Reverse   | TGACTGCAGCAAATCGCTTGG    | h-UCP1 | Reverse   | TCAGATTGGGAGTAGTCCCT     |
| FAS           | Forward   | GAGGACACTCAAGTGGCTGA     | NFKB1  | Forward   | ATGGCAGACGATGATCCCTAC    |
| FAS           | Reverse   | GTGAGGTTGCTGTCGTCTGT     | NFKB1  | Reverse   | TGTTGACAGTGGTATTTCTGGTG  |
| AP2           | Forward   | GATGCCTTTGTGGGAACCT      | NFKB2  | Forward   | GGCCGGAAGACCTATCCTACT    |
| AP2           | Reverse   | CTGTCGTCTGCGGTGATTT      | NFKB2  | Reverse   | CTACAGACACAGCGCACACT     |
| ATGL          | Forward   | ACTGTGGCCTCATTCCCTCCT    | Nlrp3  | Forward   | ATTACCCGCCCGAGAAAGG      |
| ATGL          | Reverse   | AACTGGATGCTGGTGTGGT      | Nlrp3  | Reverse   | TCGCAGCAAAGATCCACACAG    |
| Adiponectin   | Forward   | GATGGCACTCCTGGAGAGAA     | PTP1B  | Forward   | GGAAGTGGGCGGCTATTACC     |
| Adiponectin   | Reverse   | GCTTCTCCAGGCTCTCCTTT     | PTP1B  | Reverse   | CAAAAGGGCTGACATCTCGGT    |
| Leptin        | Forward   | GGGCTTCACCCCATTCTGA      | Cxcl2  | Forward   | CCAACCACCAGGCTACAGG      |
| Leptin        | Reverse   | TGGCTATCTGCACATTTTG      | Cxcl2  | Reverse   | GCGTCACACTCAAGCTCTG      |
| Glut4         | Forward   | ATCTTGATGACCGTGGCTCT     | Cxcl10 | Forward   | CCAAGTGCTGCCGTCAATTTTC   |
| PPAR $\gamma$ | Forward   | TGTTATGGGTGAAACTCTGGG    | Cxcl12 | Forward   | TGCATCAGTGACGGTAAACCA    |
| PPAR $\gamma$ | Reverse   | AGAGCTGATTCCGAAGTTGG     | Cxcl12 | Reverse   | TTCTTCAGCCGTGCAACAATC    |
| Elovl3        | Forward   | GGACTTAAGGCCCTTTTGG      | Cxcl13 | Forward   | GGCCACGGTATTCTGGAAGC     |
| Elovl3        | Reverse   | TTCCGCGTTCTCATGTAGGT     | Cxcl13 | Reverse   | GGGCGTAACTTGAATCCGATCTA  |
| Cidea         | Forward   | ATCACAACCTGGCCTGGTTACG   | Cxcl14 | Forward   | GAAGATGGTTATCGTCACCACC   |
| Cidea         | Reverse   | TACTACCCGGTGTCCATTCT     | Cxcl14 | Reverse   | CGTTCCAGGCATTGTACCACT    |
| Glut2         | Forward   | AGCTCCCTGGGATGAAGAG      | Ccl3   | Forward   | TTCTCTGTACCATGACACTCTGC  |
| Glut2         | Reverse   | ATCAAGAGGGCTCCAGTCAA     | Ccl3   | Reverse   | CGTGGAATCTTCCGGCTGTAG    |
| SREBP1c       | Forward   | ATCTCCTAGAGCGAGCGTTG     | Ccl5   | Forward   | GCTGCTTTGCCTACCTCTCC     |
| SREBP1c       | Reverse   | TATTTAGCAACTGCAGATATCCAA | Ccl5   | Reverse   | TCGAGTGACAAACACGACTGC    |
| FBP1          | Forward   | CCATCATAATCGAACCTGAG     | Ccl6   | Forward   | GCTGGCCTCATACAAGAAATGG   |
| FBP1          | Reverse   | CTTCTCAGAAGGCTCATCAG     | Ccl6   | Reverse   | GCTTAGGCACCTCTGAACTCTC   |
| m-UCP1        | Forward   | ACTGCCACACCTCCAGTCATT    | Ccl8   | Forward   | TCTACGCAGTGCTTCTTTGCC    |
| m-UCP1        | Reverse   | CTTTGCCTCACTCAGGATTGG    | Ccl8   | Reverse   | AAGGGGGATCTTCAGCTTTAGTA  |
| Adrb3         | Forward   | GCTGACTTGGTAGTGGGACTC    | Ccl9   | Forward   | CCCTCTCCTTCTCATTCTTACA   |
| Adrb3         | Reverse   | TAGAAGGAGACGGAGGAGGAG    | Ccl9   | Reverse   | AGTCTTGAAAGCCCATGTGAAA   |
| PRDM16        | Forward   | CAGCACGGTGAAGCCATTC      | TNFa   | Forward   | ACGGCATGGATCTCAAAGAC     |
| PRDM16        | Reverse   | GCGTGCATCCGCTTGTG        | TNFa   | Reverse   | AGATAGCAAATCGGCTGACG     |
| PGC1 $\alpha$ | Forward   | CCCTGCCATTGTTAAGACC      | IL-6   | Forward   | TAGTCCTTCTACCCCAATTTCC   |
| PGC1 $\alpha$ | Reverse   | TGCTGCTGTTCTGTTTTTC      | IL-6   | Reverse   | TTGGTCCTTAGCCACTCCTTC    |
| CEBP $\alpha$ | Forward   | CAAGAACAGCAACGAGTACCG    | IL-1b  | Forward   | GCAACTGTTCTGAACCTCAACT   |
| CEBP $\alpha$ | Reverse   | GTCAGTGGTCAACTCCAGCAC    | IL-1b  | Reverse   | ATCTTTTGGGGTCCGTCAACT    |
| Tfam          | Forward   | AGTTCCACGCTGGTAGTGT      | F4/80  | Forward   | CTGGGATCCTACAGCTGCTC     |
| Tfam          | Reverse   | GCGCACATCTCGACCC         | F4/80  | Reverse   | AGGAGCCTGGTACATTGGTG     |
| Myd88         | Forward   | TCATGTTCTCCATACCCTTGGT   | CD11c  | Forward   | CTGGATAGCCTTTCTTCTGCTG   |
| Myd88         | Reverse   | AAACTGCGAGTGGGGTCAG      | CD11c  | Reverse   | GCACACTGTGTCCGAACCTCA    |
| TLR4          | Forward   | ATGGCATGGCTTACACCACC     | CCL2   | Forward   | TTAAAAACCTGGATCGGAACCAA  |
| TLR4          | Reverse   | GAGGCCAATTTTGTCTCCACA    | CCL2   | Reverse   | GCATTAGCTTCAGATTACGGGT   |
| Caspase1      | Forward   | ACAAGGCACGGGACCTATG      | TGFb1  | Forward   | AAGTTGGCATGGTAGCCCTT     |
| Caspase1      | Reverse   | TCCAGTCAGTCCTGGAAATG     | TGFb1  | Reverse   | GCCCTGGATACCAACTATTGC    |
| IL-18         | Forward   | GACTCTTGCGTCAACTTCAAGG   | Col1a1 | Forward   | CCTCAGGGTATTGCTGGACAAC   |
| IL-18         | Reverse   | CAGGCTGTCTTTTGTCAACGA    | Col1a1 | Reverse   | TTGATCCAGAAGGACCTTGTGTTG |

## Supplementary Table 2. Quantitative Real-Time PCR primer sequences

| Gene    | Direction | Sequence               | Gene    | Direction | Sequence                |
|---------|-----------|------------------------|---------|-----------|-------------------------|
| Ndufs1  | Forward   | AGGATATGTTTCGCACAACTGG | Ndufs1  | Reverse   | TCATGGTAACAGAATCGAGGGA  |
| Ndufs2  | Forward   | CAGCCAGATATTGAATGGGCA  | Ndufs2  | Reverse   | TGTTGGTCACCGCTTTTTCCT   |
| Ndufs4  | Forward   | CTGCCGTTTCCGTCTGTAGAG  | Ndufs4  | Reverse   | TGTTATTGCGAGCAGGAACAAA  |
| Ndufs5  | Forward   | GACATACAGAAAAAGCTGGGCA | Ndufs5  | Reverse   | TCGCCTCATCGTTTTGTACCG   |
| Ndufs7  | Forward   | GTTCATCAGAGTGTAGCCACTG | Ndufs7  | Reverse   | CAGGCCGAAGGTCATAGGC     |
| Ndufs8  | Forward   | GTTCATAGGGTCAGAGGTCAAG | Ndufs8  | Reverse   | TCCATTAAGATGTCCTGTGCG   |
| Cox5a   | Forward   | GCCGCTGTCTGTTCCATTC    | Cox5a   | Reverse   | GCATCAATGTCTGGCTTGTTGAA |
| Cox5b   | Forward   | ACCCTAATCTAGTCCCGTCC   | Cox5b   | Reverse   | CAGCCAAAACCAGATGACAG    |
| Cox6c   | Forward   | GCGTCTGCGGGTTCATATTG   | Cox6c   | Reverse   | TCTGCATACGCCTTCTTTCTTG  |
| Cox6a1  | Forward   | TCAACGTGTTCTCAAGTCGC   | Cox6a1  | Reverse   | AGGGTATGGTTACCGTCTCCC   |
| Cox7a1  | Forward   | GCTCTGGTCCGGTCTTTTAGC  | Cox7a1  | Reverse   | GTA CTGGGAGGTCATTGTGCGG |
| Cox7a2  | Forward   | GCTGGCCCTTCGT CAGATT   | Cox7a2  | Reverse   | GGCATCCCATTATCCTCCTGAA  |
| Cox7b   | Forward   | TTGCCCTTAGCCAAAAACGC   | Cox7b   | Reverse   | TCATGGAAACTAGGTGCCCTC   |
| Cox8b   | Forward   | TGTGGGGATCTCAGCCATAGT  | Cox8b   | Reverse   | AGTGGGCTAAGACCCATCCTG   |
| NdufAB1 | Forward   | GGACCGAGTTCTGTATGTCTTG | NdufAB1 | Reverse   | AAACCCAAATTCTGTCTTCCATG |

# Supplementary material for: Phosphatase protector alpha4 (α4) is involved in adipocyte maintenance and mitochondrial homeostasis through regulation of insulin signaling
**Source:** Nat Commun. 2022 Oct 14;13:6092. doi: 10.1038/s41467-022-33842-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Cooled CCD Camera System Light-Capture II (ATTO) was used to acquire western blot images. CS Analyzer version 2.0 (ATTO) was used to export and digitize western blot images.  
Seahorse XFe24.  
Multi-photon Laser Scanning Microscope (FV1000-MPE).  
Confocal Laser Scanning Microscope (FV3000).  
All-in-One Fluorescence Microscope (BZ-9000).  
FLIR E53 Advanced Thermal Imaging Infrared Camera.  
Implantable Temperature Transponders (IPTT-300).  
In-vivo Micro-CT scanners (LaTheta™ LCT-100).  
Cell Sorter SH800S (SONY).

#### Data analysis

Excel version 16.64.  
Graph pad prism version 7.  
File image J 1.52a.  
BZ-II Dynamic Cell Count Analyzer (BZ-H1CE).  
FlowJo™ v10 Software.  
Adiposoft version 1.16.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information/source data file. The raw data that support the findings of this study are available as source data file. RNA-seq data generated in this study are available at NCBI GEO database with the accession number GSE210407 and can be accessed with the following access link: [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210407]. Lipidomics raw data have been deposited via the figshare repository [https://doi.org/10.6084/m9.figshare.20417667]. All raw proteomic data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD036915 [https://www.ebi.ac.uk/pride/archive/projects/PXD036915].

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

phospho-IR/IGF1R, 19H17, Cell Signaling Technology, (#3024, 1:1000)  
 IRβ, 4B8, Cell Signaling Technology, (#3025, 1:1000)  
 Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204), Cell Signaling Technology, (#9101, 1:1000)  
 p44/42 MAPK (Erk1/2), Cell Signaling Technology, (#9102, 1:1000)  
 phospho-Akt (S473), Cell Signaling Technology, (#9271, 1:1000)  
 Akt, 11E7, Cell Signaling Technology, (#4685, 1:1000)  
 phospho-S6 Ribosomal protein (S235/236), Cell Signaling Technology, (#2211, 1:2000)  
 S6 Ribosomal protein, 54D2, Cell Signaling Technology, (#2317, 1:1000)  
 phospho-YBX1 (S102), C34A2, Cell Signaling Technology, (#2900, 1:2000)  
 YB1, D299, Cell Signaling Technology, (#4202, 1:1000)  
 α4 (IGBP1), 5F6, Cell Signaling Technology, (#5699, 1:1000)  
 PP2A C Subunit, Cell Signaling Technology, (#2038, 1:1000)  
 GAPDH, D16H11, Cell Signaling Technology, (#5174, 1:1000)  
 beta-Actin, 13E5, Cell Signaling Technology, (#4970, 1:1000)  
 PTP1B, Abcam, [EPR22474] (ab244207, 1:1000)  
 Flag, Clone: M1, Sigma, (F3040, 1:5000)  
 Mid2, Abcam, (ab14749, 1:1000)  
 PP6 (E-2), Santa Cruz Biotechnology, (sc-393294, 1:1000)  
 CD45-PerCP-Cy5.5, Clone: 30F-11, BioLegend, (103131, 1:100)  
 F4/80-APC-Cy7, Clone: BM8, BioLegend, (BL123117, 1:100)  
 CD206-Alex647, Clone: MR5D3, Bio Rad, (MCA2235A647T, 1:50)  
 CD11c-PE, Clone: HL3, BD Pharmingen, (553802, 1:100)  
 Sytox Blue, Thermo Scientific, (S34857, 1:1000)  
 UCP1, Abcam, (ab10983, 1:100)  
 Perilipin A, Abcam, (ab61682, 1:100)  
 Cleaved Caspase3, Asp175, Cell Signaling Technology, (#9661, 1:100)  
 Iba-1, Wako, (019-19741, 1:200)  
 F4/80, Serotec, (MCA497R, 1:200)  
 Ki-67, Clone: MIB1, DAKO, (M7240, 1:100)  
 Insulin, Abcam, (ab7842, 1:500)  
 Anti-rabbit IgG, HRP-linked Antibody, Cell signaling, (#7074, 1:2000)  
 Anti-mouse IgG, HRP-linked Antibody, Cell signaling, (#7076, 1:2000)  
 mouse anti-goat IgG-HRP, Santa Cruz, (sc-2354, 1:1000)  
 Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 594, Invitrogen, (A32754, 1:500)  
 Donkey anti-Goat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 488, Invitrogen, (A32814, 1:500)  
 Donkey anti-Mouse IgG (H+L), Alexa Fluor 488, Jackson ImmunoResearch, (715-546-150, 1:500)

## Validation

The antibodies for phospho-IR/IGF1R, 19H17 (#3024, <https://www.cellsignal.jp/products/primary-antibodies/phospho-igf-i-receptor-b-tyr1135-1136-insulin-receptor-b-tyr1150-1151-19h7-rabbit-mab/3024>), IRβ, 4B8 (#3025, <https://www.cellsignal.jp/products/primary-antibodies/insulin-receptor-b-4b8-rabbit-mab/3025>), Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (#9101, <https://www.cellsignal.jp/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-antibody/9101>), p44/42 MAPK (Erk1/2) (#9102, <https://www.cellsignal.jp/products/primary-antibodies/p44-42-mapk-erk1-2-antibody/9102>), phospho-Akt (S473) (#9271, <https://www.cellsignal.jp/products/primary-antibodies/phospho-akt-ser473-antibody/9271>), Akt, 11E7, (#4685, <https://www.cellsignal.jp/products/primary-antibodies/akt-pan-11e7-rabbit-mab/4685>), phospho-S6 (S235/236) Ribosomal protein (#2211, <https://www.cellsignal.jp/products/primary-antibodies/phospho-s6-ribosomal-protein-ser235-236-antibody/2211>), S6 Ribosomal protein, 54D2, (#2317, <https://www.cellsignal.jp/products/primary-antibodies/s6-ribosomal-protein-54d2-mouse-mab/2317>) phospho-YBX1 (S102), C34A2, Cell Signaling Technology, (#2900, 1:2000), YB1, D299 (#4202, <https://www.cellsignal.jp/products/primary-antibodies/phospho-yb1-ser102-c34a2-rabbit-mab/2900>), α4 (IGBP1), 5F6 (#5699, <https://en.cellsignal.jp/products/primary-antibodies/igbp1-5f6-mouse-mab/5699?Ns=product.displayName%7C0&N=102236+3390673522+4294956287&Nrpp=60&fromPage=plp>), PP2A C Subunit (#2038, <https://www.cellsignal.jp/products/primary-antibodies/pp2a-c-subunit-antibody/2038>), GAPDH, D16H11 (#5174, <https://www.cellsignal.jp/products/primary-antibodies/gapdh-d16h11-xp-rabbit-mab/5174>), beta-Actin, 13E5 (#4970, <https://www.cellsignal.jp/products/primary-antibodies/b-actin-13e5-rabbit-mab/4970>) antibodies were validated for the western blotting for both human and mouse samples on the website of the Cell Signaling Technology. α4 (IGBP1) antibody was also detected by shRNA in mouse cell western blotting experiments. α4 (IGBP1) antibody was validated using α4KO mouse cells and mice by the western blotting. PTP1B (ab244207, <https://www.abcam.co.jp/ptp1b-antibody-epr22474-ab244207.html>), Flag, Clone: M1, (F3040, <https://www.sigmaaldrich.com/JP/ja/product/sigma/f3040>), Mid2 (ab14749, <https://www.abcam.co.jp/mid2-antibody-ab14749.html>), PP6 (E-2) (sc-393294, [https://search.cosmobio.co.jp/view/p\\_view.asp?PrimaryKeyValue=7335650&ServerKey=&selPrice=1](https://search.cosmobio.co.jp/view/p_view.asp?PrimaryKeyValue=7335650&ServerKey=&selPrice=1)) antibodies were validated for the western blotting of mice samples on the websites of the companies. UCP1 (ab10983, <https://www.abcam.co.jp/ucp1-antibody-ab10983.html>), Perilipin A (ab61682, <https://www.abcam.co.jp/perilipin-a-antibody-ab61682.html>),

[www.abcam.co.jp/perilipin-1-antibody-ab61682.html](http://www.abcam.co.jp/perilipin-1-antibody-ab61682.html)), Cleaved Caspase3, Asp175 (#9661, <https://www.cellsignal.jp/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661>), Iba-1 (019-19741, <https://labchem-wako.fujifilm.com/jp/product/detail/W01W0101-1974.html>), F4/80, Serotec, (MCA497R, <https://bio-rad-antibody.jp/antibody/detail/gid:bio-rad/cnum:MCA497R/>) Ki-67, Clone: MIB1 (M7240, <https://www.labome.com/product/Dako/M7240.html>) and Insulin (ab7842, <https://www.abcam.com/insulin-antibody-ab7842.html>) antibodies were validated for IHC studies of the mouse samples on the websites of the companies. CD45-PerCP-Cy5.5, Clone: 30F-11, (103131, <https://www.biolegend.com/ja-jp/products/percp-cyanine5-5-anti-mouse-cd45-antibody-4264>) and F4/80-APC-Cy7, Clone: BM8 (BL123117, <https://www.biolegend.com/ja-jp/products/apc-cyanine7-anti-mouse-f4-80-antibody-4072>) antibodies were validated for mice cells flow cytometry studies by BioLegend. CD206-Alex647, Clone: MR5D3, (MCA2235A647T, [https://www.bio-rad-antibodies.com/monoclonal/mouse-cd206-antibody-mr5d3-mca2235.html?f=purified&JSESSIONID\\_STERLING=2B81DFA2ED6FB42EF54CAF521F5C5C24.ecommerce2&evCntryLang=JP-jathirdPartyCookieEnabled](https://www.bio-rad-antibodies.com/monoclonal/mouse-cd206-antibody-mr5d3-mca2235.html?f=purified&JSESSIONID_STERLING=2B81DFA2ED6FB42EF54CAF521F5C5C24.ecommerce2&evCntryLang=JP-jathirdPartyCookieEnabled)) and CD11c-PE, Clone: HL3, (553802, <https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-hamster-anti-mouse-cd11c.553802>) antibodies were validated for mice cells flow cytometry studies on the websites of the companies. SYTOX™ Blue Dead Cell Stain, for flow cytometry was validated by Thermo Scientific (S34857, <https://www.thermofisher.com/order/catalog/product/S34857>).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Immortalized mouse brown preadipocytes (WT-1) were derived from the stromal vascular fraction (SVF) of interscapular brown adipose tissue of newborn mice. The SVF cells were immortalized by SV40 T overexpression as described in PMID: 14966273 and PMID: 18719589. HEK293 cells (human, RIKEN BRC, RCB-1637). Lenti-X 293T cells (Takara, cat. no. #632180). Immortalized human brown preadipocytes (A41 hBAT-SVF) were derived from the SVF of deep neck fat collected from a human subject. The SVF cells were immortalized by hTert overexpression as described in PMID: 26076036. |
| Authentication                                                       | The immortalized mouse brown preadipocytes (WT-1) have been deposited to Millipore Sigma and were authenticated by Millipore Sigma (#SCC255).<br>The immortalized human brown preadipocytes (A41 hBAT-SVF) have been deposited to ATCC and were authenticated by ATCC (#CRL-3385).                                                                                                                                                                                                                                                                                                        |
| Mycoplasma contamination                                             | Cell lines were screened for mycoplasma and they were negative for mycoplasma.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice were housed at 20–22 °C on a 12 h-light/dark cycle with average 50% Humidity in the animal facility at Kumamoto University, Japan. All animal procedures were conducted according to the Guide for the Care and Use of Laboratory Animals issued by the Animal Research Committee at Kumamoto University (Kumamoto, Japan, Approval Numbers: A30-051 and 2020-099). Adiponectin-Cre mice (12-week-old male) were a generous gift from Evan D Rosen (Beth Israel Deaconess Medical Center and Harvard Medical School, Boston, USA) and can now be purchased at Jackson Laboratories (stock no. 010803). Adiponectin-CreERT2 mice (10-week-old, male, stock no. 025124) were purchased from Jackson Laboratories. For lineage tracing system of adipocytes Rosa-mTmG (10-week-old, male, Jax no. 007676) were purchased from Jackson Laboratories. Fat-specific conditional $\alpha 4$ KO (A $\alpha$ 4KO) mice were generated by breeding Adiponectin-CreER and $\alpha 4$ flox/flox mice (PMID: 11809737). Fat-specific inducible $\alpha 4$ KO (Ai- $\alpha$ 4KO) mice were generated by breeding Adiponectin-CreERT2 and $\alpha 4$ flox/flox mice. Both A $\alpha$ 4KO and Ai- $\alpha$ 4KO male mice age 8-20 weeks were used. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Reporting on sex        | Male mice were used for all studies.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Ethics oversight        | All animal procedures were conducted according to the Guide for the Care and Use of Laboratory Animals issued by the Animal Research Committee at Kumamoto University (Kumamoto, Japan, Approval Numbers: 2020-099).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

SVF was obtained from iWAT and BAT by treatment with 2 mg/ml collagenase (Sigma) for 45 min at 37 °C. The isolated SVF was resuspended in cold Hank's balanced salt solution (HBSS) with 2% fetal bovine serum (FBS). Cells were incubated with CD45-PerCP-Cy5.5 (BioLegend), F4/80-APC-Cy7 (BioLegend), CD206-Alex647 (Bio Rad) and CD11c-PE (BD Pharmingen) antibodies for 30 min in HBSS containing 2% FBS on ice and then washed and resuspended in solution with Sytox Blue (Thermo Scientific).

Instrument

Cell Sorter SH800S (SONY).

Software

FlowJo™ v10 Software.

Cell population abundance

There was no sorting performed. At least 100,000 cells were used for staining.

Gating strategy

FSC-A and SSC-A gates were adjusted to identify the cell populations. Doublets were excluded by the FSC-A and FSC-H scatter. The experiments analyzed a single cell population using one primary antibody. The dead cells were excluded by Sytox Blue staining. The SVF cells were gated on CD45+ cells and were further gated on a series of markers.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

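RNA from iWAT and BAT of male mice was measured in 5 Control and 5 Ai-α4KO libraries of each tissue, 1 week after recombination. The labels do not state whether the same mice gave both tissues. The paper's methods name stranded mRNA libraries and paired reads of 150 bp. They do not name an aligner, a counting tool, a genome build, an annotation release, a normalization or the test behind the differentially expressed genes. The general statistics section gives two-tailed Student's tests and analysis of variance for the paper as a whole. The authors deposited an expected count for each gene and library, without normalization. Many of these values are fractions, and 76.6% of the nonzero ones are whole. The authors also deposited an FPKM value for each gene and library, which equals the count divided by the transcript width and by one total per library. The gene counts made up 84.8% to 90.9% of that total. The deposited table has 25219 genes, of which 21336 are protein genes and 3883 non-coding genes, and no gene of the mitochondrial chromosome. Of 22892 symbols shared with the GRCm38 annotation, 60.7% have the same chromosome and start. Of those on the same chromosome, 96.9% start within 10 kb.

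Expected counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default settings, normalized by TMM, and fitted by glmQLFit within each tissue without covariates. Ai-α4KO was compared with Control by the quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was counted as changed at an adjusted p below 0.01 and a fold change of at least 2, the thresholds in the Results text and in the drawing of Fig. 4b; the legend of Fig. 4b gives 0.05. Genes in iWAT only or BAT only are those not changed in the same direction in the other tissue, so genes changed in opposite directions are among them. The difference between tissues was tested as an interaction in a fit of all 20 libraries. Expression is given as CPM, the count scaled to a common library total after TMM normalization. Log2 values of libraries used a prior count of 2. Single values were compared by exact permutation tests, two-sided, over the 252 arrangements of 5 against 5 libraries. A group whose libraries all held at most 3 counts was treated as being at the floor, and fold changes against it are lower bounds. Floors cover counting error only.

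Lists of genes were written before the data were examined. Gene sets were tested with camera from limma 3.58.1 at a correlation of 0.01, over the lists planned and over the Reactome sets that come with fgsea 1.28.0. KEGG pathways and GO terms come from columns of the deposited table and were added after the data were seen. Genes named in the text are Igbp1, the genes the paper names for its RNA-seq and qPCR, insulin signaling and phosphatase genes, members of the lists, and the 5 genes with the largest change in each direction and tissue and in the interaction. Any other name is said to have been chosen after its values were seen.

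The alternatives were the DESeq2 1.42.0 Wald test, library size without normalization factors, upper-quartile normalization, no filter, at least 10 counts in every library, an adjusted p below 0.05, fold changes from the ratio of mean FPKM, one fit of all libraries, an ordinary test per gene, and limma on log2(FPKM + 1) and log2(FPKM + 0.1). A test against a 1.5-fold change, a replicate block, other set sizes and leaving out each library in turn were also run. A B cell marker score and a skeletal muscle marker score as covariates were added after the data were seen. The methods were tested on simulated data in which 200 of 14843 genes were changed. The edgeR test called all 200 with 1 false call, and limma on log2 FPKM called 187 of the 200 in 12028 genes tested. The simulated changes were all of the same size, in genes with higher counts, and the same dispersion was used for every gene. A call there needed the adjusted p alone. Far more genes changed in the real libraries, some at low counts, so these rates need not hold for them.

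All 20 libraries were used, with totals between 24023371 and 50384446 counts. Mitochondrially encoded genes, planned as a list, could not be analysed because the table lists none. Symbols of 6 listed genes were not in the table. Mature microRNAs, day 17 and qPCR experiments were left out because no deposited library measures them.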

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

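Of the tests in this part, those on Rn45s and on sequencing depth were set before their results were seen, and the others were chosen only after. An extreme library was looked for in 360 groups of 5 by Dixon's criterion, which picks about 18 by chance. It picked 25, so about 18 of these are what chance gives, and nothing marks which.

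Among genes near the floor, a single library rose above groups with almost no counts: Lipn in Control iWAT 2 (log2 CPM -3.51) and Control BAT 1 (-3.18), Csf3 in Control iWAT 2 (-3.05), Csf2 in Control BAT 2 (-2.50), Nrg1 in Control iWAT 1 (-3.03), Gsta1 in Control BAT 2 (-1.22) and Gabra2 in Ai-α4KO BAT 1 (-3.10). H2-L stood at 1.94 in Ai-α4KO iWAT 2 with no counts in the others, where reads shared with similar histocompatibility genes or a difference in haplotype were not tested. No biological explanation was tested for these libraries.

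Igbp1 was lowest in Ai-α4KO iWAT 2 (3.43, against 3.52 to 3.55 in the other libraries), which exchange with a Control library would have raised. As a check of the labels of all libraries, the number of Ai-α4KO libraries at or above the lowest Control library for Igbp1 was 0 in iWAT and 0 in BAT, which restates that the groups do not overlap. The other genes with an extreme library were Atp4b in Control BAT 5 (0.79), Ccl5 in Control BAT 1 (1.86), Cxcl10 in Control iWAT 2 (0.49), Ppp2ca in Ai-α4KO BAT 3 (8.57), Tlr4 in Ai-α4KO iWAT 1 (6.13), Adipoq in Ai-α4KO BAT 1 (9.58), Fabp4 in Ai-α4KO iWAT 4 (13.73), Impdh1 in Ai-α4KO iWAT 1 (5.12), Mir17hg in Control iWAT 5 (1.73) and Mirlet7bhg in Control BAT 5 (-2.18). The neutrophil marker score was low in Control BAT 5 (0.32). On the principal components, Ai-α4KO iWAT 1 lay apart on PC1 (-70.8) and PC3 (-24.7), and Control iWAT 4 on PC2 (-22.9). Ai-α4KO iWAT 1 and Control iWAT 4 also had the highest skeletal muscle marker scores in iWAT (9.15 and 9.05, against -1.34 to 3.68 in the others). No explanation was tested for these values.

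The ribosomal RNA gene Rn45s took 3.24% of the counts of Control iWAT 3, against 0.0972% to 0.478% in the other Control iWAT libraries. With Rn45s left out of the table, 3217 genes passed the thresholds in iWAT, against 3215 with it, so the number of calls hardly changed. All 3215 genes called with Rn45s in the table passed again in the same direction without it. TMM normalization limits the pull of a single gene on the scaling, so the test could show little effect. Why that library holds more of it was not tested.

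The skeletal muscle marker score of Control BAT 1 was 6.51, against 9.03 to 9.91 in the other Control BAT libraries. The score was 2.22 higher in Ai-α4KO than in Control BAT, with every Ai-α4KO library above every Control library (exact permutation test, two-sided, p = 0.0079). Muscle attached to the dissected tissue predicts a score that varies more than a marker score of the tissue itself, and its SD was 8.21 times that of the adipocyte score in Control BAT (1.94 times in Ai-α4KO BAT). Without Control BAT 1 the ratio in Control BAT was 2.44, so the larger one rests on that library, and the spread does not show why every Ai-α4KO library is higher. Attached muscle and an effect of genotype on muscle-like expression in BAT cannot be told apart. With the score as a covariate, 67.6% of the genes changed in BAT still passed in the same direction.

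Genotype effects differed between iWAT and BAT for 740 genes, of which 496 had a larger value in BAT. Among named genes, the effect in BAT minus that in iWAT was 3.10 for Slc2a5, 4.21 for Ucp1, -2.75 for Cxcl10, 1.28 for Itgax, 1.79 for Emr1, 1.52 for Casp1, -3.10 for Impdh1, 2.67 for Plac8, -2.13 for 4930506M07Rik, -1.32 for Zcchc2 and 7.17 for Itih4. Chance was tested by exchanging the tissue labels of same-numbered libraries within a genotype, after log2 CPM was centred within each tissue. The exchange treats equal replicate numbers as pairs, which the labels do not state. Of the 100 exchanges drawn from 512, 1, the real one, gave as many genes by limma (629). The others gave 0 at an adjusted p below 0.01, with a median of 515 and at most 3181 at an unadjusted p under 0.05, against 4511 for the real labels. Depth was tested for the larger number of changed genes in BAT. With every library thinned to 24023309 counts the ratio of BAT to iWAT genes was 1.40, against 1.41 before. The median total was already lower in BAT than in iWAT (28166942 against 33502519 in Control, 32964306 against 35367202 in Ai-α4KO libraries). Depth therefore did not favour BAT, and thinning could not have shown it as the cause. A different mix of cells in each tissue was not tested for these genes, so a difference within adipocytes cannot be told apart from it.

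Marker lists of cells that the paper's RNA-seq text does not discuss also moved. In BAT the score of lymph node stroma markers was 2.46 higher in Ai-α4KO mice, that of T or NK cell markers 2.32 higher and that of neutrophil markers 2.98 higher (exact permutation test, two-sided, p = 0.0079 for each). The lymph node stroma score in BAT rests on the 3 of 5 listed genes that were tested, of which 1 passed the thresholds. In iWAT the neutrophil score was 1.39 higher (exact permutation test, p = 0.04). Proliferation markers were higher by 2.79 in iWAT and 3.45 in BAT (exact permutation test, p = 0.0079 for each), with 8 of 8 genes past the thresholds in each tissue. The rise of the proliferation markers did not differ from that of macrophage markers by more than the spread of libraries. The difference was 0.711 in iWAT (exact permutation test, p = 0.063) and -0.35 in BAT (p = 0.21). A larger share of macrophage RNA may therefore account for them, and division of other cells cannot be told apart from it. For the other lists no explanation was tested.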

How the results depend on the processing

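The choices of test, thresholds and alternatives were made before the data were examined, except KEGG and GO sets and the B cell and skeletal muscle marker scores as covariates, which were added after the data were seen.

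The direction of Igbp1 and its call were the same under all alternatives run, with a log2 fold change from -2.74 to -2.35 in iWAT and from -2.76 to -2.16 in BAT. The numbers of genes higher in iWAT (1378 to 1894 over 15 alternatives), higher in both tissues (988 to 1566) and higher in iWAT only (224 to 468) stayed within 1.5 times the reported counts. Across fits that each left out one library, 1465 to 1736 genes were higher and 1364 to 1743 lower in iWAT, and 2414 to 2634 higher and 1812 to 1968 lower in BAT. In both tissues 989 to 1146 genes were lower. The counts were 264 to 411 and 375 to 605 for iWAT only, and 1109 to 1413 and 741 to 921 for BAT only. The number of genes whose effect differed between tissues ranged from 474 to 1019 in these fits. PC1 held 43.1% to 49.3% and PC2 25.4% to 30.4% of the variance, and the Reactome counts were 107 to 149 and 27 to 29 in iWAT (higher, lower), and 67 to 76 and 19 to 23 in BAT.

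The lower genes depended most on the scaling. Library size without normalization factors shifted the median log2 fold change of all genes by 0.119 in iWAT and 0.264 in BAT, relative to TMM. Under it 1265 genes were lower in BAT and 493 in BAT only. With the ratio of mean FPKM, 511 genes were lower in BAT only. With limma on log2(FPKM + 1), 772 genes were lower in iWAT, 805 in BAT, 499 in both, 273 in iWAT only and 306 in BAT only. With log2(FPKM + 0.1), the counts were 988 in iWAT, 1032 in BAT, 650 in both and 382 in BAT only. FPKM values were not rescaled, so they share the library-size scaling. On that scale the ratio of mean FPKM, which has no pseudocount, gave 1317 lower genes in iWAT and 1320 in BAT, so the counts fell as the pseudocount grew. The limma test differs from edgeR's as well, and its part was not tested.

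With the skeletal muscle score as a covariate, 1711 genes were higher in BAT and 535 in BAT only; the score itself differs between genotypes in BAT, so the covariate takes up part of the genotype effect. The interaction gave 1648 genes with DESeq2 and 2297 at an adjusted p below 0.05. Without a filter on low counts, Pearson's r between tissues was 0.58. PC1 held 63.4% of the variance with the 500 most variable genes, and PC2 held 20.3% with scaled values. For these changes the cause was not tested.

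With the correlation between genes estimated from the residuals, the number of Reactome sets at an adjusted p below 0.01 was 0 in each direction and tissue. At an unadjusted p under 0.05, 51 were higher and 11 lower in iWAT, and 45 higher and 11 lower in BAT, where chance gives 21.6 and 21.4 per direction. The medians of the planned lists cannot change under this setting, and each lost its call. For nuclear OXPHOS genes (median -1.17 in iWAT, -1.19 in BAT) the adjusted p was 0.108 and 0.254. For TCA cycle genes (-1.56 and -1.75) it was 0.0979 in both tissues, and for the cytokine list (1.04 and 2.42) 0.0827 in both. For adipocyte markers (-1.575 and -1.555) it was 0.0979 and 0.116, and for macrophage markers (1.865 and 3.98) 0.0979 in both. Under the other alternatives the lists kept direction and call, with a smallest adjusted p from 3.17e-22 (OXPHOS, iWAT) to 2.85e-07 (adipocyte markers, BAT). With KEGG pathways in place of Reactome sets, 39 were higher in iWAT. With GO terms, 54 were higher and 12 lower in iWAT and 11 lower in BAT. These collections differ in the number of sets, so the counts are not the same measure.

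Some log2 fold changes near 0 reversed. With library size only, Atp6v0a2 in iWAT was 0.11, and in BAT Akt1 was 0.11, Ybx1 0.042, Ppp2ca 0.15 and Atp6v1f 0.027. With limma on log2(FPKM + 1) they were 0.12, 0.16, 0.041, 0.17 and 0.033, and with log2(FPKM + 0.1) 0.13, 0.17, 0.041, 0.17 and 0.034. Atp6v0a2 was 0.00895 without a filter. Itih4 in iWAT was 0.17 with the muscle score, and H2-L in BAT was -0.95 with the ordinary test. When one library was left out, the log2 fold change ranged from -0.0391 to 2.22 for Saa2, -0.0729 to 0.0311 for Atp6v0a2 and -0.68 to 0.35 for Itih4 in iWAT, and from -0.30 to 0.0877 for Akt1, -0.18 to 1.06 for Elovl3 and -3.15 to 3.32 for H2-L in BAT. For H2-L a single Ai-α4KO BAT library held 1297 counts against at most 15 in the others; for the rest, the cause was not tested. Among named genes, 1511 values under the other alternatives kept direction and call, 41 were weaker, 33 stronger and 19 reversed. With one library left out, 1330 kept both, 48 were weaker, 11 stronger and 11 reversed.

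Replicate numbers are shared between groups, and the labels do not say whether they mark pairs. A replicate block gave 1584 genes higher and 1461 lower in iWAT and 2509 higher and 1834 lower in BAT, and H2-L in BAT had a log2 fold change of -0.68. Same-numbered libraries of different genotype were not more alike than others, with a mean r of -0.051 in iWAT (exact permutation test, p = 0.68) and -0.00177 in BAT (p = 0.55). Across tissues the mean r was 0.0656 in Control (exact permutation test, p = 0.26) and 0.0123 in Ai-α4KO libraries (p = 0.42), so no pairing was detectable.

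Depth limits genes at the floor: the fold changes of Lipn, Csf3, Csf2, Saa2 and Nrg1 are lower bounds, and microRNAs cannot be judged. The fold changes of Il6, Olig1 and Gabra2 in BAT and of Atp4b in iWAT are lower bounds as well.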

Differences from the paper's values

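The paper reports 604 genes lower in both tissues, and 1078 were lower here. Of the alternatives set before the data were examined, the gap closed to within 1.5-fold with library size only (772), the ratio of mean FPKM (809), limma on log2(FPKM + 1) (499), limma on log2(FPKM + 0.1) (650) and a test against a 1.5-fold change (821). It did not close with an adjusted p below 0.05 (1176), DESeq2 (1155), upper-quartile normalization (1171), no filter (1068), at least 10 counts in every library (966), one fit of all 20 libraries (1121), the ordinary test (983) or the replicate block (1026).

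The paper reports 391 genes lower in BAT only, and 832 were lower here. The gap closed with library size only (493), the ratio of mean FPKM (511), limma on log2(FPKM + 1) (306) and limma on log2(FPKM + 0.1) (382). It did not close with an adjusted p below 0.05 (844), DESeq2 (710), upper-quartile normalization (648), no filter (941), at least 10 counts in every library (641), one fit of all 20 libraries (733), the ordinary test (810), the replicate block (808) or a test against a 1.5-fold change (823).

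PC2 holds about 18% of the variance in Fig. 4a, read by eye, and 28.5% here. With the 500 most variable genes it held 25.1% and with values scaled to unit variance 20.3%, both within 1.5-fold. With library size only it held 27.7%, which was not.

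The other numbers the paper states did not differ by these criteria: its more than 14000 transcripts against 14973 genes tested, 1897 against 2404 genes changed in both tissues, 1293 against 1326 higher in both, 410 against 330 and 450 against 481 in iWAT only, and 1180 against 1288 higher in BAT only.

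The paper lists V-type ATPase genes among those that decreased in both tissues. Here the median of the 6 tested was 0.42 in iWAT and 0.51 in BAT, and Atp6v0a2 in BAT (-0.59) was the single one lower at an adjusted p below 0.01; Atp6v0a4 was not tested. Atp6v0a2 was positive in iWAT in some settings. The paper places metabolic pathways among the most decreased sets, whereas that set ranked 25 in iWAT and 23 in BAT by camera's p among the lower KEGG pathways here. The paper describes cytokine, NF-κB and TNF signaling as most increased, whereas these ranked 19, 14 and 11 in iWAT and 8, 11 and 22 in BAT by camera's p. The paper does not name its pathway test, so these ranks and its ordering are not the same measure. The paper includes microRNAs, and here 1 of 1329 microRNA loci had any count.

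Fig. 4c and d show Ccl5 among the genes most increased in iWAT. Here its adjusted p was 0.0351 (log2 fold change 2.69). It passed in the fit of all 20 libraries (0.00759), in limma on log2(FPKM + 1) (0.00259) and log2(FPKM + 0.1) (0.00297), and at an adjusted p below 0.05. It also passed with the B cell score as a covariate (0.000129, the lowest over the alternatives, where the highest was 0.0401) and with Control iWAT 1 and 4 left out (1.18e-05), both chosen after the data were seen. H2-L, shown as decreased in iWAT, had a log2 fold change of -1.17 (adjusted p = 0.511), and its adjusted p ran from 0.0531 to 0.653 over the alternatives. It passed with Ai-α4KO iWAT 2 left out (-8.94, adjusted p = 0.000604), the library that holds its counts in that group. In BAT, Areg, Bach2os, Fcnb, Wfdc12, Tdgf1, Serpinb1b, Tnfrsf13b and H2-Q7, shown as increased, and Dsg1a, shown as decreased, had too few counts to be tested. Without a filter on low counts, all of these but Fcnb passed.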

Other observations

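Of the tests in this part, those on matched random lists were set before their results were seen, and the others were chosen only after the data were seen.

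Chance was tested for the planned comparisons by splitting the same libraries in other ways. Control and Ai-α4KO libraries share replicate numbers, so the real split was compared with the 16 of 126 that part every same-numbered pair. The number of genes higher or lower in iWAT, in BAT, in both tissues and in each tissue only was reached by 1 of the 16 splits, the real one. The other splits gave 0 genes past the thresholds, and at an unadjusted p under 0.05 they gave a median of 405 and at most 4956 genes in iWAT, against 8718, and a median of 260 and at most 3671 in BAT, against 9578. The same 1 of 16 held for the correlation between tissues (at most 0.698 in the others) and for the medians of the OXPHOS, TCA cycle, cytokine, adipocyte and macrophage lists. For Reactome sets, counting either direction of a split and the real one included, 4 of the 16 splits gave as many as were higher in iWAT, 12 as many as were lower in iWAT, 2 as many as were higher in BAT and 11 as many as were lower in BAT. Counting the direction with fewer sets alone, 2 of the 16 splits in each tissue gave as many as were lower. With both directions together, 4 of the 16 in iWAT and 2 in BAT gave as many, and of all 40 splits 6 in iWAT and 3 in BAT. The 16 splits alone cannot give a share under 0.05. A further 24 splits that keep some same-numbered libraries together gave 0 genes past the thresholds, with at most 5200 genes at an unadjusted p under 0.05 in iWAT and 4277 in BAT. Of the 40 splits run, 1, the real one, reached the gene counts, the correlation and the list medians.

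Adipocyte markers were lower and macrophage markers higher in Ai-α4KO mice. The medians were -1.575 and 1.865 in iWAT, with 16 of 16 and 15 of 15 genes in that direction, and -1.555 and 3.98 in BAT, with 15 of 16 and 15 of 15. Endothelial markers were lower as well, with a median of -0.93 in iWAT and -1.43 in BAT and 8 of 8 genes lower in each. A smaller share of adipocyte RNA in the tissue predicts that a gene expressed in adipocytes falls no more than the adipocyte markers. After subtracting the adipocyte marker score, the OXPHOS list differed by 0.396 in iWAT (exact permutation test, two-sided, p = 0.095) and 0.368 in BAT (p = 0.32), and the TCA cycle list by -0.0959 (p = 0.65) and -0.315 (p = 0.29). The subtraction does not account for skeletal muscle markers, which were higher in every Ai-α4KO than in every Control BAT library. A smaller share of adipocyte RNA is thus a candidate explanation for both lists that remains by the same exact test, as it is for Ucp1 in BAT (-0.991, p = 0.071), Slc2a4 in BAT (-0.203, p = 0.63) and Insr, which was higher relative to the markers (0.62 in iWAT, p = 0.04; 0.715 in BAT, p = 0.016). By the exact test some genes fell further than the mean of the markers: Igbp1 (-1.06 in iWAT, p = 0.0079; -1.05 in BAT, p = 0.016), Slc2a5 (-5.34, p = 0.0079; -1.93, p = 0.04), Acsm3 (-3.86 and -3.51, p = 0.0079 each), and in iWAT Ucp1 (-3.84, p = 0.04) and Slc2a4 (-1.36, p = 0.0079). Single markers in BAT had log2 fold changes from -2.593 to 0.534, and that of Igbp1 there lies within this range. The markers may themselves be regulated by the loss of α4, so a lower share of adipocytes and lower expression within them cannot be told apart by this test.

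Length and expression level were tested for the OXPHOS list, whose transcripts are short and abundant. Of 10000 random lists matched for both, 0 had a median as low in iWAT and 0 in BAT, where the lowest random medians were -0.318 and -0.502.

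More genes were higher than lower in BAT. Under the scalings tried the share of higher genes among those changed ran from 57.8% to 72%, so normalization changes the size of this imbalance but did not reverse it. With the skeletal muscle score as a covariate the share was 51.6% (1711 higher and 1602 lower), so the imbalance was almost gone under that setting. In iWAT the balance depended on the scaling: 51.5% of the changed genes were higher with TMM, 44.7% with upper-quartile normalization and 59.9% with library size only. DESeq2, whose test differs as well, gave 48.4%.

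B cell markers were high in Control iWAT 1 and 4. Both of these 2 libraries were also the highest for lymph node stroma markers among the 5 Control iWAT libraries, which happens by chance in 10% of cases, so a lymph node in the dissected tissue may be the source. With the B cell score as a covariate, 82.5% of the genes lower in iWAT only still passed. With both libraries left out, 3 Control libraries remained and the adjusted p of Ccl5 in iWAT was 1.18e-05, with a log2 fold change of 6.02 under the B cell score as a covariate. These 2 libraries hold the most Ccl5 of the Control iWAT libraries and the B cell score marks the same 2, so both settings had to lower the p of Ccl5 and do not test where its counts come from.

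Of genes the paper studies by other methods or at other times, Ptpn1 rose by 1.16 on the log2 scale in iWAT (adjusted p = 4.33e-05, edgeR's quasi-likelihood test) and by 1.28 in BAT (adjusted p = 6.27e-05). Ybx1 changed by 0.16 in iWAT (adjusted p = 0.154) and -0.21 in BAT (adjusted p = 0.19), Ppp2ca by 0.13 (0.258) and -0.12 (0.467), and Akt1 by 0.34 (0.0806) and -0.16 (0.539). Those in BAT changed sign under some scalings. Among inflammatory genes, the log2 fold change in iWAT and BAT was 3.32 and 4.57 for Itgax, 2.16 and 3.92 for Emr1, 1.45 and 1.99 for Tlr4, 1.75 and 1.34 for Myd88, 0.70 and 0.56 for Nfkb1, 1.39 and 1.36 for Nfkb2, 3.77 and 4.44 for Nlrp3, 1.47 and 2.97 for Casp1, 4.95 and 5.53 for Il1b, and 2.39 and 3.86 for Il18. Nfkb1 stayed under 2-fold in both tissues, and in BAT it did not pass an adjusted p below 0.01 in 10 of the other fits. Among adipocyte genes it was -2.21 and -2.15 for Adipoq, -1.38 and -1.64 for Pparg, -4.26 and -3.26 for Fasn, -2.15 and -2.59 for Pnpla2, -1.65 and -1.84 for Cebpa, -1.63 and -1.32 for Adrb3, and -1.35 and -1.65 for Prdm16. Others changed less or did not pass an adjusted p below 0.01 in both tissues: Fabp4 (-0.72 in iWAT, adjusted p = 0.0013; -0.41 in BAT, 0.0194), Tfam (-0.32, 0.0226; -0.53, 0.00397), Lep (-2.28, 0.0203; -1.25, 0.0588) and Elovl3 (-2.66, 0.000873; 0.36, 0.624).

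Every library had at most 0.32 CPM of Xist and between 81.9 and 165 of Ddx3y, the pattern of male tissue.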
